# Dual role of histone variant H3.3B in spermatogenesis: positive regulation of piRNA transcription and implication in X-chromosome inactivation

**DOI:** 10.1093/nar/gkac541

**Published:** 2022-06-29

**Authors:** Emeline Fontaine, Christophe Papin, Guillaume Martinez, Stéphanie Le Gras, Roland Abi Nahed, Patrick Héry, Thierry Buchou, Khalid Ouararhni, Bertrand Favier, Thierry Gautier, Jamal S M Sabir, Matthieu Gerard, Jan Bednar, Christophe Arnoult, Stefan Dimitrov, Ali Hamiche

## Abstract

The histone variant H3.3 is encoded by two distinct genes, *H3f3a* and *H3f3b*, exhibiting identical amino-acid sequence. H3.3 is required for spermatogenesis, but the molecular mechanism of its spermatogenic function remains obscure. Here, we have studied the role of each one of H3.3A and H3.3B proteins in spermatogenesis. We have generated transgenic conditional knock-out/knock-in (cKO/KI) epitope-tagged FLAG-FLAG-HA-H3.3B (H3.3B^HA^) and FLAG-FLAG-HA-H3.3A (H3.3A^HA^) mouse lines. We show that H3.3B, but not H3.3A, is required for spermatogenesis and male fertility. Analysis of the molecular mechanism unveils that the absence of H3.3B led to alterations in the meiotic/post-meiotic transition. Genome-wide RNA-seq reveals that the depletion of H3.3B in meiotic cells is associated with increased expression of the whole sex X and Y chromosomes as well as of both RLTR10B and RLTR10B2 retrotransposons. In contrast, the absence of H3.3B resulted in down-regulation of the expression of piRNA clusters. ChIP-seq experiments uncover that RLTR10B and RLTR10B2 retrotransposons, the whole sex chromosomes and the piRNA clusters are markedly enriched of H3.3. Taken together, our data dissect the molecular mechanism of H3.3B functions during spermatogenesis and demonstrate that H3.3B, depending on its chromatin localization, is involved in either up-regulation or down-regulation of expression of defined large chromatin regions.

## INTRODUCTION

DNA in the eukaryotic nucleus is packaged into chromatin. Chromatin exhibits repeating structure and its basic unit, the nucleosome core particle, consists of an octamer of core histones (two of each H2A, H2B, H3 and H4) around which DNA is wrapped into ∼167 helical turns (1). This arrangement allows not only DNA packaging but also the control of all nuclear processes. Transcription is a dynamic process that requires permanent adjustments. To answer to these critical needs, the cell is using several epigenetic strategies, including chromatin remodeling, histone post-translational modifications and replacement of canonical histones with histone variants. This confers novel structural and functional properties of the nucleosomes and in turn, permits to either activate or repress transcription (2,3).

Histone variants are non-allelic isoforms of conventional histones. Each conventional histone family, except H4, has histone variants (4). Histone variants are incorporated into chromatin by dedicated histone chaperones (5–10). The histone H3 family, in addition to conventional H3, comprises two main histone variants, CENP-A and H3.3. H3.3 is encoded by two distinct genes *H3f3a* and *H3f3b*, which are localized on different chromosomes and show various organization, but the coded proteins exhibit identical amino acid sequence (11). H3.3 differs of only four amino acids residues from conventional H3 (12) and its deposition in chromatin is assisted by two specific chaperones, DAXX and ubinuclein (10,13).

The available data suggest that H3.3 is implicated in several essential nuclear events, including transcription and mitosis (9,14–16). Genome-wide ChIP analysis has shown that H3.3 is located on promoters, gene bodies and both centromeric and telomeric chromatin (9,14,16), but how H3.3 acts on these elements is not clear. The turnover of H3.3 depends on its localization, suggesting that the residence time of H3.3 association with specific chromatin loci is linked to its function (17).

H3.3 is also involved in spermatogenesis. A very strong phenotype, including severe infertility and reduced viability were observed in *Drosophila* loss of functions mutants, where both *H3.3A* and *H3.3B* were deleted by P element transposition (18). Inactivation of both *H3f3a* and *H3f3b* genes in mice led to early embryonic lethality and double *H3f3a*^KO/WT^/*H3f3b*^KO^ mutant males are totally infertile, while double *H3f3a*^KO/WT^/*H3f3b*^KO^ females are fertile, revealing a specific role of H3.3 in spermatogenesis (16). Another study showed that H3.3B depletion is alone sufficient to generate infertility in mice (19). Other reports claimed that *H3f3b* heterozygotes were growth-deficient with males being sterile because of problems at the level of round spermatids, while H3.3A depleted males were found subfertile with dysmorphic spermatozoa (20). A hypomorphic gene-trap mutation in *H3f3a* led to high mortality by weaning and the surviving animals exhibited severe infertility (21). Taken as a whole, these data demonstrate that H3.3 is an important player in spermatogenesis. The various genetic background of the animals used could explain the observed different impact of H3.3A and H3.3B on the progress of spermatogenesis in the different studies (discussed in (20)). The molecular mechanism of H3.3 functions during spermatogenesis and in particular, the impact of the H3.3 deficiency on transcription at genome-wide level, are, however, only superficially addressed.

Repression of the transcription of transposable elements (22,23), including long terminal repeats (LTR), long interspersed nuclear elements (LINE), and short interspersed nuclear elements (SINE) (Mouse Genome Sequencing Consortium 2002) are of prime importance. In germ cells, transposable elements, if transcribed, could spread into the host genome and pose an ongoing genetic threat. Hosts have developed specific strategies to silence them (24). For instance, RLTR10B containing retrotransposons such as MMERVK10C, one of the youngest retrotransposons in the mouse genome, was reported to be strongly down-regulated during spermatogenesis (25), through Trim33, a protein exhibiting ubiquitin ligase activity. No other chromatin associated proteins acting as repressors of RLTR10B were identified to date.

Another important sophisticated strategy for safeguarding the germ line genome in animals is the piwi (piRNA) pathway (24,26). This small RNA pathway is employed by the host animals to silence retrotransposons both transcriptionally and post-transcriptionally. This pathway uses complexes of the Argonaute subfamilies with piRNA to destroy the retrotransposon transcripts (26). Of note, the piwi pathway is also able to affect the epigenetic properties of the cognate genetic loci.

Here, we have studied the role of each one of H3.3A and H3.3B proteins in spermatogenesis by using conditional knock-out/knock-in (cKO/KI) epitope-tagged H3.3A^HA^ and H3.3B^HA^ mouse lines. We showed that H3.3B is required for spermatogenesis. The use of genome-wide approaches detailed the intimate mechanism of H3.3B spermatogenic functions. Our results revealed that H3.3B has a complex ‘dual’ role in spermatogenesis. Indeed, H3.3 positively regulates piRNA expression, but it is also required for meiotic sex chromosome inactivation and transcriptional repression of RLTR10B and RLTR10B2 repetitive elements. Our data illustrated the ability of the cell to use the same histone variant to control two opposite processes, preservation of an active transcriptional state and its repression.

## MATERIALS AND METHODS

### Mouse strains

Both H3.3B^HA^ and H3.3A^HA^ mutant mouse lines were established at the Phenomin-iCS (Phenomin – Institut Clinique de la Souris, Illkirch, France; http://www.ics-mci.fr/en/). For the generation of the H3.3B^HA^ line, a 2 kb fragment encompassing exon 2, exon3 and a part of exon 4 was amplified by PCR (from 129S2/SvPas ES cells genomic DNA) and subcloned in an iCS proprietary vector. This iCS vector contains a *LoxP* site as well as a floxed and flipped Neomycin resistance cassette. A DNA element encoding the FLAG-FLAG-HA epitope sequence was inserted in frame with the N-terminus of H3.3B. The linearized construct was electroporated in 129S2/SvPas mouse embryonic stem (ES) cells. After selection, targeted clones were identified by PCR using external primers and further confirmed by Southern blot with 5′ and 3′ external probes. Two positive ES clones were injected into C57BL/6N blastocysts, and the male chimaeras derived gave germline transmission. The H3.3A^HA^ mutant mouse line constructed similarly to the H3.3B^HA^ one. However, for the construction of the targeting vector, a DNA fragment, encompassing exon 2 was used. Mice were housed in the mouse facility of the Plateforme de haute Technologie Animale (PHTA, Grenoble, France; agreement number C 38 516 10001, registered protocol no. 321 at ethical committee C2EA-12). Of note, the mice used in the experiments exhibit C57BL/6 genetic background, which does not display a subfertile phenotype.

Genomic DNA, isolated from tails, was used for genotyping with the following primers: *H3f3a* forward, 5′-TTTGCAGACGTTTCTAATTTCTACT-3′; reverse-1, 5′-ATATCGGATTCAACTAAAACATAAC-3′; reverse-2 5′-CAGAGACCTGCCTGCCTGCTG-3′ (p1, p2 and p3, respectively in Supplementary Figure S1a); *H3f3b* forward-1 5′- CTGCCCGTTCTGCTCGCCGATT-3′; *H3f3b* forward-2, 5′- TCCTCATTCTACCACATGTTCA-3′; reverse, 5′- TCAATCTAGGCCTAAGACCAAA-3′ (p4, p5 and p6, respectively in Supplementary Figure S1b).

### Mouse *in vitro* fertilization and embryo development

Mouse sperm, obtained by manual trituration of caudae epididymides in M2 (Sigma-Aldrich) for 10 min. Sperm were allowed to swim for 10 min at 37°C in 1 ml of M2 medium. Sperm were centrifuged at 300 g before washing with M16 medium (Sigma-Aldrich), and their concentration adjusted for further use. Sperm were then capacitated in M16 medium with 2% fatty acid-free BSA at 37°C in a 5% CO_2_ incubator for 45 min prior IVF.

Oocytes were collected from mature OF1 females, synchronized by exposure to 5 units of pregnant mare serum gonadotropin (PMSG) and 5 units of human chorionic gonadotropin (hCG). Washed sperm were introduced into droplets containing 25 to 50 oocytes. Oocytes were incubated with: 1.5 × 10^5^ to 5 × 10^5^ capacitated sperm/ml (37°C, 5% CO_2_) in M16 medium, and unbound sperm were washed away after 4 h incubation. The number of 2-cell embryos were scored 24 h after insemination and transferred in KSOM medium for further pre-implantation development. Blastocysts were scored at 3.5 days after fertilization.

### Computer-assisted motility analysis (CASA)

10 μl of sperm suspension in M2 was immediately placed onto an analysis chamber (Leja Products B.V., Netherlands) of 100 μm depth and kept at 37°C for microscopic quantitative study of sperm movement. Sperm motility parameters were measured at 37°C using a sperm analyzer (Hamilton Thorn Research, Beverley). A minimum of 100 motile spermatozoa was analyzed for each assay. Motile sperm were defined by VAP >1 and progressive sperm were defined by VAP >30 and STR >70.

### Measurement of sperm vitality

40 μl of sperm were mixed with 20 μl of eosin 1% diluted in NaCl 9/1000 and 20 μl of nigrosine 10% diluted in NaCl 9/1000. Sperm were then layered onto glass slide and dried. A minimum of 100 spermatozoa was analyzed for each assay.

### Sperm morphology analysis

10 μl of the semen sample was displayed over a slide and dried at room temperature for 10 min, then fixed in ether/ethanol 1:1 and stained with Harris-Schorr stain.

### Sperm DNA assessment

Chromomycin A3 staining: semen samples were washed twice with 5 ml of PBS 1× and fixed in a methanol/acetic acid (3:1 v/v) solution at 4°C for at least 30 min. Cells were spread on Superfrost© slides and air dried at room temperature overnight. Cells were then labeled using a 0.25 mg/ml chromomycin A3 (CMA3) solution in McIlvaine buffer (pH 7) for 20 min, and washed twice for 2 min with McIlvaine buffer. Sperm nuclei were counterstained with a 0.5 μg/ml Hoechst solution for 3 min, and washed in PBS 1× for 3 min before mounting with DAKO mounting media.

Aniline blue: semen samples were washed twice with 5 ml of PBS 1×, 10 μl were spread on a slide, allowed to air dry and then fixed with a 3% glutaraldehyde solution in PBS 1× for 30 min at room temperature. Slides were then incubated for 5 min in water, 10 min in 5% aniline blue diluted in 4% acetic acid solution, twice for 2 min in water, 2 min in 70%, 90% and 100% ethanol solutions and finally for 2 min in toluene.

### Germ cell purification

To prepare germ cells, the seminiferous tubules were initially treated with collagenase (1 mg/ml for 15 min at 35°C) and 3 times washed with ice-cold DMEM, supplemented with 0.5% BSA, 10 mM sodium butyrate. The pelleted material was re-suspended in the same solution and germs cells were dissociated upon pipetting. After washing in PBS 1× and centrifugation at 2500 g for 5 min, the cells were fixed in formalin overnight at 4°C and stocked in PBS 1× at 4°C.

### Immunohistology

Testes and epididymis were isolated from adult mice and were formalin-fixed overnight, dehydrated and paraffin-embedded. Ten serial paraffin sections (10 μm thick) of fixed mouse tissues were deparaffinized in toluene and hydrated through series of 10 min baths of 100%, 90%, 80%, 50% ethanol solution in PBS 1×. The sections were finally washed in PBS 1×. At this stage, the slides were used for staining with hematoxylin eosin (Sigma). For immunostaining, the sections were incubated for 40 min at 95°C in sodium citrate 10 mM pH 6 (Sigma), 0.05% Tween 20 (Carlo Erba) and blocked with 5% dried milk in PBS for 1 h at room temperature. The acrosomes were stained in red by incubation during 1 h at 37°C with lectin PNA alexa 568 (Life Science L32458) diluted 1/500. DNA was counterstained with the Hoechst 33342 (Invitrogen H3570). After washing in PBS 1×, the slides were mounted in fluorescent mounting medium (Dako). The sections were then observed with Zeiss Axio Imager Z1 microscope with a Plan-Apochromat 20×/0.8 M27 objective. Images were acquired with a Hamamatsu Orca Flash the camera with Zeiss Axiovision 4.8.10 software.

### Immunostaining on testis section

Immunostaining was carried out on deparaffinized testis sections (8μm), rehydrated in ethanol bath (100 to 30%) PBS 1× for 5 min and incubated for 40 min at 95°C in 10 mM sodium citrate pH 6 (Sigma), 0.05% Tween 20 (Carlo Erba). Next, they were permeabilized with 0.1% Triton-X at room temperature for 30 min. After blocking in 5% dried milk and washing in PBS 1×, the testis sections were incubated in 1% dried milk for 1 h at 37°C in a humidified chamber using the following antibodies: anti-PLZF 1/100 (Santa Cruz sc22839), anti-γH2AX 1/500 (Abcam ab81299), anti-H3.3 1/100 (Millipore 09-838). Anti-SCP3 (Santa Cruz sc20845), anti-lectin PNA 1/500 (ThermoFisher L32458) was incubated 3 h at 37°C in 1% milk with 1/100. After washes in PBS 1× for 30 min at room temperature, a secondary cyanine 2 (Jackson lab 115-225-146), cyanine 3 (Jackson lab 705–165-147-174-00) or cyanine 5 (Jackson lab 111-175-144) antibodies were applied for 30 min at room temperature in 1% fetal bovine serum, PBS 1×. All samples were incubated for another 5 min in Hoechst 33342 (Invitrogen H3570) to counterstain DNA.

### Immunostaining of germ cells

Germ cells were spread out on a slide, dried for 2 h at room temperature, rehydrated in PBS 1× for 5 min and incubated for 40 min at 95°C in 10 mM sodium citrate pH 6 (Sigma), 0.05% Tween 20 (Carlo Erba). Next, they were permeabilized with 0.1% Triton-X at room temperature for 30 min. After blocking in 5% dried milk and washing in PBS 1×, cells were incubated in 1% dried milk for 1 h at 37°C in a humidified chamber using the following antibodies: anti-HA 1/800 (Roche 1867423), anti-H3 1/200 (Millipore 05-928), anti-H4 1/200 (Abcam ab10158), anti-γH2AX 1/500 (Abcam ab81299), anti-H3K9me3 1/600 (Abcam ab8898), anti-H3.3 1/100 (Millipore 09-838). After washes in PBS 1× for 30 min at room temperature, a secondary cyanine 2 or cyanine 3 antibodies were applied for 30 min at room temperature in 1% fetal bovine serum, PBS 1×. All samples were incubated for another 5 min in Hoechst 33342 (Invitrogen H3570) to counterstain DNA.

Of note, immunostaining with the 1/100 CD9 (BD pharmagen 553758) antibody was performed immediately drying the germ cells for 2 h at room temperature and their rehydratation in PBS 1× for 5 min. The slides were then blocked with 10% bovine fetal serum for 1h at room temperature and subsequently incubated in humidified chamber with the antibody for 1 h at 37°C.

### Microscopy

Microscopy visualization was performed using a Zeiss Axio Imager Z1 microscope apotome module. The fixed germ cells were observed with a Plan-Apochromat ×63 objective and the Zeiss Axiocam camera. The meiotic and the post-meiotic cells were identified by their distinct nucleus morphology after DAPI staining (27,28). γH2AX staining was used for the identification of sex chromosomes (28,29). Germ stem cells were identified by CD9 antibody (30).

### TUNEL test

TUNEL test was carried out on both semen and deparaffinized testis sections. Semen samples were washed twice with 5 ml of PBS 1× and fixed in a methanol/acetic acid (3:1 v/v) solution at 4°C for at least 30 min. Cells were spread on Superfrost© slides and air dried at room temperature overnight. Cells and sections were permeabilized using 0.1% (v/v) Triton X-100, 0.1% (w/v) sodium citrate in PBS 1× for 2 min and labeled by terminal deoxynucleotidyl transferase mediated deoxy-UTP nick end labeling (TUNEL) according to the protocol provided with the *In Situ* Cell Detection Kit (Roche Diagnostic, Manheim, Germany). Nuclei were counterstained with 0.5 μg/ml Hoechst solution for 3 min, washed in PBS 1× for 3 min and mounted with DAKO mounting media. All testes section image were performed with Zeiss Axio Imager Z1 microscope with a Plan-Apochromat 20×/0.8 M27 objective. Images were acquired with a Hamamatsu Orca Flash the camera with Zeiss Axiovision 4.8.10 software and analyzed with Zen Office 2.3 lite. Cell type identification and tubule seminiferous stage were performed according to (27,31) in using serial section labeling with PNA-lectin.

### Fractionation of spermatogenic cells

The fractionation of the spermatogenic cells was carried out essentially by using the available protocol (32,33). Briefly, male mice were euthanized and testes were recovered. After the removal of albuginea, seminiferous tubules were incubated in a 1 mg/ml collagenase solution for 15 min at 35°C. After centrifugation, collagenase-treated cells were suspended in 0.5% BSA–DMEM medium. The aggregates were dissociated by rapid pipetting for 10 min and filtered through a 100 μm filter. The total germ cell suspension was loaded on the top of a 2–4% BSA gradient. The cells were let to sediment for 70 min. Cell fractions were collected and processed for examination with a phase contrast microscope. Meiotic and post-meiotic cell fractions (mainly round spermatids) were pooled and used for further analysis. The post-meiotic fraction contains only small contaminations of elongated spermatids.

### RT-qPCR

Reverse transcriptase quantitative real-time PCR (RT-qPCR) was used to measure RNA expression levels of the studied genes. Total RNA was isolated from seminiferous tubules of one mouse in 1 ml of TRIzol (Invitrogen) using Nucleospin RNA (Macherey-Nagel) according to the manufacturer's instructions. Reverse-transcribed was realized with iScript (Biorad) and random hexamer and poly-dT primer mix. *Rer1* was used as the internal reference gene. Supermix SYBR Green iTaq Universal (BioRad) and C1000 Touch Thermal Cycler (BioRad) real-time system were used. Primers used were as follows: *Rer1*-F, 5′GCCTTGGGAATTTACCACCT; *Rer1*-R, 5′-CTTCGAATGAAGGGACGAAA-3′; *H3f3a*-F, 5′-ACAAAAGCCGCTCGCAAGAG-3′; *H3f3a*-R, 5′-ATTTCTCGCACCAGACGCTG-3′; *H3f3b*-F, 5′-TGGCTCTGAGAGAGATCCGTCGTT-3′; *H3f3b*-R, 5′-GGATGTCTTTGGGCATGATGGTGAC-3′; *Prm1*-F, 5′-ATGCTGCCGCAGCAAAAGCA-3′; *Prm1*-R, 5′-CACCTTATGGTGTATGAGCG-3′; *Prm2*-F, 5′-ATGGTTCGCTACCGAATGAG-3′; *Prm2*-R, 5′-TTAGTGATGGTGCCTCCTAC-3′; *Tnp1*-F, 5′-ATGTCGACCAGCCGCAAGCT-3′; *Tnp1*-R, 5′-TCACAAGTGGGATCGGTAAT-3′; Abcg8-F, 5′-GATTTCCAATGACTTCCGGGAC-3′; Abcg8-R, 5′-AGTGACATTTGGAGACGACATC-3′; Ptpro-F, 5-TCCATGAACGAAGAGGAAGGAG-3′; Ptpro-R, 5′-TTGAGTGAGCATGACGATGATG-3′; Fmnl1-F, 5′-CATGAACACACTCACCTTCCTG-3′; Fmnl1-R, 5′- CTCTGAAGTCGGAAACCATAGG-3′; Hand2-F, 5′-CCAAACTCTCCAAGATCAAGAC-3′; Hand2-R, 5′-TTGTCGTTGCTGCTCACTGTG-3′; Vnn1-F, 5′-ACTCCATCTATGTTGTGGCGAAC-3′; Vnn1-R, 5′-GGACATTGAACTGATCTTCTCC-3′; Zfp811-F, 5′-GCTGGTGACCTTCGAGGATG-3′; Zfp811-R, 5′-CTTATGTCTCCTATGGAAACCAC-3′.

### Western blot

Germ cells were isolated from seminiferous tubules or purified meiotic and post-meiotic cells and collected in 1 ml TRIzol (Life Technologies). After protein extraction with TRIzol protocol, 20 μl of sample HA flag was loaded and separated on 15% SDS-PAGE. Proteins were detected using anti-H3 1/5000 (Millipore 05–928) and anti-HA 1/2500 (Abcam ab9110). The western blot with sample *H3f3a^WT^*, *H3f3a^KO^* and *H3f3b^KO^* in whole testis or purified meiotic and post-meiotic cells realized on mini-PROTEAN TGX stain free 4–20% (BioRad). Total proteins were visualize by UV activation for 1 min. The quantity of H3.3 protein detected by anti-H3.3 (Millipore 09-838). The Western blot was carried out as described (34,35).

### Native ChIP-seq

#### Micrococcal nuclease preparation and double-immunoaffinity purification of native FLAG-HA tagged mononucleosomes

Meiotic and post-meiotic cells expressing FLAG-HA tagged endogenous H3.3 were lysed in hypotonic buffer (10 mM Tris–HCl at pH 7.65, 1.5 mM MgCl_2_, 10 mM KCl) and disrupted by Dounce homogenizer. The cytosolic fraction was separated from the nuclei by centrifugation at 4°C. Nuclei were re-suspended in sucrose buffer (20 mM Tris–HCl at pH 7.65, 15 mM KCl 60 mM NaCl, 0.15 mM spermine, 0.5 mM spermidine) adjusted with high-salt buffer (20 mM Tris–HCl at pH 7.65, 25% glycerol, 1.5 mM MgCl_2_, 0.2 mM EDTA, 900 mM NaCl) to get a final NaCl concentration of 300 mM. The nuclear-soluble fraction was recovered by centrifugation at 4°C. The pellet containing chromatin fraction was incubated in sucrose buffer containing 1 mM CaCl_2_, and MNase (2.5 U/g of cells) 10 min at 37°C. Digestion was stopped with 4 mM EDTA and mononucleosomes were recovered by centrifugation at 4°C. Tagged nucleosomes were immunoprecipitated with anti-FLAG M2-agarose (Sigma), eluted with FLAG peptide (0.5 mg/ml), further affinity-purified with anti-HA antibody-conjugated agarose, and eluted with HA peptide (1 mg/ml). The HA and FLAG peptides were first buffered with 50 mM Tris–Cl (pH 8.5), then diluted to 4 mg/ml in TGEN 150 buffer (20 mM Tris at pH 7.65, 150 mM NaCl, 3 mM MgCl_2_, 0.1 mM EDTA, 10% glycerol, 0 0.01% NP40), and stored at −20°C until use. Between each step, beads were washed in TGEN 150 buffer. Nucleosomes were submitted to RNase and proteinase K digestion, and DNA was extracted by phenolchloroform.

#### Library construction and sequencing

Libraries were prepared using the Diagenode MicroPlex Library Preparation kit version v.2 02.15, and sequenced on Illumina Hiseq 4000 sequencer as single-end 50 bp reads following Illumina's instructions. Image analysis and base calling were performed using RTA 2.7.3 and and bcl2fastq 2.17.1.14. Adapter dimer reads were removed using DimerRemover v0.9.2 (https://sourceforge.net/projects/dimerremover/). Reads were mapped to the mouse genome (mm9) using Bowtie (36) v1.0.0 with the following arguments : -m 1 –strata –best -y -S –l 40 -p 8.

### MeDIP-seq and hMeDIP-seq

DNA immunoprecipitation, librairies construction and sequencing were done as previously described (37).

### Computational analyses of ChIP-seq and DIP-seq datasets

Heatmaps and quantifications of the ChIP-seq and DIP-seq data were performed running seqMINER (38), using datasets normalized to 10 million uniquely mapped reads. As reference coordinates, we used the Ensembl 67 database (for coding genes) of the mouse genome (mm9), the annotated RepeatMasker (RMSK) database (for DNA repeats) and the piRNA cluster database generated by the small RNA group Mainz University (http://www.smallrnagroup.uni-mainz.de/piRNAclusterDB.html) after having translated mm10 coordinates to mm9 using liftOver (UCSC: https://genome.ucsc.edu/cgi-bin/hgLiftOver). For chromosome coverage analysis, the number of reads for each non-overlapping 40 kb windows of the Mouse genome (mm9/NCBI37) was computed for each sample using BEDtools v2.26 (39). Then, data were normalized to 10 million reads and plots were generated using custom R scripts.

### RNA-seq

#### Library construction and sequencing

After isolation of total cellular RNA from WT and *H3f3b^KO^* meiotic and post-meiotic cells, libraries of template molecules suitable for strand specific high throughput DNA sequencing were created using ‘TruSeq Stranded Total RNA Sample Preparation Guide’ (PN 15031048). The libraries were sequenced on Illumina Hiseq 4000 sequencer as single-end 50 base reads following Illumina's instructions. Image analysis and base calling were performed using RTA 2.7.3 and and bcl2fastq 2.17.1.14. Adapter dimer reads were removed using DimerRemover. (https://sourceforge.net/projects/dimerremover/). Reads were mapped onto the mm9 assembly of the mouse genome by using Tophat version: tophat-2.0.14 (39) and the bowtie version bowtie-2–2.1.0 (36). Only uniquely aligned reads have been retained for further analyses.

#### Gene expression analysis

Quantification of gene expression has been performed using HTSeq-0.6.1 (http://www-huber.embl.de/users/anders/HTSeq) and gene annotations from Ensembl release 67. Read counts were normalized across libraries with the method proposed by Anders and Huber (40). Comparisons of interest were performed using the method proposed by (41) implemented in the DESeq2 Bioconductor library (DESeq2 v1.14.1). Independent filtering based on the mean of normalized counts was performed in order to filter out those genes that have no or little chance of showing significance evidence of differential expression (without looking at their statistic). Indeed, genes with very low counts are not likely to be significantly differentially expressed typically due to high dispersion. This independent filtering results in increased detection power. Genes with high Cook's distance were also filtered out. Cook's distance is a measure of how much a single sample is influencing the fitted coefficients for a gene, and a large value of Cook's distance is intended to indicate an outlier count. Resulting *P*-values were adjusted for multiple testing using the Benjamini and Hochberg method (42). The following thresholds have been used to select significantly differentially expressed genes:

- *P*-value adjusted for multiple testing < 0.01
- |log_2_ Fold-Change| > 1

#### piRNA cluster expression analysis

Using IntersectBed from BEDTools release v2.26.0, split-mapped reads and reads that overlap genes annotated by Ensembl were removed (IG_C_gene, IG_D_gene, IG_J_gene, IG_V_gene, Mt_rRNA, Mt_tRNA, polymorphic_ pseudogene, protein_coding, pseudogene, rRNA). The region corresponding to those genes was extended to 3kb upstream of the transcription start site and 10 kb downstream of the transcript end site, in order to minimize signal from polymerase read-through from genic transcripts. The overlap was performed on the opposite strand as the library preparation protocol used to construct these RNA-seq libraries leads to sequence the strand generated during first strand cDNA synthesis. Quantification of piRNA cluster expression has been performed using IntersectBed from BEDTools release v2.26.0q. piRNA read counts were added to those of gene expression's and used as follows: read counts were normalized across libraries with the method proposed by Anders and Huber (40). Comparisons of interest were performed using the method proposed by Love *et al.* (41) implemented in the DESeq2 Bioconductor library (DESeq2 v1.14.1). The following thresholds have been used to select significantly differentially expressed piRNA clusters:

- *P*-value adjusted for multiple testing < 0.01
- |log_2_ Fold-Change| > 0.5

#### DNA repeat expression analysis

Repeat analysis was performed following the methodology described in Papin *et al.* (23). Data were normalized based upon library size. Significance of the difference of repeat read counts between RNA samples was assessed using the Bionconductor package DESeq. To avoid over- or underestimating fold enrichments due to low sequence representation, repeat families with less than 5 RPM (reads per million mapped reads) per RNA sample were excluded from further analysis. The following thresholds have been used to select significantly differentially expressed DNA repeats:

- *P*-value adjusted for multiple testing < 0.01
- |log_2_ Fold-Change| > 0.5

## RESULTS

### *H3f3b* null male mice are infertile

The availability of transgenic conditional knock-out/knock-in (cKO/KI) epitope-tagged H3.3A^HA^ and H3.3B^HA^ mouse lines allowed, by using homologous recombination, to produce either *H3f3a* or *H3f3b* null mice (see Supplementary Figure S1a–f and Method section for the gene targeting strategy). Both RT-qPCR and Western blotting showed that the proteins were absent from the respective mouse line (Figure 1A–D).

**Figure 1.**
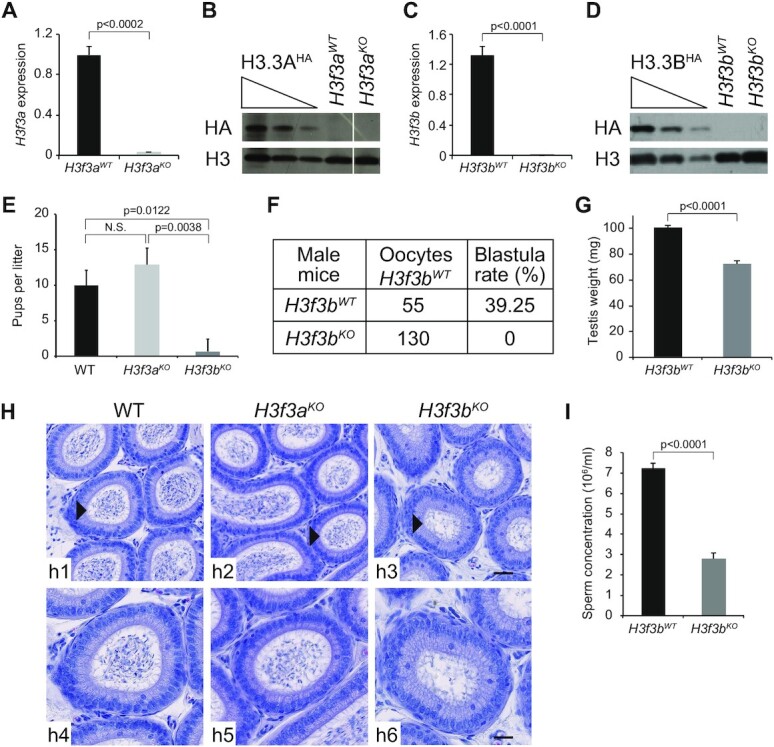
*H3f3b^KO^*, but not *H3f3a^KO^* mice, exhibit decreased sperm production and severe infertility. (**A–D**) Efficient depletion of H3.3A and H3.3B in the testis of the indicated knock-out mice. qPCR measurement of the mRNA level (A, C) and Western blotting (anti-HA) analyses (B, D) of either H3.3A (A, B) or H3.3B (C, D). (A, C) The average values of the mRNA of three biologically independent experiments are shown. (B, D) Total cellular lysates derivedfrom testis extracted from H3f3a^HA^, H3f3a WT and H3f3a KO mice (B) or H3f3b^HA^, H3f3b WT and H3f3b KO mice (D) were submitted to Western blot analysis. (**E**) Numbers of pups per female OF1 mated with either *H3f3b^WT^*, *H3f3a* null or *H3f3b* null male. The average of 9 litters is presented for 3 males by genotype. (**F**) Number of 2-cell and blastocysts obtained by *in vitro* fertilization using sperm from either control or *H3f3b* null males and oocytes prepared from control *H3f3b^WT^* females. (**G**) Testis weight for control and *H3f3b* null males. The average of four testes of different genotypes was presented. (**H**) Hematoxylin-stained cross-sections of epididymis of control (h1, h4), *H3f3a^KO^* (h2, h5) and *H3f3b^KO^* (h3, h6) male mice; h4–h6 show the enlarged epididymis cross-sections indicated by an arrow head in h1–h3; scale bars, 30 μm (h3) and 70 μm (h6). (**I**) Sperm concentration (millions per milliliter) for control *H3f3b^WT^* (*n* = 5) and *H3f3b* null males (*n* = 2). (A, C, E, G, I) *P*-values were calculated from Student's unpaired *t*-tests.

The male null *H3f3b* mice, mated with WT females, exhibited very severe subfertility problems in contrast to *H3f3a* null mice, which were found as fertile as the WT mice (Figure 1E). In agreement, *in vitro* fertilization using null *H3f3b* mouse spermatozoa failed completely (Figure 1F). The testis weight of the *H3f3b* null mice were ∼30% smaller than this of the control WT ones (Figure 1G). A decrease of the number of spermatozoa in the cauda epididymis of *H3f3b* null mice was also observed (Figure 1H). Accordingly, the concentration of sperm in the *H3f3b^KO^* animals was found to be only ∼40% compared to this of the WT animals (Figure 1I). The vitality of the mature spermatozoa from the *H3f3b* null mice was slightly decreased (Supplementary Figure S1g), but they showed increased level of DNA fragmentation as judged by the TUNEL assay (Supplementary Figure S1h) and markedly altered morphology (Supplementary Figure S1i), including both abnormal tails and heads (Supplementary Figure S1j–m). In addition, strong alterations of DNA compaction in the spermatozoa from *H3f3b* null mice were observed (Supplementary Figure S1n), that presumably reflects the abnormal exchange of histone to protamines (Supplementary Figure S1o). However, our data suggested that the absence of H3.3B did not affect the expression level of both transition proteins (TPs) (Supplementary Figure S1p) and protamines (Supplementary Figure S1q,r), unveiling that this is very likely not due to a decrease of the expression of these proteins. Taken collectively, these results reveal, in agreement with the reported data (19) (where mice with very similar background to this of our mouse lines were used), that H3.3B, but not H3.3A, is essential for male fertility and, in particular, for functional spermatozoa formation.

### The absence of H3.3B is associated with strong decrease of the amount of post-meiotic cells

To shed light on the origins of the alterations in the morphology and in the dramatic decrease of produced spermatozoa in the *H3f3b^KO^* animals, we next sought to identify the testis cell types that are affected by the absence of H3.3B. To this end, we analyzed the different testis cell types in WT, *H3f3a^KO^* and *H3f3b^KO^* mice. For simplicity, in our analysis we grouped the cells in three different classes, namely mitotic, meiotic and post-meiotic cells. What is worthy to note is that, the very large majority of meiotic cells are pachytene spermatocytes and those of the post-meiotic ones are round spermatids (43,44). The absence of H3.3B resulted in dramatic decrease of the round spermatid quantity in the seminiferous tubules, whereas the absence of H3.3A did not affect the production of round spermatids (Figure 2A and Supplementary Figure S2a, b). Quantification of the different cell types in the testis of the *H3f3b^KO^* males showed that the ratio meiotic cells/post-meiotic cells is dramatically altered. Indeed, in both control and *H3f3a* null testis, the amount of meiotic cells is ∼2.5-fold smaller compared to the amount of post-meiotic cells, while in the *H3f3b* null testis, this is the opposite with meiotic cells being ∼1.5-fold more than post-meiotic cells (Figure 2B).

**Figure 2.**
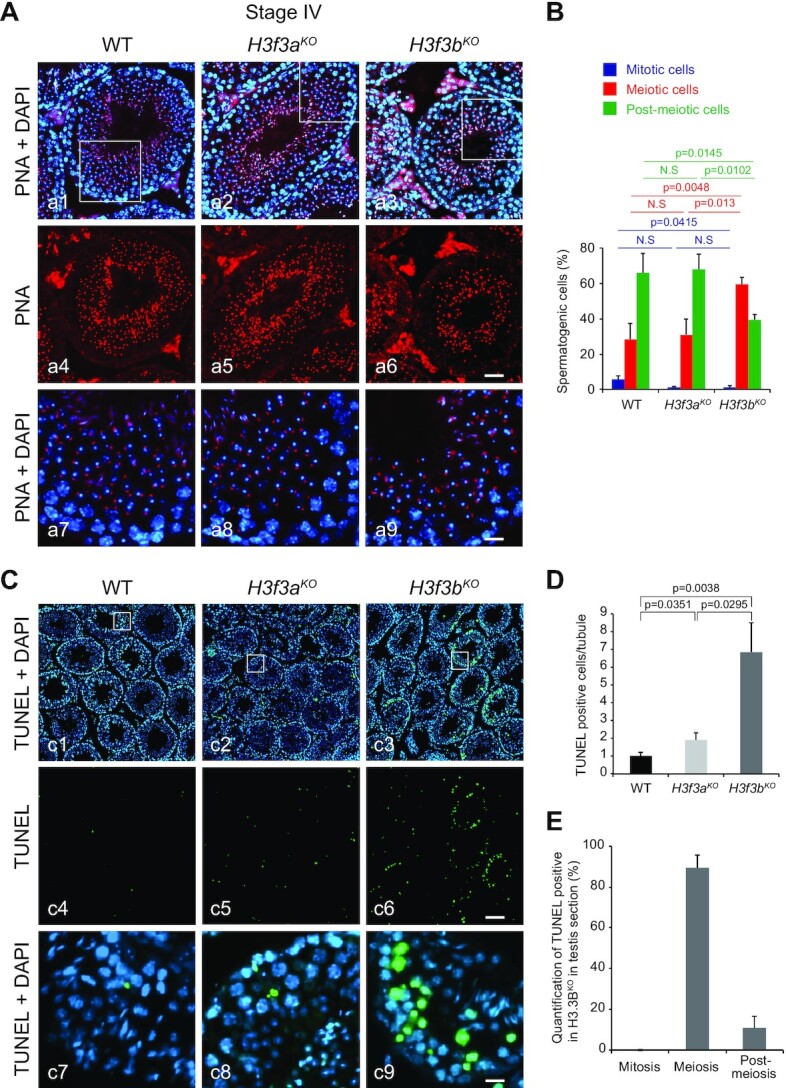
The absence of H3.3B leads to strong alterations in the meiotic/post-meiotic transition. (**A**) WT, *H3f3a^KO^* and *H3f3b^KO^* stage IV testis sections stained with DAPI (blue) for nucleus detection and with PNA (Peanut Agglutinin, red) for acrosome visualization. a7–a9 correspond to the enlargement of the white square in a1–a3. Scale bars, 70 μm (a6) and 15 μm (a9). (**B**) Quantification of the different types of spermatogenic cells in the indicated genotypes. In post-meiotic cell quantification included round spermatids only and not elongated spermatids and spermatozoa. (**C**) TUNEL staining (green) of testis sections from control, *H3f3a* and *H3f3b* null males; blue, DAPI staining. c7–c9 correspond to the enlargement of the white square in c1–c3. Scale bars, 70 μm (c6) and 10 μm (c9). (**D**) Normalized number of TUNEL positive cells per seminiferous tube for control *H3f3b^WT^* (*n* = 3), *H3f3a^KO^* (*n* = 2) and *H3f3b^KO^* (*n* = 3) males. (**E**) Distribution of TUNEL positive spermatogenic cells from *H3f3b^KO^* male according to their maturation state. (B, D, E) *P*-values were calculated from Student's unpaired *t*-tests.

Since H3.3 is involved in cell division (15), the simplest explanation of this phenomenon would be some implication of H3.3B in meiosis. If this is correct, one should expect the absence of H3.3B, but not of H3.3A, to affect the meiotic process and to generate defects that should lead to apoptotic outcomes of the meiotic cells and consequently, to the production of smaller amount of post-meiotic cells. With this in mind, we have used the TUNEL assay to visualize DNA fragmentation in the cells of the seminiferous tubules of the three types of mice. As seen (Figure 2C), the amount of TUNEL positive cells in the seminiferous tubules of the *H3f3b^KO^* animals is much higher compared to this of both WT and *H3f3a^KO^* animals. The quantification showed that the absence of H3.3B resulted in 7-fold increase of TUNEL positive cells in the seminiferous tubules of the *H3f3b^KO^* mice (Figure 2D). Importantly, more than 85% of the TUNEL positive cells belonged to the meiotic pool (Figure 2E). We concluded that H3.3B is, as hypothesized, involved in meiosis and that its absence led to a depletion of post-meiotic cells.

We next examined the number of spermatogonia in the seminiferous tubules of the *H3f3b^KO^* mice using the PLZF germline stem cells marker. Loss of *H3f3b* did not affect spermatogonia formation or proliferation (Supplementary Figure S2c, d), but led to progressive depletion of post-meiotic cells and finally caused infertility, indicating its critical role in meiosis.

### In middle pachytene H3.3B appears after γH2AX on sex chromosomes

To deeply investigate the role of *H3f3b* in spermatogenesis, we performed immunostaining analysis of H3.3b distribution in spermatocytes from meiosis (Figure 3A), to post-meiosis (Figure 3B). Developmental stages were classified by staining profiles with anti-SCP3/γH2AX in meiosis and PNA labeling in post-meiosis and according to the description of the different stages of spermatogenesis (according to Meistrich and Hess (27)). At the zygoten stage, we observed the absence of H3.3 (Figure 3A, panel a1). Cells at the zygoten stage are easily identifiable since they have a small nucleus and diffuse γH2AX labeling in the nucleus (Figure 3A, panel a3) (45). In addition, SCP3 labeling (Figure 3A, panel a2) appears as an entangled line, a characteristic image corresponding to the labeling of the synaptonemal complex. This complex links together sister chromatids of the same chromosome until the pachytene late stage (Figure 3A, panel a19) (45). Between all meiotic stages (Figure 3A, panels a4, a9, a15, a21, a27) the volume of the cells grows progressively. The pachytene early stage is identifiable by typical γH2AX labeling only on the rod-shaped sex chromosomes (Figure 3A, panel a8). At this stage, H3.3 was totally absent from the whole cell (Figure 3A, panel a6), but appeared at the pachytene middle stage, when γH2AX labelled sex chromosome condense to form the XY body (Figure 3A, panels a12, a14) (46). At the pachytene late and diploten stages, H3.3 and γH2AX remained on the XY body (Figure 3A, panels a18, a20, a24, a26) and showed similar labeling (Figure 3A, panels a17, a23, a29) (47).

**Figure 3.**
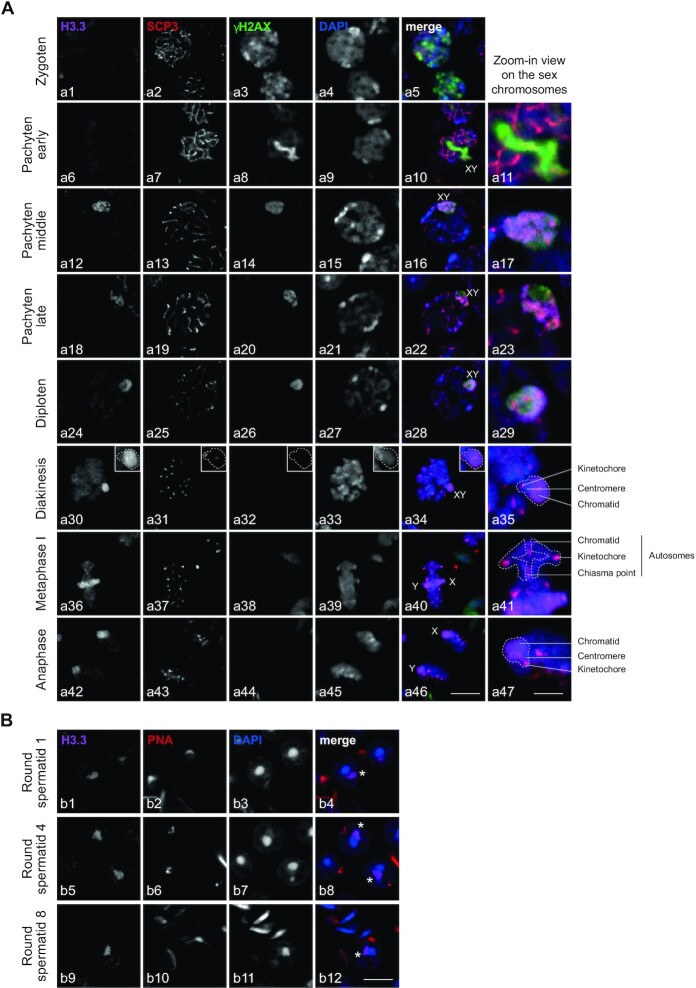
H3.3B localized on the sex chromosomes from the middle pachytene to round spermatids during spermatogenesis. (A, B) Immunostaining of spermatogenic cells from meiosis (**A**) to post-meiosis (**B**). Cells were triple-stained on WT testis section with anti-H3.3, anti-γH2AX, anti-SCP3 (A) or anti-PNA (B) as well as DAPI. Developmental stages were classified by staining profiles of SCP3, γH2AX and PNA. Scale bars, 8 μm (a46), 3 μm (a47) and 8 μm (b12). The asterix represents the sex chromosome either x or y (b4, b8, b12).

Diploten cells were easily identified as they showed a large cell volume (Figure 3A, panel a27) and sparse SCP3 labeling (Figure 3A, panel a25) along the synaptonemal complex. The destruction of the synaptonemal complex starts at the diploten stage with the disappearance of SCP3 in diakinesis excepted at the kinetochore in the centromeric region (Figure 3A, panels a31, a35). Chromosomes remained linked by chiasmas (area of chromatid overlap) (Figure 3A, panel a41). At this stage, there was a separation of homologous chromosomes that migrate to the centrosomes during the first meiotic division (Figure 3A, panels a40, a46) (48,49). H3.3 remains enriched on sex chromosomes from diakinesis to anaphase I (Figure 3A, panels a30–a42). In metaphase II, SCP3 disappeared from the centromeric region. Kinetochores were called upon to separate sister chromatids. This step was extremely fast and only very few cells were visible.

In post-meiosis, H3.3 remains localized on the sex chromosomes of round spermatids (Figure 3b, panels b1, b5, b9) resulting from the meiotic divisions. Round spermatids were small, haploid, round-shaped cells with a centrally located area of round heterochromatin, named chromocenter (Figure 3B, panels b3, b7, b11) (28,50). The sex chromosomes were present in an area of facultative (light grey in DAPI panel) round heterochromatin juxtaposed to the chromocenter (Figure 3b, panels b3, b7, b11) named post-meiotic sex chromatin (PMSC) (51–53).

All together these data show that H3.3 appears on sex chromosomes in the middle pachytene after γH2AX and remain associated during all transition stages from meiosis to post-meiosis.

### H3.3B is implicated in transcriptional repression of sex chromosomes

The absence of H3.3B could affect specific genes playing a key role in meiosis and this could in turn lead in severe dysfunction of meiotic cells and consequently to apoptosis and cell death. To test this, we have carried out genome-wide transcriptome studies. 

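Transcript of the targeted gene was almost gone from the KO cells. Reads counted on H3f3b were 36885 and 32641 in the 2 WT meiotic libraries and 621 and 1107 in the 2 KO meiotic libraries. In post-meiotic cells they were 14727 and 12130 in WT and 407 and 442 in KO. Scaled to depth, H3f3b fell from 561 ± 9.91 to 10.5 ± 0.985 CPM in meiotic cells (mean ± SD, n = 2, log2 −5.73 ± 0.080, edgeR adjusted p = 1.31e-16). The fall in post-meiotic cells was from 227 ± 13.9 to 7.07 ± 0.900 (log2 −5.01 ± 0.082, edgeR adjusted p = 1.5e-15).

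The RNA-seq data are 8 libraries, 2 each of WT and KO meiotic cells and of WT and KO post-meiotic cells. The cells were separated by sedimentation through an albumin gradient, so a fraction can hold other cells of the testis. A total RNA kit was used, which also counts transcripts with no poly(A) tail. The authors aligned the reads to mm9 with TopHat2 2.0.14 and Bowtie2 2.1.0, kept unique alignments, counted genes with HTSeq 0.6.1 and compared groups with DESeq2. Their deposited tables give raw counts, log2 changes and adjusted p-values for genes, piRNA clusters and repeat families. Gene counts per library run from 57853283 to 92836630.

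The raw counts were tested again here. Of the annotated genes, 20412 had enough reads, among them 966 on the X chromosome and 13 on the Y chromosome. All 8 libraries were fitted together with edgeR (TMM scaling, quasi-likelihood test), with a common biological coefficient of variation of 0.05. Genes are called at an adjusted p under 0.01 and an absolute log2 change over 1, the limits of the paper. Members of a gene list are counted at the same adjusted p with no fold minimum. Each list as a whole was tested with camera and called at an adjusted p under 0.05. The lists and the rule for naming genes were written before the data were examined, when Supplementary Tables S1 and S2 had already been read. Levels are CPM (counts scaled by the effective library size), mean ± SD of n = 2 libraries, and ± after a log2 change is its standard error. With 2 libraries a group, each edgeR p rests on the spread between these libraries, with the estimate shared over genes and groups. It covers no other libraries. Camera p-values at the set correlation of 0.01 rest on the spread across genes.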

The comparative analysis of the meiotic/post-meiotic WT cell transcriptome showed, in agreement with the reported data (54), that the meiotic/post-meiotic transition is associated with vast transcriptional reprogramming, including thousands of up- and down-regulated genes, ranging in well-defined clusters (Figure 4A, D). 

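Between WT meiotic and post-meiotic cells, genes of sperm formation rose and genes of meiotic prophase fell. The protamines Prm2 and Prm1, which package sperm DNA, rose from 2968 ± 160 to 9997 ± 92.5 and from 1885 ± 212 to 5792 ± 85.5 CPM (n = 2, edgeR adjusted p = 2.67e-10 and 1.49e-05). Tnp1, a transition protein, went from 1942 ± 146 to 5271 ± 16.9 (log2 1.44 ± 0.072). Hist1h1t, the linker histone of spermatocytes, fell from 820 ± 50.8 to 30.7 ± 0.994 (log2 −4.74 ± 0.065, edgeR adjusted p = 3.09e-20). Sycp3, part of the synaptonemal complex, fell from 228.1 ± 4.09 to 68.4 ± 2.20 (log2 −1.74 ± 0.056). Over all genes 2239 rose and 2950 fell. Scaling by library totals only gave 1565 and 3557, and dropping the fold minimum gave 6047 and 6615.

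Of 40 spermatid genes 36 rose, among them the kinase Tssk3 (1.38 ± 0.051) and the antizyme Oaz3 (1.50 ± 0.054), and Spag6 fell (camera adjusted p = 1.1e-09). Of 34 prophase genes 21 fell and 7 rose, the rising ones including Syce2 (1.07 ± 0.049) and Rec8 (0.92 ± 0.055). Adjusted over the list alone 22 fell and 7 rose (camera adjusted p = 0.0173, and adjusted p = 0.463 with an estimated correlation). Splicing factors fell together, 31 of 33, with U2af2 at −2.02 ± 0.062 and Srsf1 at −1.83 ± 0.060 (camera adjusted p = 4.03e-09). DNA repair genes fell at 30 and rose at 4 of 41 (Parp1 −1.19 ± 0.049, Brca1 0.40 ± 0.060, camera adjusted p = 8.8e-06). Among 38 genes of cell division 26 fell and 7 rose (Bub3 −1.34 ± 0.057, Plk1 0.87 ± 0.054, camera adjusted p = 0.000962, and adjusted p = 0.337 with an estimated correlation). Oxidative phosphorylation genes fell at 28 of 38, 29 adjusted over the list alone (Uqcrc2 −1.40 ± 0.054, camera adjusted p = 2.83e-05). Replication-dependent histones fell at 30 and rose at 2 of 57 (Hist1h4c −1.62 ± 0.054, camera adjusted p = 9.53e-05). Immediate early and heat shock genes rose at 15 and fell at 4 of 27 (Klf4 0.86 ± 0.046, Jun −1.79 ± 0.12, camera adjusted p = 0.0235). For each of these lists except the prophase and cell division ones, adjusted p = 0.309 with an estimated correlation, and where no second count is given the counts adjusted over the list alone are the same.

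Not called were spermatogonial genes (3 up and 12 down of 29, with Id4 at −3.10 ± 0.085, camera adjusted p = 0.148), genes of H3.3 and its chaperones (3 up and 10 down of 16, with Asf1b at −1.26 ± 0.064; 0.0581) and p53 targets (6 up and 16 down of 26, with Pmaip1 at −1.73 ± 0.15; 0.113). Adjusted over each list alone these counts do not change, and all 3 have adjusted p = 0.465 with an estimated correlation.

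Markers of other cells of the testis also moved. Leydig cell genes fell at 18 and rose at 1 of 20, with the steroid enzyme Hsd17b3 at −3.40 ± 0.16 and the hormone Insl3 at −4.01 ± 0.35 (camera adjusted p = 9.62e-06). Peritubular and fibroblast genes rose at 22 of 28 (Col1a1 2.19 ± 0.16, camera adjusted p = 8.8e-06), leukocyte genes at 20 of 25 with 1 lower (H2-Eb1 3.11 ± 0.16, 1.48e-05) and endothelial genes at 8 of 17 with 1 lower (Vwf 1.00 ± 0.071, 0.00763). All 5 globin and red cell genes rose (Hbb-b1 3.49 ± 0.16, camera adjusted p = 0.00594). For these 5 groups the counts adjusted over the list alone are the same, and adjusted p = 0.309 with an estimated correlation. Collagens rose at 24 and fell at 2 of 41 by either adjustment (Col4a2 1.74 ± 0.099, camera adjusted p = 3.49e-05, and adjusted p = 0.159 with an estimated correlation). Sertoli cell genes were not called (4 up and 2 down of 25, 3 and 1 adjusted over the list alone, with Clu at −0.76 ± 0.094, camera adjusted p = 0.541, and adjusted p = 0.780 with an estimated correlation). Large increases were those of Avpr1a, a vasopressin receptor (4.86 ± 0.44), and Dcn, decorin (4.26 ± 0.37).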

The absence of H3.3B had only a slight effect on the number of deregulated genes and cluster types during the meiotic to post-meiotic transition (Figure 4B, E). Accordingly, genes are dysregulated in the same way during the meiotic/post-meiotic transition in both WT and KO cells (Figure 4C). This suggests that the H3.3B effect on the meiotic/post-meiotic transition could not be directly associated with alterations of the expression of specific genes, but rather reflects its implication in other process(es). Furthermore, only 214 and 150 genes were significantly up- and down-regulated, respectively, in the *H3f3b* null meiotic cells (Figure 4F, Supplementary Figure S3a and Supplementary Table S1). 

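KO cells passed through the transition with 2102 genes higher and 2409 lower, and the marker genes of both stages moved. Prm1 rose from 1483 ± 216 to 4982 ± 115 CPM (n = 2, log2 1.75 ± 0.11, edgeR adjusted p = 1.07e-05) and Oaz3 from 921.8 ± 85.9 to 2785 ± 19.6 (edgeR adjusted p = 2.95e-15). Hist1h1t fell from 982.2 ± 47.6 to 56.1 ± 3.71 (log2 −4.13 ± 0.063, edgeR adjusted p = 2.16e-19). Sycp3 fell from 308.2 ± 25.6 to 99.8 ± 2.22 (log2 −1.63 ± 0.055), and Atr, the kinase of meiotic silencing, from 1090 ± 80.0 to 342 ± 13.0 (log2 −1.67 ± 0.051). With no fold minimum 6028 genes rose and 6431 fell.

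Of the 40 spermatid genes 35 rose and 1 fell (Tssk3 1.39 ± 0.051, camera adjusted p = 1.54e-09). All 33 splicing factors fell (Sf3b3 −1.38 ± 0.056, camera adjusted p = 6.2e-11). Replication-dependent histones fell at 43 of 57, 44 adjusted over the list alone (Hist1h4h −2.00 ± 0.073, camera adjusted p = 3.71e-08). DNA repair genes fell at 29 of 41, 30 over the list alone (Rad54b −1.81 ± 0.077, camera adjusted p = 4.26e-07), and oxidative phosphorylation genes at 32 of 38 (Cyct −1.38 ± 0.058, 1.78e-07). Cell division genes fell at 29 and rose at 4 of 38 (Smc4 −1.29 ± 0.050, Plk1 0.45 ± 0.053, camera adjusted p = 6.15e-06). Immediate early and heat shock genes rose at 17 and fell at 2 of 27 (Klf6 1.27 ± 0.14, camera adjusted p = 0.00586). Each of these 7 lists has adjusted p = 0.261 with an estimated correlation. Prophase genes fell at 23 and rose at 6 of 34 (Tex12 −2.45 ± 0.084, camera adjusted p = 0.000995, and adjusted p = 0.288 with an estimated correlation). Of 16 genes of H3.3 and its chaperones 11 fell and 4 rose (Asf1b −1.40 ± 0.063, Ubn2 0.36 ± 0.051, camera adjusted p = 0.0240, and adjusted p = 0.395 with an estimated correlation). Spermatogonial genes (4 up and 13 down of 29, 4 and 12 over the list alone; Id4 −3.14 ± 0.084) and p53 targets (5 up and 15 down of 26; Bcl2l11 1.07 ± 0.073) were not called. Their camera adjusted p were 0.0998 and 0.0852, and for both adjusted p = 0.395 with an estimated correlation. Other counts adjusted over the list alone are the same.

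Somatic and blood cell markers moved here too. Peritubular genes rose at 27 of 28 (Col1a1 3.26 ± 0.15, camera adjusted p = 2.17e-08), leukocyte genes at 21 of 25 with 1 lower (H2-Aa 4.40 ± 0.18, 1.54e-06) and all 5 red cell genes (Hbb-b1 5.47 ± 0.14, 0.00126). For these 3 groups adjusted p = 0.261 with an estimated correlation. Sertoli cell genes rose at 12 and fell at 1 of 25 (camera adjusted p = 0.00395), endothelial genes at 7 and 1 of 17 (Egfl7 1.10 ± 0.097, 0.0100), and Leydig cell genes fell at 19 and rose at 1 of 20 (Hsd17b3 −2.21 ± 0.15, 3.16e-05). For these 3 groups adjusted p = 0.288 with an estimated correlation. Collagens rose at 27 and fell at 2 of 41 (Col6a2 2.71 ± 0.15, camera adjusted p = 2.01e-06, and adjusted p = 0.0984 with an estimated correlation). The counts are the same when adjusted over each list alone. Large increases were those of the globin Hbb-b2 (5.88 ± 0.30), the leukocyte receptors Cd163l1 (6.76 ± 0.57) and Cxcr6 (5.93 ± 0.45), and S100a4 (5.29 ± 0.35).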

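The same genes moved in the same direction in WT and KO cells more often than independent sets would. Of the called genes 1458 rose in both genotypes, with 230.6 expected, and 2158 fell in both, with 348.2 expected. Together these are 69.69% of the genes called in WT and 80.16% of those called in KO cells. Tnp1 (log2 1.44 in WT and 1.73 ± 0.072 in KO), Prm2 (1.75 and 1.92 ± 0.073), Piwil1 (−3.48 and −3.29 ± 0.062) and Sap30, part of a histone deacetylase complex (−3.92 and −3.36 ± 0.12), are examples. Across the 20412 genes the log2 changes of the 2 genotypes had a Pearson correlation of 0.880 and a Spearman correlation of 0.892. With no filter on low counts the Pearson correlation was 0.411. No library is shared between the 2 comparisons.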

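Tested directly, the effect of the KO was higher in post-meiotic than in meiotic cells at 102 genes and lower at 1, Gm4204 (edgeR, log2 difference −5.03 ± 0.856). Of the 102, 92 had a log2 change below 0 in KO meiotic cells and 99 one above 0 in KO post-meiotic cells. Hbb-b1, a globin, differed by 1.98 ± 0.264 (edgeR adjusted p = 0.000351) and Klk1b24, of the Leydig cell list, by 2.06. In all 10 of the 102 belong to the lists of somatic and blood cells and collagens. Chosen after the values were seen, Mgp, a matrix protein of cartilage and vessels, was lower in KO meiotic (edgeR adjusted p = 0.00973) and higher by 1.82 in KO post-meiotic cells (difference 2.96 ± 0.352, edgeR adjusted p = 0.000119). The hedgehog target Gli1, chosen likewise, differed by 2.85 ± 0.569 (edgeR adjusted p = 0.00513).

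The number rests on single libraries. Against 103 genes with all libraries, 14 passed without the first KO post-meiotic library, 30 without the second WT post-meiotic, 33 without the first WT meiotic, 52 without the second KO meiotic and 139 without the first KO meiotic one. The paper proposes that the absence of H3.3B acts on the transition through other processes than the expression of specific genes.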

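In KO meiotic cells 269 genes were higher and 176 lower. Among genes with at least 50 reads in the higher group and no overlap between groups, with symbols of clones, predicted genes and pseudogenes left out, the largest rises were of Hand2, a transcription factor of heart and limb (log2 5.98 ± 0.50, edgeR adjusted p = 3.94e-08), Hspa1b, an inducible heat shock protein (3.52 ± 0.24, 4.05e-09), Zfp811, a zinc finger protein (3.38 ± 0.25, 8.21e-09), and Dcc, the netrin receptor (3.31 ± 0.39, 3.7e-06). Next came the histone gene Hist1h3f (2.55 ± 0.094), the early response gene Fos (2.50 ± 0.34), the X-linked calcium channel Cacna1f (2.43 ± 0.29) and Cd24a, from 5.10 to 25.1 ± 1.29 CPM (2.30 ± 0.093, n = 2). By the same rule the largest falls after H3f3b were of the sterol transporter Abcg8 (−3.87 ± 0.21, edgeR adjusted p = 1.78e-10), the receptor phosphatase Ptpro (−3.08 ± 0.15, 2.29e-11) and the formin Fmnl1 (−2.81 ± 0.20, 8.81e-07). Then follow the fucosyltransferase Fut2 (−2.73 ± 0.33), the channel Trpv1 (−2.52 ± 0.15), Ston1 (−2.48 ± 0.13) and Ces2h (−2.33 ± 0.30). The pseudogenes Rps2-ps13 (7.75 ± 0.46) and Gm9825 (6.41) rose more, from 0 to 2 reads per WT library. DESeq2 called 174 genes higher, and with no fold minimum edgeR called 1832 higher and 1745 lower. Without that minimum DESeq2 called 1256 and 1785, and edgeR with library totals only 2581 and 1145.

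Genes of meiotic prophase rose, 17 of 34 with 2 lower, by either adjustment. Among them were the recombinase Dmc1 (1.01 ± 0.082), its partner Mnd1 (1.08 ± 0.13), Mei1 (0.86 ± 0.077) and Sycp3 (0.43 ± 0.053), while Piwil1 fell by 0.37 ± 0.056 (camera adjusted p = 0.000272). Spermatid genes fell at 6 of 40, 5 adjusted over the list alone, with Tnp1 at −0.43 ± 0.070 and Spag6 at −0.28 ± 0.046 (camera adjusted p = 0.0112). For both lists adjusted p = 0.793 with an estimated correlation. Prm2 fell by 0.32 ± 0.071 and Prm1 did not pass (−0.35 ± 0.11).

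Other groups were not called. Spermatogonial genes had 6 higher, such as Sohlh2 (0.98 ± 0.095), and 2 lower, such as Lhx1 (−1.21 ± 0.18), of 29 (camera adjusted p = 0.121). Immediate early and heat shock genes had 5 higher of 27, with Fosl1 at 1.05 ± 0.22 and Junb at 0.75 ± 0.17 (0.140). Among 26 p53 targets the death genes Pmaip1 (0.87 ± 0.12) and Bax (0.69 ± 0.12) were among 5 higher, and Bak1 (−0.59 ± 0.092) and Zmat3 (−0.89 ± 0.080) were lower (0.209). Cell division genes had 8 higher and 1 lower of 38 (Spc25 0.56 ± 0.061, Aurkc −0.42 ± 0.083; 9 and 1 adjusted over the list alone; 0.0692). For these 4 lists adjusted p = 0.793 with an estimated correlation. DNA repair genes had 10 higher and 4 lower of 41 (Rpa2 0.59 ± 0.073, Lig4 −0.36 ± 0.062; 12 and 4 over the list alone; 0.196), splicing factors 3 and 1 of 33 (Hnrnpa1 0.41 ± 0.080; 2 and 1 over the list alone; 0.0889) and oxidative phosphorylation genes 6 and 1 of 38 (Ndufa4 0.51 ± 0.11; 0.196). For these 3 adjusted p = 0.856 with an estimated correlation. H3.3 and its chaperones had 3 higher and 1 lower, H3f3b, of 16 (Dek 0.34 ± 0.056; 4 and 3 over the list alone; 0.873, and adjusted p = 0.984 with an estimated correlation). List-alone counts not given are the same.

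Markers of other cells differed as well. Leukocyte genes rose at 8 of 25, 12 with 1 lower over the list alone, among them the kinase Lck (1.77 ± 0.16) and the macrophage marker Emr1 (1.06 ± 0.12) (camera adjusted p = 2.6e-05, and adjusted p = 0.521 with an estimated correlation). Leydig cell genes fell at 4 of 20 by either adjustment (Prlr −0.84 ± 0.15, Hsd17b3 −0.59 ± 0.12, camera adjusted p = 0.0107). Endothelial genes were lower as a list of 17 (camera adjusted p = 0.0169), with 5 lower at an unadjusted p under 0.05 and none passing after adjustment in edgeR or DESeq2. For these 2 lists adjusted p = 0.793 with an estimated correlation. Peritubular genes had 2 higher, Postn (1.89 ± 0.085) and Col3a1 (2.12 ± 0.12), and 4 lower, such as Tagln (−0.98 ± 0.16), of 28 (camera adjusted p = 0.496, and adjusted p = 0.972 with an estimated correlation). Collagens had 8 higher and 3 lower of 41 (Col25a1 0.87 ± 0.095, Col17a1 −1.35 ± 0.17, camera adjusted p = 0.884, and adjusted p = 0.972 with an estimated correlation). Neither edgeR nor DESeq2 called a Sertoli or red cell gene. At an unadjusted p under 0.05 edgeR had 4 Sertoli genes higher and 2 lower of 25 (camera adjusted p = 0.873, and adjusted p = 0.984 with an estimated correlation). None of the 5 red cell genes passed even that limit (camera adjusted p = 0.970, and adjusted p = 0.986 with an estimated correlation).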

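Histone genes whose transcripts are made for DNA replication were higher as a group in KO meiotic cells. Of 57 tested 38 rose and 2 fell (40 and 3 adjusted over the list alone, camera adjusted p = 8.01e-15, and adjusted p = 0.188 with an estimated correlation). Hist1h3f went from 7.93 ± 0.910 to 46.3 ± 0.0190 CPM (n = 2), Hist1h4c from 141.8 ± 7.02 to 260.6 ± 1.11 (log2 0.88 ± 0.052, edgeR adjusted p = 3.94e-10) and Hist1h4d from 17.7 ± 0.574 to 39.7 ± 2.79 (1.16 ± 0.073, 9.62e-10). On chromosome 13 between positions 21807632 and 24026720 stand 48 tested Hist1h genes. They were taken by symbol, so testis forms that the list leaves out, such as Hist1h1t, are among them. Of them 37 were higher in KO meiotic cells, 14 by more than 2-fold, with a median log2 change of 0.77. Outside that region Hist4h4 on chromosome 6 rose (1.01 ± 0.066), and Hist2h2be on chromosome 3 (−0.54 ± 0.069) and Hist3h2a on chromosome 11 (−0.51 ± 0.099) fell. A count of these transcripts, which mostly end with no poly(A) tail, depends on the total RNA kit.

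The rise was also present in KO post-meiotic cells, at 26 of the 57 with 1 lower (30 and 1 over the list alone, camera adjusted p = 6.62e-08, and adjusted p = 0.273 with an estimated correlation). Hist1h3f rose there by 1.82 ± 0.13 and Hist1h4c by 0.82 ± 0.054, and Hist1h2bp fell by 0.52 ± 0.060. In the chromosome 13 region 24 were higher and 1 lower, 2 of them higher by more than 2-fold, with a median of 0.61.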

A single cluster, consisting of significantly up-regulated histone genes located on chromosome 13 was found (Figure 4I). 

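In KO post-meiotic cells 448 genes were higher and 174 lower. Hspa1b rose from 0.251 ± 0.101 to 9.91 ± 1.07 CPM (n = 2, log2 5.28 ± 0.22, edgeR adjusted p = 3.78e-12). Large rises were also those of Hand2 (4.82 ± 0.37, 2.13e-08), the scavenger receptor Cd163l1 (3.66 ± 0.41, 2.09e-06), Zfp811 (3.32 ± 0.23, 5.82e-09), Cacna1f (3.06 ± 0.23, 1.23e-08), Dcc (2.48 ± 0.28), Scel (2.35 ± 0.22) and, close to the limit, Yjefn3 (4.65 ± 0.79, 0.00996). Lower were Abcg8 (−3.35 ± 0.24, 5.92e-09), Fmnl1 (−2.84 ± 0.19), Ptpro (−2.82 ± 0.14), Ston1, from 33.5 ± 3.19 to 4.97 (−2.75 ± 0.12), Fut2 (−2.47 ± 0.31), Prrt4 (−2.29 ± 0.33) and Trpv1 (−2.20 ± 0.16). Of the genes with no read in either WT library, the pseudogene Rps2-ps13 was at least 32.4-fold and the predicted gene Gm13841 at least 26.8-fold higher, taking 3 reads as the floor.

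The number of higher genes depends on the settings. It was 267 with DESeq2, 260 without the first KO post-meiotic library and 614 when only library totals were used for scaling, against 129 lower with that scaling. With no fold minimum 2529 were higher and 2376 lower. That balance turned with the scaling, to 2080 and 3083 with RLE factors, 1538 and 2955 with DESeq2 and 4009 and 1183 with library totals only. The KO effects of the 2 stages, which share no library, had a Pearson correlation of 0.563 across genes, and of 0.139 with no filter on low counts. Called in both stages were 153 higher genes (5.904 expected) and 83 lower ones (1.5 expected).

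Collagens, glycoproteins of the matrix, had 16 members higher and 6 lower of 41 (19 and 6 adjusted over the list alone). Col3a1 rose from 15.4 ± 2.25 to 45.2 ± 5.44 (1.55 ± 0.097, edgeR adjusted p = 2.13e-08) and Col11a1 from 0.883 ± 0.0189 to 2.54 ± 0.176 (1.52 ± 0.18), and Col22a1 fell by 0.35 ± 0.052. As a list they were not called (camera adjusted p = 0.0675, and adjusted p = 0.400 with an estimated correlation).

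Markers of other testis and blood cells rose along with them. Leukocyte genes rose at 15 of 25, 18 over the list alone, with H2-Eb1 at 1.45 ± 0.11 and Lck at 2.16 ± 0.18 (camera adjusted p = 8.74e-06, and adjusted p = 0.400 with an estimated correlation). Red cell genes rose at 4 of 5, 5 over the list alone, with Hbb-b1 at 1.71 ± 0.10 (camera adjusted p = 0.00288, and adjusted p = 0.556 with an estimated correlation). Peritubular genes rose at 10 and fell at 1 of 28 (13 and 1 over the list alone; Postn 1.81 ± 0.084, Pdgfra 1.25 ± 0.11, camera adjusted p = 0.000151, and adjusted p = 0.627 with an estimated correlation). Sertoli cell genes rose at 10 of 25, 12 over the list alone, among them Wt1 (0.68 ± 0.11) (camera adjusted p = 0.000231, and adjusted p = 0.514 with an estimated correlation). Leydig cell genes rose at 5 and fell at 2 of 20 by either adjustment (Klk1b24 2.14 ± 0.37, Nr5a1 0.75 ± 0.14, camera adjusted p = 0.00336, and adjusted p = 0.671 with an estimated correlation). Endothelial genes fell at 3 of 17, 2 over the list alone (Kdr −0.80 ± 0.12, camera adjusted p = 0.00118, and adjusted p = 0.514 with an estimated correlation).

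Spermatid genes fell at 14 of 40 by either adjustment, among them the sperm calcium channel genes Catsper1, from 73.0 ± 2.00 to 47.7 ± 2.46 (−0.61 ± 0.057), and Catsper3 (−0.59 ± 0.058), and the acrosomal genes Acrv1 (−0.40 ± 0.049) and Spaca3 (−0.36 ± 0.051) (camera adjusted p = 7.62e-05, and adjusted p = 0.627 with an estimated correlation). Not called were prophase genes (13 up and 3 down of 34; 13 and 5 over the list alone; Prdm9 0.87 ± 0.12, Smc1b −0.25 ± 0.049, camera adjusted p = 0.224), spermatogonial genes (6 and 2 of 29; 9 and 2 over the list alone; Bcl6b 0.74 ± 0.11; 0.308), p53 targets (3 and 4 of 26; Phlda3 1.09 ± 0.21, Cdkn1a −0.68 ± 0.14; 0.308), DNA repair genes (8 and 2 of 41; Atm 0.53 ± 0.073; 0.308), splicing factors (11 and 1 of 33; 11 and 2 over the list alone; Luc7l3 0.47 ± 0.069; 0.133), oxidative phosphorylation genes (5 and 4 of 38; Uqcrq −0.28 ± 0.053; 0.133) and H3.3 and its chaperones (2 and 4 of 16; Atrx 0.46 ± 0.083, Daxx −0.33 ± 0.047; 0.133). For these 7 lists adjusted p = 0.783 with an estimated correlation. Immediate early and heat shock genes had 10 higher, such as Fos (2.24 ± 0.27), and 4 lower, such as Klf4 (−0.44 ± 0.046), of 27 (camera adjusted p = 0.133, and adjusted p = 0.627 with an estimated correlation). Cell division genes had 5 higher and 3 lower of 38 (Mki67 0.58 ± 0.060, Bub1 −0.21 ± 0.049, camera adjusted p = 0.992, and adjusted p = 0.997 with an estimated correlation). Counts over the list alone that are not given are the same.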

In the case of H3.3B deficient post-meiotic cells, the picture was very similar (Figure 4G, H), but the single observed cluster consisted of genes coding for glycoproteins (Figure 4J, Supplementary Figure S3a and Table S2). This is in agreement with recent data, showing only a minor role of H3.3 in the control of transcription in both mouse embryonic fibroblast (MEFs) and mouse embryos (15,16). It is worth noting that the absence of H3.3B was reported to affect some genes involved in mouse spermatogenesis (19). However, in this latter case the cutoff used was only 1.5-fold (19).

**Figure 4.**
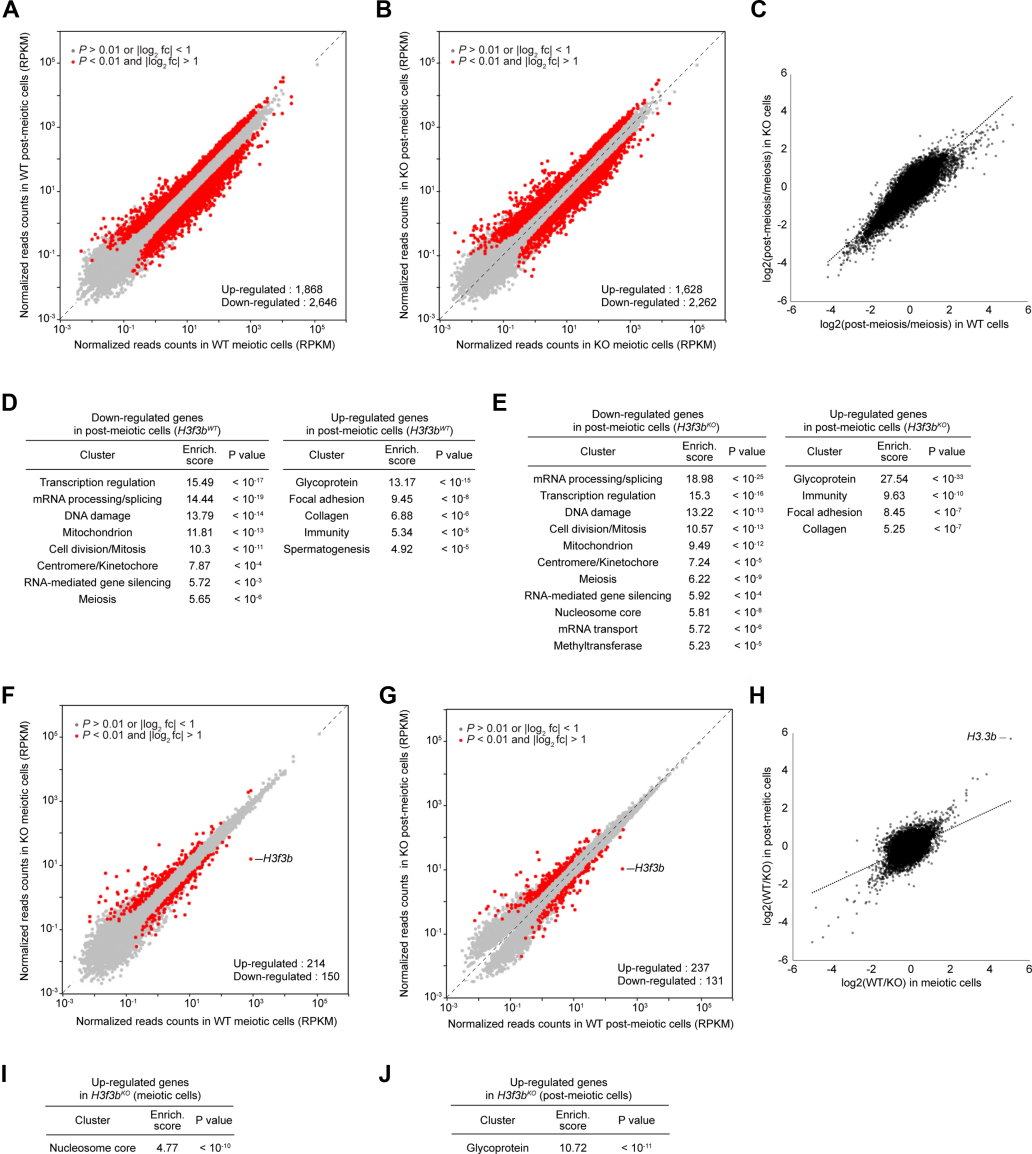
Genome-wide transcriptome analysis of meiotic and post-meiotic cells in the absence of H3.3B. (A, B) Scatter plots comparing gene expression profiles of WT post-meiotic and meiotic cells in the presence (**A**) or absence (**B**) of H3.3B. Red dots indicate differentially expressed genes. (**C**) Scatter plot of all pairwise log2-fold change in gene expression during meiotic to post-meiotic transition between WT and KO cells. (D, E) Functional annotation clustering of differentially expressed genes in post-meiotic cells in the presence (**D**) or absence (**E**) of H3.3B. (F, G) Scatter plots comparing gene expression profiles of *H3f3b^WT^* versus *H3f3b^KO^* in meiotic (**F**) and post-meiotic cells (**G**). Red dots indicate differentially expressed genes. (**H**) Scatter plot of all pairwise log_2_-fold change in gene expression in the absence of H3.3B between meiotic and post-meiotic cells. (I, J) Functional annotation clustering of up-regulated genes in meiotic (**I**) and post-meiotic cells (**J**) in the absence of H3.3B.

To shed further light on the implication of H3.3B in spermatogenesis, we next aimed to determine the genome-wide distribution pattern of H3.3. With this in mind, we carried out both immuno-fluorescence (IF) and native ChIP-seq experiments in epitope tagged FLAG-HA H3.3A and H3.3B mouse lines using commercially available anti-HA and anti-FLAG antibodies (Figure 5). For the ChIP-seq experiments, we purified by double immuno-affinity the native H3.3 mononucleosomes from micrococcal nuclease digested meiotic and post-meiotic nuclei (10). The IF data showed a clear enrichment of both epitope tagged H3.3A and H3.3B in the sex body (consisting of the X and Y chromosomes) of both pachytene spermatocytes and round spermatids (Figure 5A, B) as observed with the endogenous untagged proteins (Figure 3). This was further confirmed by the meiotic and post-meiotic cell ChIP-seq data, which showed, compared to autosomes, a four-fold enrichment of H3.3 in the sex chromosomes (Figure 5C, D). Interestingly, the percentage of detected reads for the sex chromosomes in the input fractions of both meiotic and post-meiotic cells was clearly smaller compared to those of the autosomes (Figure 5E, F). This would reflect lower accessibility of the sex chromosomes to the micrococcal nuclease and consequently, higher level of compaction of both of them. In the autosomes, H3.3 peaked at two sites around the TSS (Figure 5G). The picture is, however, clearly different in the sex chromosomes in both meiotic and post-meiotic cells. No enrichment of H3.3 is observed on promoters and gene bodies (Figure 5H). In fact, H3.3 showed a completely uniform distribution along the sex chromosome genes (Figure 5H, I). We attributed this to the transcriptional repressive status of the sex chromosomes in meiotic cells and in its minor role in the direct control of transcription.

**Figure 5.**
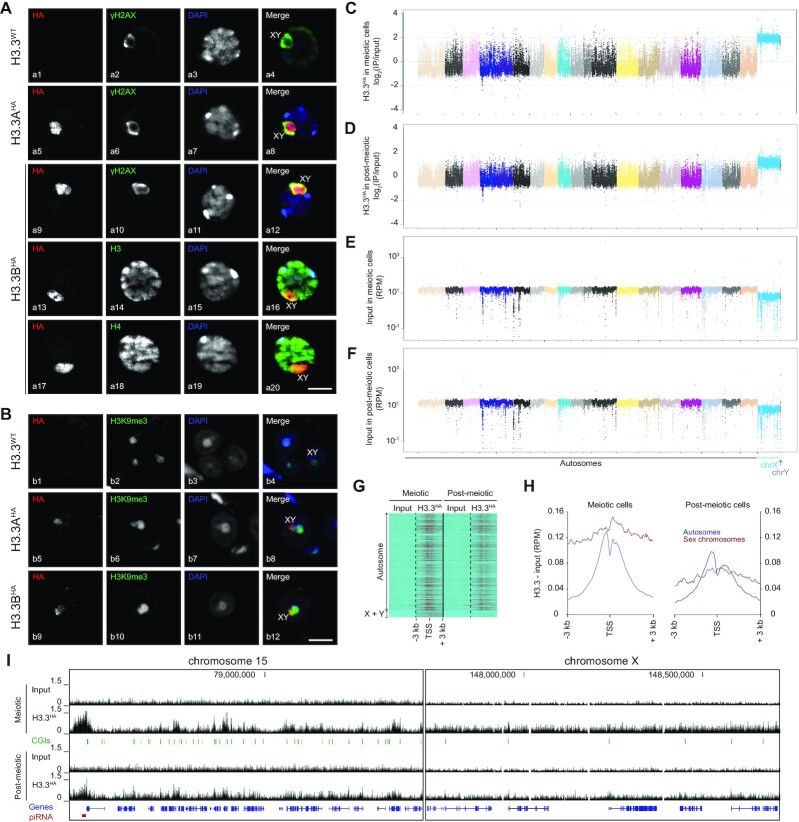
Enrichment and homogenous distribution of H3.3 along the sex chromosomes in spermatogenic cells. (A, B) Immunostaining of pachytene spermatocytes (**A**) and round spermatids (**B**) of H3.3^WT^ and epitope-tagged H3.3A^HA^ and H3.3B^HA^ mouse lines. The sex bodies are markedly enriched in H3.3A^HA^ (a5 and b5) and H3.3B^HA^ (a9, a13, a17 and b9) in pachytene spermatocytes and round spermatids of corresponding epitope-tagged H3.3 mouse lines. Nuclei were visualized with DAPI. Histone H3 and H4 were detected by anti-H3 and anti-H4 antibodies (a14 and a18). Anti-γH2AX (a2, a6 and a10) and anti-H3K9me3 (b2, b6 and b10) antibodies were used to visualize the sex body in pachytene spermatocytes and round spermatids, respectively. Scale bars, 8 μm (a20 and b12). (**C–F**) Manhattan plots (built using genome-wide ChIP data) showing the quantification of H3.3 associated with autosomes and sex chromosomes (C, D) and input samples (E, F) in meiotic (C, E) and post-meiotic cells (D, F). Note that only the sex chromosomes are found enriched with H3.3. (G, H) Heatmaps (**G**) and distribution pattern (**H**) of H3.3 relative to the TSS of autosomes and sex chromosomes in both meiotic and post-meiotic cells. (**I**) Genome browser view showing the distribution pattern and enrichment of H3.3 in chromosome 15 and X-chromosome in both meiotic and post-meiotic cells.

The Manhattan plots, showing the transcription pattern for each individual chromosome, are presented in Supplementary Figure S3b-e. 

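On the autosomes of WT cells 5580 genes rose and 6573 fell between the stages (edgeR adjusted p under 0.01, no fold minimum), and the median log2 change of all 19418 tested was −0.03. Both directions hold large changes. The autosomal gene Spata18, of sperm mitochondria, rose from 281.4 ± 15.3 to 876.1 ± 29.8 CPM (log2 1.64 ± 0.059, n = 2, edgeR adjusted p = 3.83e-14) and Pgk2, the glycolytic kinase of sperm, from 694.4 ± 33.4 to 1607 ± 24.6 (1.21 ± 0.050). Chst1, a sulfotransferase, fell from 76.5 ± 5.01 to 5.29 ± 0.761 (−3.86 ± 0.088, edgeR adjusted p = 1.29e-17) and Pou5f2, a germ cell transcription factor, from 72.3 ± 3.59 to 4.66 ± 0.475 (−3.95 ± 0.095).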

As expected, the meiotic/post-meiotic transition is associated with both up- and down-regulation of very large number of genes in each individual autosome (Supplementary Figure S3b). The absence of H3.3B does not affect the general up- and down-regulation pathway of the transcriptional autosome reprogramming (Supplementary Figure S3c). 

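In KO cells 5524 autosomal genes rose and 6400 fell, with a median log2 change of 0.01. Ceacam20 fell from 7.43 ± 0.821 to 0.739 ± 0.0395 CPM (log2 −3.33 ± 0.16, n = 2, edgeR adjusted p = 2.06e-13), Hepacam2 by 3.39 ± 0.15 and Zfa, the autosomal relative of the Y-linked Zfy genes, by 3.30 ± 0.14. Rises include Hba-a2 (5.37 ± 0.39) and Gpr183, a receptor of lymphocytes (5.62 ± 0.48).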

The meiotic/post-meiotic transition in WT cells is associated with massive up-regulation of the genes of the sex chromosomes in the post-meiotic cells (Supplementary Figure S3b), a result in agreement with the reported data (54). 

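Genes of the X and Y chromosomes rose as a group between WT meiotic and post-meiotic cells. Akap4, a scaffold of the sperm tail encoded on the X chromosome, went from 1272 ± 64.0 to 3764 ± 108 CPM (n = 2, log2 1.56 ± 0.050, edgeR adjusted p = 6.33e-16). Of 966 X-linked genes 458 rose and 31 fell, and 787 had a log2 change above 0, with a median of 0.65. The share of all gene counts on X went from 0.753 ± 0.0171% to 1.39 ± 0.0362%. Large rises were those of Cybb, of the phagocyte oxidase (2.69 ± 0.30), the amino acid transporter Slc38a5 (2.64 ± 0.20) and Bgn, biglycan (2.64 ± 0.23). Leukocyte and peritubular markers rose in the same comparison, with medians of 2.06 and 1.15. Whether these large rises come from such cells in the fraction was not tested. Tmem35 (−2.32 ± 0.19) and Apln (−2.17 ± 0.19) fell. On the Y chromosome 9 of 13 rose, such as Usp9y (0.93 ± 0.064), Zfy1 (0.81 ± 0.10) and Uty (0.77 ± 0.078).

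Spermatid genes of X and Y rose at 18 of 23 (Actrt1 1.30 ± 0.070, Cylc1 1.27 ± 0.064, camera adjusted p = 8.8e-06) and X-linked housekeeping genes at 9 of 21 (Usp9x 0.71 ± 0.048; 0.0256), both with adjusted p = 0.309 with an estimated correlation. X-linked genes of spermatogonia had 9 higher and 1 lower of 17 and were not called (Zfp711 0.99 ± 0.059, camera adjusted p = 0.0764, and adjusted p = 0.465 with an estimated correlation). Genes that act in silencing of the sex chromosomes fell at 21 and rose at 4 of 28 (Atr −1.83 ± 0.052, camera adjusted p = 0.000183, and adjusted p = 0.309 with an estimated correlation). Adjusted over the list alone the counts are the same. Against all other genes, the X chromosome had camera adjusted p = 1.52e-11 (adjusted over X and Y, adjusted p = 0.000187 with an estimated correlation) and the Y chromosome 0.000779 (adjusted p = 0.0980 with an estimated correlation). Without the first WT meiotic library 20 X-linked genes fell.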

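In KO cells 495 X-linked genes rose from the meiotic to the post-meiotic stage and 18 fell, with 859 of 966 above 0 and a median log2 change of 0.54. Bgn rose by 3.57 ± 0.20, Slc38a5 by 3.55 ± 0.18, Chrdl1, a BMP antagonist, by 3.29 ± 0.20 and Gpr64 by 3.22 ± 0.34. Here too leukocyte and peritubular markers rose, with medians of 2.21 and 1.76, and a part of such cells in these rises was not tested. Akap4 went from 1185 ± 68.7 to 3585 ± 56.0 CPM (n = 2, edgeR adjusted p = 7.32e-16). Falls were those of Apln (−1.48 ± 0.19), Tmem35 (−1.41 ± 0.18) and Dusp9 (−0.89 ± 0.16). On the Y chromosome 9 of 13 rose, such as Ddx3y (0.89 ± 0.071) and Uty (0.86 ± 0.072).

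Spermatid genes of X and Y rose at 18 of 23 (Cypt3 1.18 ± 0.066, camera adjusted p = 6.15e-06) and X-linked housekeeping genes at 12 of 21 (Cetn2 0.87 ± 0.097; 0.0034), while genes of sex chromosome silencing fell at 22 and rose at 2 of 28 (Cbx1 −1.91; 7e-06). For these 3 lists adjusted p = 0.261 with an estimated correlation. X-linked genes of spermatogonia had 5 higher and 1 lower of 17 (Dmrtc1a 0.78 ± 0.083, camera adjusted p = 0.153, and adjusted p = 0.546 with an estimated correlation). The same numbers pass when adjusted over each list alone. Against all other genes the X chromosome had camera adjusted p = 1.19e-13 (adjusted over X and Y, adjusted p = 0.000129 with an estimated correlation) and the Y chromosome 0.00209 (adjusted p = 0.120 with an estimated correlation).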

Again, H3.3 appeared not to affect the ‘directionality’ of this process (Supplementary Figure S3c). 

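On the autosomes 1585 genes were higher and 1744 lower in KO meiotic cells, and 2290 higher and 2371 lower in KO post-meiotic cells (edgeR adjusted p under 0.01, no fold minimum). The medians over all autosomal genes were −0.01 and 0.03. Which direction holds more genes depends on the scaling. Over all genes in KO meiotic cells, library totals only gave 2581 higher and 1145 lower, and DESeq2 1256 and 1785. Each autosome had genes in both directions. Chromosome 13, which holds the large histone region, had 88 higher and 58 lower in meiotic cells, and chromosome 11, which holds H3f3b, 115 and 170. In post-meiotic cells chromosome 7 had 202 higher and 178 lower, and chromosome 18 had 48 and 61. Autosomal examples in opposite directions are Pmaip1 on chromosome 18, which rose from 4.75 ± 0.142 to 8.70 ± 0.426 CPM in KO meiotic cells (n = 2, edgeR adjusted p = 1.41e-05), and Zmat3 on chromosome 3, which fell from 16.6 ± 0.192 to 8.96 ± 0.102 (1.05e-07).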

The comparison of the gene expression patterns in WT and H3.3B null both meiotic and post-meiotic cells revealed that all autosomes exhibited ‘two directional’ (up and down) alterations in their expression. However, the sex chromosomes showed distinct behavior, since essentially all their genes are found only up-regulated in the absence of H3.3B (Supplementary Figure S3d, e). 

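Of 966 X-linked genes 238 rose and 1 fell in KO meiotic cells, and 769 had a log2 change above 0. The median was 0.32, or 1.247-fold. In KO post-meiotic cells 227 rose and 5 fell, with 774 above 0 and a median of 0.31, or 1.244-fold. The share of gene counts on X was 0.935 ± 0.0127% in KO meiotic and 1.68 ± 0.00675% in KO post-meiotic cells. Besides Cacna1f, genes that rose in meiotic cells included Magea3, of a family of testis antigens (1.56 ± 0.31), Ssxb10 (1.27 ± 0.26), Mtcp1 (1.22 ± 0.26) and Col4a6 (1.12 ± 0.12). In post-meiotic cells they included the glypican Gpc4 (1.30 ± 0.17), Mtcp1 (1.28 ± 0.20) and Arhgap4 (1.26 ± 0.29). The genes that fell there were Slxl1 (−0.45 ± 0.10), the ubiquitin enzyme Ube2a (−0.40 ± 0.086), Acot9 (−0.25 ± 0.059) and the predicted genes Gm4937 (−0.57 ± 0.098) and Gm4985 (−0.30 ± 0.072). Xist did not pass in either stage (−0.10 ± 0.32 and 0.51 ± 0.24).

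On the Y chromosome all 13 tested genes were above 0 in both stages, and 7 and 5 rose. Uty, a histone demethylase relative, went from 9.22 ± 0.188 to 14.2 ± 0.442 CPM in meiotic cells (n = 2, log2 0.62 ± 0.077, edgeR adjusted p = 6.22e-06), and the RNA helicase Ddx3y from 13.8 ± 0.841 to 28.0 ± 0.488 in post-meiotic cells (1.02 ± 0.073, 7.05e-09).

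Compared with all other genes the X chromosome had camera adjusted p = 5.26e-14 in meiotic cells (adjusted over X and Y, adjusted p = 0.000122 with an estimated correlation) and 1.24e-08 in post-meiotic cells (adjusted p = 0.000356 with an estimated correlation). For the Y chromosome it was 4.19e-07 (adjusted p = 0.0317 with an estimated correlation) and 0.000287 (adjusted p = 0.0811 with an estimated correlation). Few X-linked genes changed by more than 2-fold, 23 up and 1 down in meiotic and 30 up in post-meiotic cells. The counts of rising X-linked genes were between 128 and 234 in meiotic and between 98 and 234 in post-meiotic cells when 1 library was left out, and 147 in post-meiotic cells with DESeq2.

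**Figure D1:**
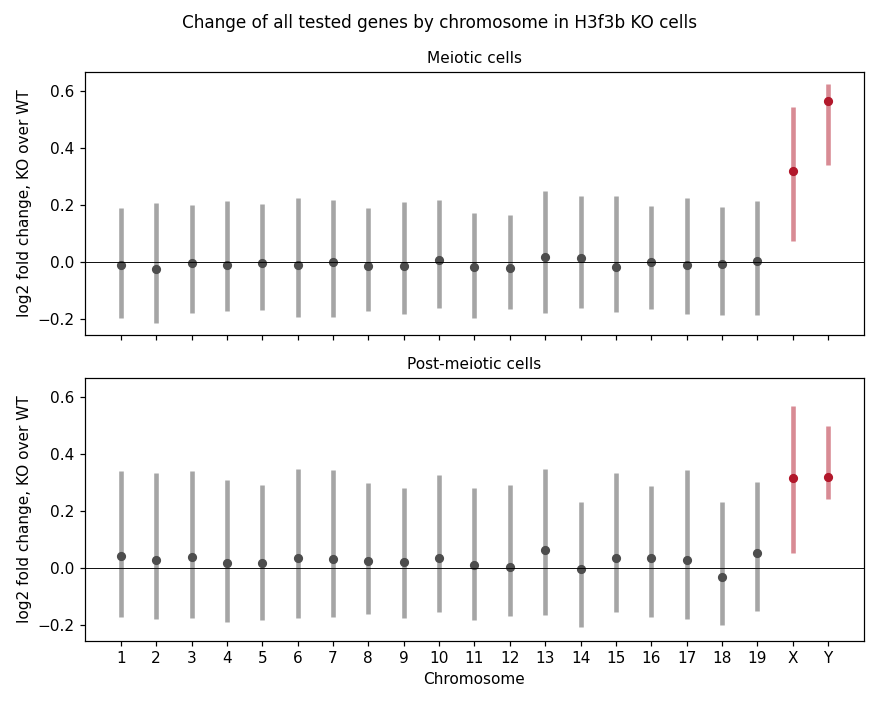
Median (point) and interquartile range (bar) of the log2 change between KO and WT cells of all tested genes of each chromosome, in meiotic cells (top) and post-meiotic cells (bottom). The X and Y chromosomes are in red.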

We concluded that: (i) the association of H3.3B affects the sex chromosomes in a distinct manner compared to the autosomes and (ii) H3.3B behaves as a specific general repressor for the whole sex chromosomes.

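X-linked genes with different roles rose in KO cells. Housekeeping genes of X rose at 8 of 21 in meiotic cells, 11 adjusted over the list alone, among them Hprt, of purine salvage (log2 0.73 ± 0.11, edgeR adjusted p = 6.64e-05), and Taf1 (0.51 ± 0.074) (camera adjusted p = 5.15e-05, and adjusted p = 0.196 with an estimated correlation). In post-meiotic cells 9 rose, 11 over the list alone, such as the glycolytic kinase Pgk1, from 7.65 ± 0.152 to 13.4 ± 0.607 CPM (n = 2, 0.81 ± 0.088) (camera adjusted p = 0.000151, and adjusted p = 0.273 with an estimated correlation). X-linked genes of spermatogonia rose at 9 of 17 in meiotic cells, 10 over the list alone, with Taf7l at 0.55 ± 0.058, the meiosis gene Tex11 at 0.64 ± 0.083 and Usp26 at 0.60 ± 0.083 (camera adjusted p = 1.75e-05, and adjusted p = 0.521 with an estimated correlation). In post-meiotic cells 6 rose, 8 over the list alone, with Tex11 at 0.53 ± 0.082 (camera adjusted p = 0.0104, and adjusted p = 0.627 with an estimated correlation). Spermatid genes of X and Y rose at 8 of 23 in meiotic cells, 10 over the list alone, with Cul4b at 0.41 ± 0.054 (camera adjusted p = 0.00500, and adjusted p = 0.793 with an estimated correlation). In post-meiotic cells 2 were higher, such as Actrt1 (0.34 ± 0.067), and 3 lower by either adjustment, and the list was not called (camera adjusted p = 0.652, and adjusted p = 0.913 with an estimated correlation).

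Genes that act in silencing of the sex chromosomes had 8 higher and 3 lower of 28 in each stage, 8 and 4 over the list alone. In meiotic cells Scml2, itself on X, rose (0.66 ± 0.064), as did Hormad2 (0.54 ± 0.082), Brca1 (0.28 ± 0.060) and H2afx (0.43 ± 0.087), and Atr fell (−0.24 ± 0.050). In post-meiotic cells Topbp1 rose (0.38 ± 0.067) and Trim28, a corepressor, fell (−0.23 ± 0.043). The list was not called, with camera adjusted p = 0.111 in meiotic cells (adjusted p = 0.793 with an estimated correlation) and 0.316 in post-meiotic cells (adjusted p = 0.783 with an estimated correlation). The paper concludes that H3.3B acts on the sex chromosomes in another way than on autosomes, as a general repressor of the X and Y chromosomes.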

### H3.3B and regulation of piRNA expression

piRNA are playing an important role in spermatogenesis (24,26). To shed light if H3.3B could be involved in the regulation of their expression, we first analyzed in depth the distribution pattern of H3.3. Interestingly, the results unambiguously show that the piRNA clusters are enriched of H3.3 (Figure 6A, Supplementary Table S3, ChIP-seq panel). In addition, the H3.3 density followed piRNA cluster transcription (Figure 6B). The H3.3 enrichment on piRNA clusters is higher in meiotic cells compared to post-meiotic cells that would reflect the smaller level of H3.3 expression in the last ones (Figure 6A, RNA-seq panel and Figure 6B). 

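Transcripts of the piRNA clusters fell between WT meiotic and post-meiotic cells. Cluster 707, on chromosome 6 between 127728022 and 127792044, went from 40.8 ± 1.95 to 2.16 ± 0.0738 RPKM (n = 2, log2 −4.24 ± 0.069, edgeR adjusted p = 8.28e-18). Cluster 90 on chromosome 10 fell by 4.77 ± 0.093 (edgeR adjusted p = 1.07e-15). Of the 101 clusters with at least 1 RPKM in WT meiotic cells 87 fell by more than 0.5 in log2 and 3 rose. The median log2 change was −3.12, an 8.7-fold fall. Smaller falls were those of cluster 367 on chromosome 17 (−0.41 ± 0.045) and cluster 397 on chromosome 19 (−0.40 ± 0.050). The 3 that rose, clusters 446, 6 and 53, changed by 1.17 ± 0.078, 0.99 ± 0.082 and 0.78 ± 0.058. Summed over the clusters, CPM were 40857 ± 2140 in meiotic and 4298 ± 115 in post-meiotic cells. In KO cells 86 fell and 3 rose, with a median of −2.53.

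Genes of the piRNA pathway fell in the same libraries. Piwil1, which binds pachytene piRNAs, went from 648.4 ± 39.4 to 58.0 ± 1.72 CPM (log2 −3.48 ± 0.062, n = 2, edgeR adjusted p = 8.04e-19), Tdrd5 fell by 3.40 ± 0.062 and Tdrd1 by 3.36 ± 0.062. The motor gene Kif17 rose by 1.26 ± 0.049. Of 29 genes of the pathway 23 fell and 4 rose (camera adjusted p = 2.83e-05, and adjusted p = 0.309 with an estimated correlation). In KO cells 23 fell and 3 rose, with Tdrd12 at −1.77 ± 0.053 (camera adjusted p = 1.79e-06, and adjusted p = 0.261 with an estimated correlation). Both counts stay when adjusted over the list alone.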

The transition meiotic/post-meiotic cells is associated with massive repression of the piRNA cluster expression (88 of the 101 analyzed piRNA clusters were ∼10-fold down-regulated, Figure 6C) and their expression is hardly detected in post-meiotic cells.

**Figure 6.**
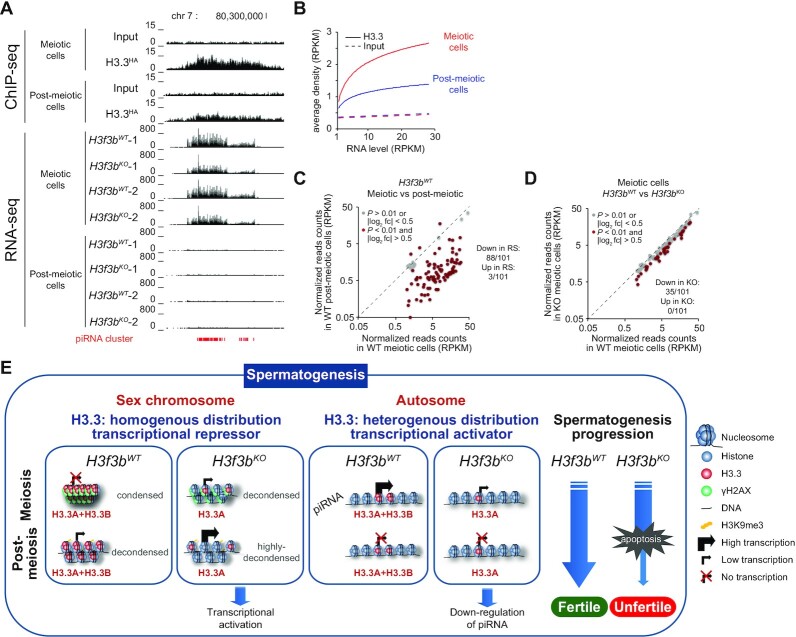
H3.3 regulates the expression of piRNA in meiotic cells. (**A**) Upper part. Double immunoaffinity purification of the HA-FLAG-tagged H3.3 mononucleosomes, followed by massive sequencing of ‘immunopurified’ nucleosomal DNA (ChIP-seq) were carried out to determine the genome-wide localization of H3.3. Example of strong H3.3 enrichment on piRNA cluster located on chromosome 7 in both meiotic and post-meiotic cells; lower part, expression profiles (RNA-seq) of the indicated piRNA cluster (indicated in red) from chromosome 7 in *H3f3b^WT^* and *H3f3b^KO^* meiotic and post-meiotic cells. In both cases two biologically independent experiments were presented. (**B**) The genome-wide expression level of piRNA clusters positively correlates with the amount of associated H3.3 in both meiotic and post-meiotic cells. (**C**) The meiotic/post-meiotic transition is associated with a ∼10-fold decrease in piRNA expression. (**D**) The absence of H3.3B is accompanied with a decrease of ∼25% of the expression of the piRNA clusters in meiotic cells. (**E**) Schematics depicting the dual role of H3.3 in spermatogenesis.

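Single clusters differed in how far they fell in KO meiotic cells. Cluster 738 on chromosome 7, between 80242891 and 80298909, the region shown in Fig. 6A, went from 26.4 ± 1.57 to 17.4 ± 1.74 RPKM (n = 2, log2 −0.60 ± 0.062, edgeR adjusted p = 3.42e-06). The largest falls were of cluster 850 on chromosome 9, from 1.54 ± 0.00514 to 0.605 ± 0.0174 (−1.35 ± 0.088, edgeR adjusted p = 2.69e-09), cluster 90, from 5.76 ± 0.358 to 2.58 ± 0.288 (−1.16 ± 0.074, 4.3e-08), and cluster 32 on chromosome 1, from 23.3 ± 0.677 to 10.9 ± 0.269 (−1.10 ± 0.061, 2.7e-10). Of the 3 with the highest level in WT, cluster 707 fell to 29.2 ± 3.00 (−0.48 ± 0.060, edgeR adjusted p = 1.72e-05), cluster 367 was at 62.8 ± 2.07 and 55.2 ± 0.348 (−0.19 ± 0.045, 0.00388) and cluster 397 rose from 41.7 ± 2.11 to 48.8 ± 0.178 (0.23 ± 0.049, 0.00186). Clusters 268 (0.21 ± 0.083) and 6 (0.18 ± 0.083) did not pass.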

Notably, the absence of H3.3B led to substantial transcriptional repression of the piRNA clusters in the meiotic cells (Figure 6A, Supplementary Table S3, RNA-seq panel). 

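Of the 101 clusters 33 fell in KO meiotic cells (32.67%; edgeR adjusted p under 0.01 and log2 change below −0.5), and adjusted over the clusters alone also 33. The log2 change was below 0 at 94 of them, with a median of −0.35, or 21.79% lower. Among the 33 the median was −0.65, or 36.49% lower. With no fold minimum 71 fell and 1, cluster 397, rose. Summed over the clusters, the level was 31336 ± 3330 CPM in KO, 23.3% below WT (n = 2). The 2 libraries stood at 28980 and 33692 in KO and at 39344 and 42370 in WT. All 33 are also among the clusters that fell in the WT transition.

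**Figure D2:**
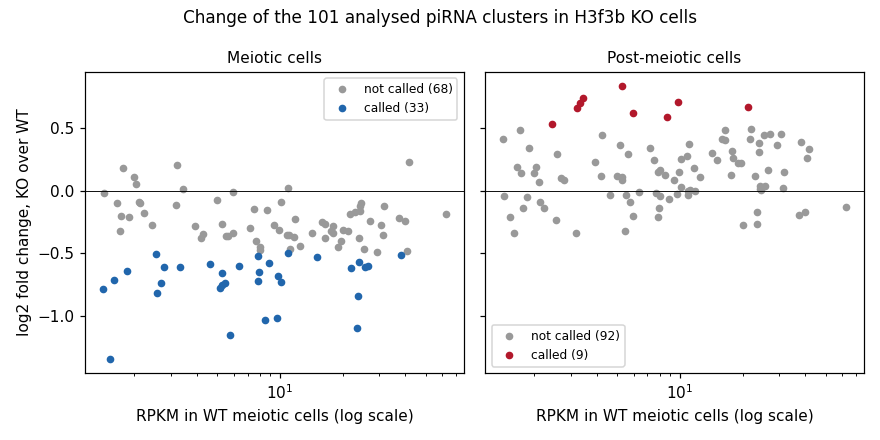
Log2 change between KO and WT cells of the 101 piRNA clusters against their level in WT meiotic cells, in meiotic cells (left, called clusters in blue) and post-meiotic cells (right, called clusters in red). Clusters not called are grey.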

Quantification showed a ∼25% decrease in transcription level for one-third of the piRNA clusters in *H3f3b* null meiotic cells (35 of the 101 analyzed were significantly down-regulated, Figure 6D). In summary, the data showed that: (i) piRNA clusters were enriched of H3.3, (ii) higher is the H3.3 density, higher is the transcription of the piRNA clusters and (iii) the depletion of the H3.3B in meiotic cells led to down-regulation of a large part of the piRNA clusters. 

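The change in KO cells went the other way after meiosis. In KO post-meiotic cells 9 clusters rose (32 and 4 lower with no fold minimum), 71 of 101 were above 0 and the median log2 change was 0.15. The clusters summed to 4829 ± 30.3 CPM, 12.35% above WT (n = 2). These levels are low, since WT cells summed to 40857 CPM in the meiotic and 4298 in the post-meiotic fraction. A few more meiotic cells in the KO post-meiotic fraction could also raise them, and their share was not tested. Cluster 495 on chromosome 3, chosen after the values were seen, fell by 0.65 ± 0.077 in meiotic and rose by 0.84 ± 0.093 in post-meiotic cells (edgeR adjusted p = 5.35e-06 and 3.06e-06). Cluster 738 was at 1.63 ± 0.0650 in WT and 1.83 ± 0.0449 RPKM in KO and did not pass (0.16 ± 0.064). Neither edgeR nor DESeq2 called a cluster lower, with 12 lower at an unadjusted edgeR p under 0.05. Tested directly, the KO effect was higher in post-meiotic than in meiotic cells at 57 clusters, 60 adjusted over the clusters alone.

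Genes of the piRNA pathway did not move together in KO cells. In meiotic cells 4 of 29 were higher, with the chaperone Fkbp6 rising from 43.4 ± 0.741 to 66.1 ± 3.69 CPM (0.61 ± 0.062, edgeR adjusted p = 5.98e-07), and 6 were lower, among them Tdrd6 (−0.34 ± 0.042) and Tdrd1 (−0.28 ± 0.056). Adjusted over the list alone 8 were higher and 7 lower (camera adjusted p = 0.897, and adjusted p = 0.986 with an estimated correlation). In post-meiotic cells 4 were higher, such as Mov10l1 (0.37 ± 0.061), and 6 lower, such as Rnf17 (−0.31 ± 0.049), by either adjustment (camera adjusted p = 0.675, and adjusted p = 0.913 with an estimated correlation). The paper sets the fall in KO meiotic cells beside the H3.3 density it measured over the same clusters.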

We concluded that H3.3B, probably through specific piRNA cluster chromatin organization, assists the efficient expression of the piRNA clusters.

### H3.3B is involved in the control of expression of specific LTR retrotransposons

The repression of the transposable element expression is crucial for spermatogenesis. With this in mind, we first analyzed genome-wide how H3.3B affects the transcription patterns of repetitive elements at the meiotic/post-meiotic transition. 

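Among repeat families the largest changes between WT meiotic and post-meiotic cells were falls of endogenous retrovirus and other LTR families. MLT1I-int fell by log2 4.28 ± 0.092, MER68-int by 3.22 ± 0.090 and LTR68 by 3.12 ± 0.090. IAPLTR3, of the intracisternal A particle group, went from 415.3 ± 5.68 to 74.4 ± 2.55 RPM of repeat reads (n = 2, −2.48 ± 0.069, edgeR adjusted p = 5.94e-243). The spread in the repeat fit is shared over families, so such a p does not measure the spread of 1 family between its libraries. MER52-int fell by 2.03 ± 0.080, MER68 by 0.50 ± 0.061, and MLT1I (−0.40 ± 0.063) and MMERVK10C-int (0.12 ± 0.050) stayed inside the fold limit. Scaled by recovered totals of mapped reads, MLT1I was past it (−0.57 ± 0.062, edgeR adjusted p = 8.51e-19) and MMERVK10C-int did not pass (−0.05 ± 0.051). Simple repeats such as (CCCTAG)n (1.64), and C573_MM (1.50), rose.

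With an adjusted p under 0.01 and a log2 change beyond 0.5, 109 of 967 families rose and 112 fell in WT, and 110 and 77 of 965 in KO cells. These numbers depend on the library totals, and scaling by repeat counts alone, with TMM and DESeq2 too, cannot show a fall of all repeats together. TMM scaling gave 87 and 122 in WT and 44 and 108 in KO, DESeq2 gave 77 and 121, and 33 and 107, and read totals recovered from Supplementary Table S3 gave 38 and 133, and 30 and 70. With no fold minimum 297 rose and 230 fell in WT, and 404 and 164 in KO. In KO cells MLT1I-int (−3.64), LTR68 (−3.08), MER68-int (−2.38), IAPLTR3 (−2.33) and MER52-int (−1.53) fell.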

Of note, a massive down-regulation of repetitive elements expression is observed in post-meiotic cells compared to meiotic cells (Supplementary Figure S4a–f). 

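RLTR10B, an LTR retrotransposon family, was at 106.5 ± 2.88 RPM of repeat reads in WT and at 193.1 ± 0.411 in KO meiotic cells (n = 2, log2 0.86 ± 0.068, edgeR adjusted p = 1.23e-32). In post-meiotic cells it was at 106.3 ± 1.76 and 150.8 ± 6.72 (0.51 ± 0.071, edgeR adjusted p = 1.75e-10). RLTR10B2 rose from 107.3 ± 3.49 to 161.2 ± 2.60 in meiotic (0.59 ± 0.069, 1.96e-15) and from 118.3 ± 3.32 to 176.6 ± 7.14 in post-meiotic cells (0.58 ± 0.070, 6.15e-14). The rise of RLTR10B in post-meiotic cells is just over the limit of 0.5, and was 0.459 and 0.488 without the first KO or the first WT post-meiotic library.

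Other families also passed. In meiotic cells the major satellite GSAT_MM (0.52 ± 0.12) and the simple repeat (TACTG)n (0.67 ± 0.16) rose, so that 4 of 953 rose and 13 fell. Falls were those of the retroviral families MuRRS-int (−0.66 ± 0.066, edgeR adjusted p = 2.58e-20), RLTR9A2 (−0.66 ± 0.064), RLTR4_MM-int (−0.59 ± 0.056) and RLTR4_Mm, of MER68-int (−0.54), MamGypLTR3 (−0.73 ± 0.17), MamGypLTR2, RLTR13D6, Lx2A1, Tigger12A and tRNA-Tyr-TAC, and of the simple repeats (CAATA)n and (GCGTG)n. In post-meiotic cells 2 of 962 rose, RLTR10B and RLTR10B2, and 5 fell: MamGypLTR3 (−0.89 ± 0.16, edgeR adjusted p = 9.74e-07), MamGypLTR1d, MER113A, MER87 and MER97b. DESeq2 called 4 higher and 2 lower in meiotic and 2 and 3 in post-meiotic cells. With recovered read totals 2 rose and 8 fell in meiotic cells, and 3 rose in post-meiotic cells.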

Whereas the absence of H3.3B did not affect the general pattern of transposable element expression at the meiotic/post-meiotic transition (Supplementary Figure S4a–f), we found a specific and significant up-regulation of the RLTR10B and RLTR10B2 retrotranspons in both meiotic and post-meiotic cells (Supplementary Figure S4d–f). ChIP-seq analysis showed that these two retroelement families are enriched in H3.3 (Supplementary Figure SSupplementary Figure S4g). Taken as a whole these results suggest that H3.3B is implicated in the repression of both RLTR10B and RLTR10B2 retrotransposons.

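In RPM of mapped reads, with totals worked out from Supplementary Table S3, RLTR10B went from 14.4 ± 0.427 in WT to 25.7 ± 0.519 in KO meiotic cells (n = 2, log2 0.84 ± 0.068, edgeR adjusted p = 1.91e-31). In post-meiotic cells it went from 12.7 ± 0.0456 to 19.0 ± 0.0939 (0.57 ± 0.071, edgeR adjusted p = 1.36e-13). RLTR10B2 went from 14.5 ± 0.509 to 21.5 ± 0.734 and from 14.2 ± 0.112 to 22.2 ± 0.0178. The paper proposes that H3.3B has a part in repressing both families, which it found to carry H3.3.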

## DISCUSSION

In this work we have carried out an in-depth study on the role of the histone variant H3.3 in spermatogenesis. The use of transgenic *H3f3a* and *H3f3b* conditional knock-out/knock-in (cKO/KI) mouse lines combined with a large number of genome-wide approaches has allowed to demonstrate that H3.3B, but not H3.3A, is a key factor in the spermatogenic process.

The *H3f3b* null mice exhibited very severe infertility, while the *H3f3a* null mice did not show any fertility problem and behaved as the WT mice. The seminiferous tubules of the *H3f3b* null males contained smaller number of spermatozoa. The morphology of their spermatozoa was highly altered and their sperm concentration in the epididymis was strongly decreased. Notably, the meiotic/post-meiotic cells ratio was largely perturbed and the production of post-meiotic cells was heavily reduced in *H3f3b* null males.

Meiotic sex-chromosome inactivation (MSCI) correlates with the presence of the phosphorylated form of the histone variant H2A.X (γH2AX) in sex chromosome chromatin (Figure 3A) (29). H2AX is phosphorylated by the kinase ATR, which recruitment depends on BRCA1 (46). After MSCI induction, both removal of conventional H3 and accumulation of H3.3 in the sex body were observed (55). This led to the hypothesis that both γH2AX and H3.3 might be involved in sex body formation, sex chromosome condensation and their silencing (29,55). It is worthwhile to note, however, that these data have correlative character only and no formal demonstration that both H3.3 and γH2AX are required for MSCI was reported to date. For example, γH2AX might only mark the induction of MSCI and not to be directly involved in the process of sex chromosome condensation. Indeed, *Xenopus* sperm decompaction (a process opposite of chromosome condensation) in *Xenopus* egg extracts correlates with the recruitment of γH2AX and γH2AX is present in both actively dividing, unperturbed embryos in the absence and presence of DNA damage (56,57). The claims on the involvement of H3.3 in the X-chromosome inactivation could be similarly criticized, since there are no reported data on the casual relationship between the accumulation of H3.3 on the sex body and the repression of the transcription of the sex chromosomes in meiosis.

Herein, we used a battery of genome wide methods to analyze in depth the role of H3.3 in spermatogenesis. Transcriptome studies revealed very limited clustering of the affected genes by the absence of H3.3B in both meiotic and post-meiotic cells, suggesting a minor implication of H3.3B in the control of specific genes at the genome-wide scale. Our immunofluorescence and ChIP-seq experiments showed a very strong (exceeding four-fold in meiotic cells) enrichment of the endogenous H3.3 on the whole sex body, a result in agreement with the past report where transgenic mouse models, expressing exogenous H3.3, were used (55). We demonstrated that H3.3 is localized uniformly along the sex chromosomes, in contrast to the autosomes, where sites of H3.3 enrichment were observed, in particular at active promoters and enhancers. More importantly, Manhattan plot analysis revealed that the absence of H3.3B is associated with selective up-regulation of the expression of the whole sex chromosomes. This study therefore demonstrates unequivocally for the first time specific transcriptional repression induced by H3.3 in the sex chromosomes during spermatogenesis. Since both sex chromosomes are, compared to the autosomes, less accessible to micrococcal nucleases, this could reflect an H3.3-mediated higher compaction of both X and Y chromosomes associated with the uniform distribution pattern of H3.3 along their length. Xist, a long non-coding RNA, is coating the X-chromosome along its entire length and is a major effector in its inactivation during mammalian development (58). Our data show that H3.3 is playing similar to Xist role, but during spermatogenesis. Therefore, nature has chosen two fundamental different effectors to inactivate the X chromosome: a long RNA (Xist) and the histone variant H3.3 during mammalian embryogenesis and spermatogenesis, respectively. Of note, alterations of sex chromosomes expression were correlated with male infertility and sperm head anomalies (50,59) which is in full agreement with our data showing male infertility and strongly altered morphology of the spermatozoa of the *H3f3b* null mice.

We have also analyzed the expression of the repetitive elements during spermatogenesis. The meiotic/post-meiotic transition was associated with massive repression of the repetitive elements. H3.3 was found enriched only on two families of repetitive elements, the RLTR10B and RLTR10B2 retrotransposons, that are likely implicated in infertility (25,60). Depletion of H3.3B led to up-regulation of both retrotransposons in both meiotic and post-meiotic cells. This suggested that H3.3B, as in the case of sex chromosomes, is playing a repressive role in the regulation of expression of RLTR10B and RLTR10B2 retrotransposons.

Our ChIP-seq data clearly demonstrated that the piRNA clusters are highly enriched of H3.3. The H3.3 enrichment followed the expression level of the clusters. Depletion of H3.3B led, in contrast to the case of sex chromosomes and RLTR10B and RLTR10B2 retrotransposons, to large diminution of the expression of piRNA, suggesting that the presence of H3.3B assisted piRNA expression. The observed phenotype of infertility of *H3f3b^KO^* male is therefore due to ‘convergent’ defects: upregulation of genes located in sex chromosome, upregulation of RLTR10B-RLTR10B2 retrotransposons and down regulation of piRNA pathway. It is worth noting that any of these defects, when occurs alone, leads to infertility (50,59,60).

In summary, our data show a specific implication of H3.3B in spermatogenesis. Since both H3.3A and H3.3B have identical amino-acid sequence, we speculated that this implication of H3.3B reflects the higher amount of this protein compared to H3.3A during spermatogenesis. Indeed, H3.3B represents the majority of the total H3.3 at the RNA and protein level as evidenced by immunofluorescence, immunohistochemistry, RNA-seq and western blotting analyses (Supplementary Figure S5a–d). In addition, depletion of H3.3B, did not affect the expression level of H3.3A (Supplementary Figure S5c, d), further supporting our hypothesis.

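In WT meiotic cells H3f3b gave 82.9 ± 0.582% of the H3.3 transcripts (RPKM of both genes, n = 2), and in WT post-meiotic cells 68.1 ± 0.381%. H3f3b was at 188.5 ± 3.33 and 76.4 ± 4.68 RPKM and H3f3a at 38.9 ± 0.909 and 35.8 ± 1.57. Bars of Supplementary Fig. S5c, read by eye, put H3f3b at about 840 and 340 and H3f3a at about 400 and 380 in these cells. In post-meiotic cells 340 and 380 are close for a reading by eye. Against the RPKM here these bars stand higher by a factor of about 10 to 11 for H3f3a and 4.5 for H3f3b. The share of H3f3b therefore depends on the scale used for each gene. Here it rests on exon lengths of 2976 bases for H3f3b and 3504 for H3f3a, and in counts it was 80.44% and 64.41%. In KO cells reads still counted on H3f3b made up 7.65 ± 0.558% and 6.68 ± 0.742% of the RPKM of both genes. The targeting in the paper puts all coding exons between loxP sites, so these reads need not be of transcripts that code for H3.3. The sum of both genes was 227.4 ± 2.42 RPKM in WT and 46.2 ± 0.954 in KO meiotic cells, and 112.2 ± 6.25 and 35.5 ± 0.580 in post-meiotic cells. From WT meiotic to post-meiotic cells H3f3b fell by log2 1.30 ± 0.064 (edgeR adjusted p = 1.28e-11). The paper speculates that the particular part of H3.3B in spermatogenesis reflects a larger amount of its protein. It bases that amount on western blots, immunofluorescence and immunohistochemistry beside RNA-seq.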

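H3f3a was at 136.4 ± 3.19 CPM in WT and 149.7 ± 2.18 in KO meiotic cells (n = 2, log2 0.13 ± 0.048, edgeR adjusted p = 0.0432). In post-meiotic cells it was at 125.5 ± 5.49 and 116.2 ± 0.972 (−0.11 ± 0.049, edgeR adjusted p = 0.0797). Neither passed the limit of 0.01.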

In addition, our data reveal that H3.3B could play either a repressive role or could assist expression (Figure 6E) in the same cell types. The repressive role of H3.3B is exemplified in the case of the sex chromosomes and the RLTR10B and RLTR10B2 retrotransposon families. However, H3.3B assists the expression of the piRNA at genome-wide level. This very interesting phenomenon illustrates the ‘Janus’ (double face) role of H3.3. This suggests that H3.3B might have intrinsic ability to affect in a distinct way chromatin structure depending on its distribution pattern, abundance, post-translational modifications and assembly of specific local nucleosome organization (Figure 6E). Alternatively, H3.3B could be viewed simply as a ‘replacement’ histone, that the spermatogenic cell uses to replace the conventional H3 at specific already distinctly organized chromatin structures. This role could be fulfilled since H3.3, in contrast to H3, is expressed at any phase at the cell cycle and the cell could efficiently use such ‘replacement piece’ at any time. It is important to note that the function of H3.3 is independent of DNA methylation. No change in DNA methylation or hydroxymethylation profiles could be detected by DIP-seq at neither misregulated genes (Supplementary Figure S6), DNA repeats, piRNA clusters nor sex chromosomes (Supplementary Figure S7). Additional properties of H3.3 relate to the proportion of PTMs associated with active or repressive chromatin. Indeed, H3.3K4me3 mark is associated with transcription activation while H3.3K9me3 is associated with repression by the co-repressor complex KAP1 (61). Furthermore, the requirement of H3.3 histone post-translational modifications during gametogenesis warrant further investigations.

## DATA AVAILABILITY

The ChIP-seq, DIP-seq and RNA-seq datasets have been deposited in the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE116373.

## Supplementary Material

gkac541_Supplemental_Files

## Notes

Present address: Bertrand Favier, Univ. Grenoble Alpes, CNRS, UMR 5525, VetAgro Sup, Grenoble INP, TIMC, 38000 Grenoble, France.

## References

[1] Luger K. , MäderA.W., RichmondR.K., SargentD.F., RichmondT.J. Crystal structure of the nucleosome core particle at 2.8 a resolution. Nature. 1997; 389:251–260.930583710.1038/38444

[2] Boulard M. , BouvetP., KunduT.K., DimitrovS. Histone variant nucleosomes: structure, function and implication in disease. Subcell. Biochem.2007; 41:71–89.17484124

[3] Talbert P.B. , HenikoffS. Histone variants–ancient wrap artists of the epigenome. Nat. Rev. Mol. Cell Biol.2010; 11:264–275.2019777810.1038/nrm2861

[4] van Holde K. Chromatin. 1988; Berlin, GermanySpringer-Verlag KG.

[5] Latrick C.M. , MarekM., OuararhniK., PapinC., StollI., IgnatyevaM., ObriA., EnnifarE., DimitrovS., RomierC.et al. Molecular basis and specificity of H2A.Z-H2B recognition and deposition by the histone chaperone YL1. Nat. Struct. Mol. Biol.2016; 23:309–316.2697412610.1038/nsmb.3189

[6] Obri A. , OuararhniK., PapinC., DieboldM.L., PadmanabhanK., MarekM., StollI., RoyL., ReillyP.T., MakT.W.et al. ANP32E is a histone chaperone that removes H2A.Z from chromatin. Nature. 2014; 505:648–653.2446351110.1038/nature12922

[7] Shuaib M. , OuararhniK., DimitrovS., HamicheA. HJURP binds CENP-A via a highly conserved N-terminal domain and mediates its deposition at centromeres. Proc. Natl. Acad. Sci. U.S.A.2010; 107:1349–1354.2008057710.1073/pnas.0913709107PMC2824361

[8] Dunleavy E.M. , AlmouzniG., KarpenG.H. H3.3 is deposited at centromeres in s phase as a placeholder for newly assembled CENP-A in G(1) phase. Nucleus. 2011; 2:146–157.2173883710.4161/nucl.2.2.15211PMC3127096

[9] Goldberg A.D. , BanaszynskiL.A., NohK.M., LewisP.W., ElsaesserS.J., StadlerS., DewellS., LawM., GuoX., LiX.et al. Distinct factors control histone variant H3.3 localization at specific genomic regions. Cell. 2010; 140:678–691.2021113710.1016/j.cell.2010.01.003PMC2885838

[10] Drane P. , OuararhniK., DepauxA., ShuaibM., HamicheA. The death-associated protein DAXX is a novel histone chaperone involved in the replication-independent deposition of h3.3. Genes Dev.2010; 24:1253–1265.2050490110.1101/gad.566910PMC2885661

[11] Krimer D.B. , ChengG., SkoultchiA.I. Induction of H3.3 replacement histone mRNAs during the precommitment period of murine erythroleukemia cell differentiation. Nucleic Acids Res.1993; 21:2873–2879.833249610.1093/nar/21.12.2873PMC309673

[12] Szenker E. , Ray-GalletD., AlmouzniG. The double face of the histone variant H3.3. Cell Res.2011; 21:421–434.2126345710.1038/cr.2011.14PMC3193428

[13] Ricketts M.D. , FrederickB., HoffH., TangY., SchultzD.C., Singh RaiT., Grazia VizioliM., AdamsP.D., MarmorsteinR Ubinuclein-1 confers histone H3.3-specific-binding by the HIRA histone chaperone complex. Nat. Commun.2015; 6:7711.2615985710.1038/ncomms8711PMC4510971

[14] Jin C. , FelsenfeldG. Nucleosome stability mediated by histone variants H3.3 and H2A.Z. Genes Dev.2007; 21:1519–1529.1757505310.1101/gad.1547707PMC1891429

[15] Ors A. , PapinC., FavierB., RoullandY., DalkaraD., OzturkM., HamicheA., DimitrovS., PadmanabhanK. Histone H3.3 regulates mitotic progression in mouse embryonic fibroblasts. Biochem. Cell. Biol.2017; 95:491–499.2817775310.1139/bcb-2016-0190

[16] Jang C.W. , ShibataY., StarmerJ., YeeD., MagnusonT. Histone H3.3 maintains genome integrity during mammalian development. Genes Dev.2015; 29:1377–1392.2615999710.1101/gad.264150.115PMC4511213

[17] Huang C. , ZhuB. H3.3 turnover: a mechanism to poise chromatin for transcription, or a response to open chromatin?. Bioessays. 2014; 36:579–584.2470055610.1002/bies.201400005

[18] Sakai A. , SchwartzB.E., GoldsteinS., AhmadK. Transcriptional and developmental functions of the H3.3 histone variant in drosophila. Curr. Biol.2009; 19:1816–1820.1978193810.1016/j.cub.2009.09.021PMC2783816

[19] Yuen B.T. , BushK.M., BarrilleauxB.L., CottermanR., KnoepflerP.S. Histone H3.3 regulates dynamic chromatin states during spermatogenesis. Development. 2014; 141:3483–3494.2514246610.1242/dev.106450PMC4197731

[20] Tang M.C. , JacobsS.A., MattiskeD.M., SohY.M., GrahamA.N., TranA., LimS.L., HudsonD.F., KalitsisP., O’BryanM.K.et al. Contribution of the two genes encoding histone variant h3.3 to viability and fertility in mice. PLoS Genet.2015; 11:e1004964.2567540710.1371/journal.pgen.1004964PMC4335506

[21] Couldrey C. , CarltonM.B., NolanP.M., ColledgeW.H., EvansM.J. A retroviral gene trap insertion into the histone 3.3A gene causes partial neonatal lethality, stunted growth, neuromuscular deficits and male sub-fertility in transgenic mice. Hum. Mol. Genet.1999; 8:2489–2495.1055629710.1093/hmg/8.13.2489

[22] de Koning A.P. , GuW., CastoeT.A., BatzerM.A., PollockD.D. Repetitive elements may comprise over two-thirds of the human genome. PLoS Genet.2011; 7:e1002384.2214490710.1371/journal.pgen.1002384PMC3228813

[23] Papin C. , IbrahimA., GrasS.L., VeltA., StollI., JostB., MenoniH., BronnerC., DimitrovS., HamicheA. Combinatorial DNA methylation codes at repetitive elements. Genome Res.2017; 27:934–946.2834816510.1101/gr.213983.116PMC5453327

[24] Slotkin R.K. , MartienssenR. Transposable elements and the epigenetic regulation of the genome. Nat. Rev. Genet.2007; 8:272–285.1736397610.1038/nrg2072

[25] Isbel L. , SrivastavaR., OeyH., SpurlingA., DaxingerL., PuthalakathH., WhitelawE. Trim33 binds and silences a class of young endogenous retroviruses in the mouse testis; a novel component of the arms race between retrotransposons and the host genome. PLoS Genet.2015; 11:e1005693.2662461810.1371/journal.pgen.1005693PMC4666613

[26] Chuma S. , NakanoT. piRNA and spermatogenesis in mice. Philos. Trans. R. Soc. Lond. B Biol. Sci.2013; 368:20110338.2316639910.1098/rstb.2011.0338PMC3539364

[27] Meistrich M.L. , HessR.A. Assessment of spermatogenesis through staging of seminiferous tubules. Methods Mol. Biol.2013; 927:299–307.2299292410.1007/978-1-62703-038-0_27

[28] Turner J.M. , MahadevaiahS.K., Fernandez-CapetilloO., NussenzweigA., XuX., DengC.X., BurgoyneP.S. Silencing of unsynapsed meiotic chromosomes in the mouse. Nat. Genet.2005; 37:41–47.1558027210.1038/ng1484

[29] Mahadevaiah S.K. , TurnerJ.M., BaudatF., RogakouE.P., de BoerP., Blanco-RodriguezJ., JasinM., KeeneyS., BonnerW.M., BurgoyneP.S. Recombinational DNA double-strand breaks in mice precede synapsis. Nat. Genet.2001; 27:271–276.1124210810.1038/85830

[30] Kanatsu-Shinohara M. , ToyokuniS., ShinoharaT. Transgenic mice produced by retroviral transduction of male germ line stem cells in vivo. Biol. Reprod.2004; 71:1202–1207.1518982210.1095/biolreprod.104.031294

[31] Hess R.A. , de FrancaL.R. Spermatogenesis and cycle of the seminiferous epithelium. Adv. Exp. Med. Biol.2008; 636:1–15.1985615910.1007/978-0-387-09597-4_1

[32] Bellve A.R. Purification, culture, and fractionation of spermatogenic cells. Methods Enzymol.1993; 225:84–113.823189010.1016/0076-6879(93)25009-q

[33] Buchou T. , TanM., BarralS., VitteA.L., RousseauxS., ArechagaJ., KhochbinS. Purification and analysis of male germ cells from adult mouse testis. Methods Mol. Biol.2017; 1510:159–168.2776182010.1007/978-1-4939-6527-4_12

[34] Goutte-Gattat D. , ShuaibM., OuararhniK., GautierT., SkoufiasD.A., HamicheA., DimitrovS. Phosphorylation of the CENP-A amino-terminus in mitotic centromeric chromatin is required for kinetochore function. Proc. Natl. Acad. Sci. U.S.A.2013; 110:8579–8584.2365700910.1073/pnas.1302955110PMC3666736

[35] Roulland Y. , OuararhniK., NaidenovM., RamosL., ShuaibM., SyedS.H., LoneI.N., BoopathiR., FontaineE., PapaiG.et al. The flexible ends of CENP-A nucleosome are required for mitotic fidelity. Mol. Cell. 2016; 63:674–685.2749929210.1016/j.molcel.2016.06.023

[36] Langmead B. , TrapnellC., PopM., SalzbergS.L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.2009; 10:R25.1926117410.1186/gb-2009-10-3-r25PMC2690996

[37] Ibrahim A. , PapinC., Mohideen-AbdulK., Le GrasS., StollI., BronnerC., DimitrovS., KlaholzB.P., HamicheA. MeCP2 is a microsatellite binding protein that protects CA repeats from nucleosome invasion. Science. 2021; 372:eabd5581.3432442710.1126/science.abd5581

[38] Ye T. , KrebsA.R., ChoukrallahM.A., KeimeC., PlewniakF., DavidsonI., ToraL. seqMINER: an integrated chip-seq data interpretation platform. Nucleic. Acids. Res.2011; 39:e35.2117764510.1093/nar/gkq1287PMC3064796

[39] Trapnell C. , PachterL., SalzbergS.L. TopHat: discovering splice junctions with RNA-Seq. Bioinformatics. 2009; 25:1105–1111.1928944510.1093/bioinformatics/btp120PMC2672628

[40] Anders S. , HuberW. Differential expression analysis for sequence count data. Genome Biol.2010; 11:R106.2097962110.1186/gb-2010-11-10-r106PMC3218662

[41] Love M.I. , HuberW., AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.2014; 15:550.2551628110.1186/s13059-014-0550-8PMC4302049

[42] Hochberg Y. , BenjaminiY. More powerful procedures for multiple significance testing. Stat. Med.1990; 9:811–818.221818310.1002/sim.4780090710

[43] Barral S. , MorozumiY., TanakaH., MontellierE., GovinJ., de DieuleveultM., CharbonnierG., CouteY., PuthierD., BuchouT.et al. Histone variant H2A.L.2 guides transition protein-dependent protamine assembly in male germ cells. Mol. Cell. 2017; 66:89–101.2836664310.1016/j.molcel.2017.02.025

[44] Govin J. , EscoffierE., RousseauxS., KuhnL., FerroM., ThevenonJ., CatenaR., DavidsonI., GarinJ., KhochbinS.et al. Pericentric heterochromatin reprogramming by new histone variants during mouse spermiogenesis. J. Cell Biol.2007; 176:283–294.1726184710.1083/jcb.200604141PMC2063955

[45] Tarsounas M. , MoritaT., PearlmanR.E., MoensP.B. RAD51 and DMC1 form mixed complexes associated with mouse meiotic chromosome cores and synaptonemal complexes. J. Cell Biol.1999; 147:207–220.1052552910.1083/jcb.147.2.207PMC2174216

[46] Turner J.M. , AprelikovaO., XuX., WangR., KimS., ChandramouliG.V., BarrettJ.C., BurgoyneP.S., DengC.X. BRCA1, histone H2AX phosphorylation, and male meiotic sex chromosome inactivation. Curr. Biol.2004; 14:2135–2142.1558915710.1016/j.cub.2004.11.032

[47] Bramlage B. , KosciessaU., DoeneckeD Differential expression of the murine histone genes H3.3A and H3.3B. Differentiation. 1997; 62:13–20.937394310.1046/j.1432-0436.1997.6210013.x

[48] Eijpe M. , OffenbergH., JessbergerR., RevenkovaE., HeytingC. Meiotic cohesin REC8 marks the axial elements of rat synaptonemal complexes before cohesins SMC1beta and SMC3. J. Cell Biol.2003; 160:657–670.1261590910.1083/jcb.200212080PMC2173354

[49] Bisig C.G. , GuiraldelliM.F., KouznetsovaA., ScherthanH., HoogC., DawsonD.S., PezzaR.J. Synaptonemal complex components persist at centromeres and are required for homologous centromere pairing in mouse spermatocytes. PLoS Genet.2012; 8:e1002701.2276157910.1371/journal.pgen.1002701PMC3386160

[50] Ellis P.J. , ClementeE.J., BallP., ToureA., FergusonL., TurnerJ.M., LovelandK.L., AffaraN.A., BurgoyneP.S. Deletions on mouse yq lead to upregulation of multiple X- and Y-linked transcripts in spermatids. Hum. Mol. Genet.2005; 14:2705–2715.1608768310.1093/hmg/ddi304

[51] Baarends W.M. , HoogerbruggeJ.W., RoestH.P., OomsM., VreeburgJ., HoeijmakersJ.H., GrootegoedJ.A. Histone ubiquitination and chromatin remodeling in mouse spermatogenesis. Dev. Biol.1999; 207:322–333.1006846610.1006/dbio.1998.9155

[52] Khalil A.M. , BoyarF.Z., DriscollD.J. Dynamic histone modifications mark sex chromosome inactivation and reactivation during mammalian spermatogenesis. Proc. Natl. Acad. Sci. U.S.A.2004; 101:16583–16587.1553613210.1073/pnas.0406325101PMC534513

[53] Motzkus D. , SinghP.B., Hoyer-FenderS. M31, a murine homolog of drosophila HP1, is concentrated in the XY body during spermatogenesis. Cytogenet. Cell Genet.1999; 86:83–88.1051644210.1159/000015418

[54] Moretti C. , VaimanD., ToresF., CocquetJ. Expression and epigenomic landscape of the sex chromosomes in mouse post-meiotic male germ cells. Epigenetics Chromatin. 2016; 9:47.2779573710.1186/s13072-016-0099-8PMC5081929

[55] van der Heijden G.W. , DerijckA.A., PosfaiE., GieleM., PelczarP., RamosL., WansinkD.G., van der VlagJ., PetersA.H., de BoerP. Chromosome-wide nucleosome replacement and H3.3 incorporation during mammalian meiotic sex chromosome inactivation. Nat. Genet.2007; 39:251–258.1723778210.1038/ng1949

[56] Dimitrov S. , DassoM.C., WolffeA.P. Remodeling sperm chromatin in xenopus laevis egg extracts: the role of core histone phosphorylation and linker histone B4 in chromatin assembly. J. Cell Biol.1994; 126:591–601.804592510.1083/jcb.126.3.591PMC2120139

[57] Shechter D. , ChittaR.K., XiaoA., ShabanowitzJ., HuntD.F., AllisC.D. A distinct H2A.X isoform is enriched in xenopus laevis eggs and early embryos and is phosphorylated in the absence of a checkpoint. Proc. Nat. Acad. Sci. U.S.A.2009; 106:749–754.10.1073/pnas.0812207106PMC263009819131518

[58] da Rocha S.T. , HeardE. Novel players in x inactivation: insights into Xist-mediated gene silencing and chromosome conformation. Nat. Struct. Mol. Biol.2017; 24:197–204.2825713710.1038/nsmb.3370

[59] Reynard L.N. , TurnerJ.M. Increased sex chromosome expression and epigenetic abnormalities in spermatids from male mice with y chromosome deletions. J. Cell Sci.2009; 122:4239–4248.1986149810.1242/jcs.049916PMC2776507

[60] Tarabay Y. , AchourM., TeletinM., YeT., TeissandierA., MarkM., Bourc’hisD., VivilleS. Tex19 paralogs are new members of the piRNA pathway controlling retrotransposon suppression. J. Cell Sci.2017; 130:1463–1474.2825488610.1242/jcs.188763

[61] Rowe H.M. , KapopoulouA., CorsinottiA., FaschingL., MacfarlanT.S., TarabayY., VivilleS., JakobssonJ., PfaffS.L., TronoD TRIM28 repression of retrotransposon-based enhancers is necessary to preserve transcriptional dynamics in embryonic stem cells. Genome Res.2013; 23:452–461.2323354710.1101/gr.147678.112PMC3589534

# Supplementary material for: Dual role of histone variant H3.3B in spermatogenesis: positive regulation of piRNA transcription and implication in X-chromosome inactivation
**Source:** Nucleic Acids Res. 2022 Jun 29;50(13):7350–66. doi: 10.1093/nar/gkac541
**Supplement:** gkac541_Supplemental_Files

Supplementary Figure legends

**Supplementary Figure 1. (a-b)** Generation of *H3f3a*<sup>KO</sup> (**a**) and *H3f3b*<sup>KO</sup> mouse models (**b**). Upper panels, wild-type *H3f3a* and *H3f3b* genes structure. The open reading frames are indicated by black boxes. Middle panels, a DNA element encoding the FLAG–FLAG–HA amino acids was inserted in frame with the N-terminus of H3.3A or H3.3B (H3.3A<sup>HA</sup> and H3.3B<sup>HA</sup>). In addition, two loxP sites were inserted (red arrowheads) to flank exon 2 (**a**) or all coding exons (**b**) of the *H3f3a* and *H3f3b* genes, respectively. Lower panels, structure of the loss of function *H3f3a* knock-out (*H3f3a*<sup>KO</sup>) and *H3f3b* knock-out (*H3f3b*<sup>KO</sup>) alleles, after Cre recombinase expression. (**c-f**) Genotyping of the indicated mouse lines. The length of the PCR products amplified with the primers shown in (**a**) and (**b**) are indicated. (**g**) *H3f3b* null males exhibit slightly reduced sperm vitality, (**h**) increased DNA fragmentation, (**i**) strongly altered morphology, (**j,k**) including flagella anomalies, (**l,m**) head anomalies, (**n**) strong DNA decompaction (increasing from 1% to 10%), and (**o**) smaller amount of associated protamine. Two biological replicates were used for sperm analyses. (**p-r**) RT-qPCR analyses of *Tnp1* (**p**), *Prm1* (**q**) and *Prm2* (**r**) mRNA levels in round spermatids of *H3f3b*<sup>WT</sup> and *H3f3b*<sup>KO</sup> males. RNA was extracted from 3 biological replicates. Since the expression of transition protein TNP1 and both protamine 1 and protamine 2 were not altered, the smaller amount of incorporated protamines could reflect the altered ability of protamines to associate with sperm DNA in the absence of H3.3B. (**g-i**, **k**, **m-r**) *P*-values were calculated from Student's unpaired *t*-tests.

**Supplementary Figure 2. (a-b)** The absence of H3.3B results in a decreased number of post-meiotic cells. Acrosome visualization by PNA staining (red) in WT, *H3f3a* and *H3f3b* null testis sections at stage II (**a**) and stage IX (**b**). DNA is stained with DAPI. **a7-a9** and **b7-b9** correspond to the enlargement of the white square in **a1-a3** and **b1-b3**, respectively. Scale bars, 70  $\mu$ m (**a6**, **b6**) and 30  $\mu$ m (**b6**, **b9**). (**c-d**) Loss of *H3f3b* did not affect the number of spermatogonia in the seminiferous tubules. (**c**) WT and *H3f3b*<sup>KO</sup> testis sections stained with DAPI (blue) for nucleus detection and with anti-PLZF (green) for spermatogonia visualization. Scale bars: 120  $\mu$ m (**b3**), 30  $\mu$ m (**b4**). (**d**) PLZF positive cells counting were carried out in seminiferous tubules cross sections (n=100) of WT and *H3f3b*<sup>KO</sup> testis. *P*-values were calculated from Student's unpaired *t*-tests.

**Supplementary Figure 3. (a)** RT-qPCR analyses of gene expression levels in *H3f3b*<sup>WT</sup> and *H3f3b*<sup>KO</sup> meiotic and post-meiotic cells. RNA was extracted from 3 biological replicates. *Hand2* and *Znf811* genes are up-regulated, and *Abcg8*, *Fmn1* and *Ptpro* genes are down-regulated in the absence of H3.3b, as detected by RNA-seq analyses. (**b-e**) The absence of H3.3 is associated with increased gene expression level of the entire sex chromosomes. Manhattan plots (built on massive RNA-seq data) showing the changes in the expression level of individual chromosomes in the meiotic/post-meiotic transition in the presence (**b**) or absence (**c**) of H3.3B. The **d** and **e** graphs reveal the alterations in the expression pattern of individual chromosomes in the absence of H3.3B in meiotic and post-meiotic cells, respectively. Note that all chromosomes, except the sex ones, show both up-regulation and down-regulation of expression in the absence of H3.3B. The genome wide expressions of the sex chromosomes are only up-regulated.

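Hand2 stood at 0.0162 ± 0.00111 CPM in WT and 1.13 ± 0.0775 in KO meiotic cells, and at 0.0573 ± 0.0556 and 1.73 ± 0.261 in post-meiotic cells (n = 2). Zfp811, the mouse name of Znf811, was at 0.187 ± 0.0242 and 1.94 ± 0.230, and at 0.256 ± 0.0434 and 2.55 ± 0.0363. Abcg8 was at 4.55 ± 0.772 in WT and 0.311 ± 0.00885 in KO meiotic cells, and at 3.31 ± 0.673 and 0.322 ± 0.0363 in post-meiotic cells. Ptpro was at 7.99 ± 0.264 and 0.965 ± 0.159, and at 12.0 ± 0.174 and 1.68 ± 0.434.

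Fmnl1 on chromosome 11, which Supplementary Tables S1 and S2 list, was at 7.38 ± 1.80 in WT and 1.05 ± 0.0117 in KO meiotic cells and at 11.4 ± 2.35 and 1.58 ± 0.00419 in post-meiotic cells. Fmn1 on chromosome 2, another formin gene, was at 79.2 ± 4.59 and 52.0 ± 7.23 and did not pass (−0.61 ± 0.21, edgeR adjusted p = 0.103), nor in post-meiotic cells, at 119 ± 8.11 and 75.8 ± 19.4 (−0.65 ± 0.21, edgeR adjusted p = 0.0731).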

**Supplementary Figure 4.** Genome-wide transcriptome analysis of the repetitive elements in meiotic and post-meiotic cells in the absence of H3.3B. (a,b) Scatter plots comparing repetitive elements expression profiles of meiotic and post-meiotic cells in the presence (a) or absence (b) of H3.3B. Red dots indicate differentially expressed repetitive elements. (c) Examples of silencing of retroelements in post-meiotic cells relative to meiotic cells in *H3f3b<sup>WT</sup>* and *H3f3b<sup>KO</sup>* males. The family of the repetitive elements are indicated.  $**P < 10^{-60}$ . (d,e) Scatter plots comparing repetitive elements expression profiles of *H3f3b<sup>WT</sup>* versus *H3f3b<sup>KO</sup>* in meiotic (d) and post-meiotic cells (e). Red dots indicate differentially expressed repetitive elements. (f) The absence of H3.3B is associated with an increased expression level of both RLTR10B and RLTR10B2 retrotransposon families in both meiotic and post-meiotic cells.  $*P < 10^{-10}$ . (g) RLTR10B and RLTR10B2 repetitive elements are enriched in H3.3 in both meiotic and post-meiotic cells.

**Supplementary Figure 5.** H3.3 is mainly expressed from *H3f3b* gene in spermatocytes and spermatids. (a) H3.3 staining in pachytene spermatocytes and round spermatids of *H3f3b<sup>WT</sup>* and *H3f3b<sup>KO</sup>* mice. Anti-SCP3 antibody was used for the identification of pachytene spermatocytes. The round spermatids were identified by the very compacted chromatin visualized by DAPI staining. Scale bar, 8  $\mu$ m. (b) Assessment of H3.3 quantity by immunohistochemistry performed on testis sections from *H3f3b<sup>WT</sup>*, *H3f3a<sup>KO</sup>* and *H3f3b<sup>KO</sup>* mice. While similar H3.3 staining (labeling in brown) were observed in *H3f3b<sup>WT</sup>* and *H3f3a<sup>KO</sup>* testis, the H3.3 staining was greatly reduced in *H3f3b<sup>KO</sup>* testis. Scale bar, 200  $\mu$ m (c) Bar graph representing the cumulative RNA level of *H3.1*, *H3.2* and *H3.3* genes in meiosis and post-meiosis, according to RNA-seq data. (d) Western blotting analysis of H3.3 in meiotic and post-meiotic cells WT or KO for *H3.3b*. For quantification, protein amount was normalized to total protein loading by UV activation and visualization.

**Supplementary Figure 6.** Average 5mC and 5hmC signals within gene bodies of stably, up-regulated or down-regulated genes in the absence of H3.3B in meiosis and post-meiosis cells WT and KO for *H3.3b*. Tag densities were collected in 100-bp sliding windows spanning 2 kb (divided in 10 bins) of the length-normalized gene bodies (divided in 40 bins).

**Supplementary Figure 7.** (a) Scatter plots comparing cytosine modifications enrichment at DNA repeats between *H3f3b<sup>WT</sup>* and *H3f3b<sup>KO</sup>* cells. (b) Average 5mC and 5hmC signals along piRNA clusters in meiotic and post-meiotic cells WT or KO for *H3.3b*. Tag densities were collected in 500-bp sliding windows spanning 20 kb (divided in 20 bins) of the length-normalized piRNA clusters (divided in 20 bins). (c) Manhattan plots (built using DIP-seq data) showing the log2-ratio between WT and KO cells in 5mC and 5hmC enrichment along the chromosomes in meiosis and post-meiosis.

**Supplementary Table 1.** Listing of the most significantly mis-regulated genes ( $|\log_2\text{-ratio KO/WT}| > 1$ ,  $P < 0.01$ ) in *H3f3b<sup>KO</sup>* meiotic cells. The following information are indicated for each gene: Ensemble gene id, gene name, log2 fold change, p-value adjusted for multi-testing.

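Supplementary Table S1 lists 165 higher and 129 lower genes. At the same limits the authors' deposited table gives 166 and 131. Of those 297 genes 287 were also called here. Abcg8, Ptpro, Hand2 and Zfp811 are among them.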

**Supplementary Table 2.** Listing of the most significantly mis-regulated ( $|\log_2\text{-ratio KO/WT}| > 1$ ,  $P < 0.01$ ) in *H3f3b<sup>KO</sup>* post-meiotic cells. The following information are indicated for each gene: Ensemble gene id, gene name, log2 fold, p-value adjusted for multi-testing.

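Supplementary Table S2 lists 237 higher and 131 lower genes, and the authors' deposited table gives 237 and 133. Of those 370 genes 359 were also called here, Hspa1b, Hand2 and Abcg8 among them.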

**Supplementary Table 3.** Listing of the most mis-regulated piRNA in the meiotic/post-meiotic transition.

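At an adjusted p under 0.01 and a log2 change beyond 0.5, over all clusters the authors' deposited table gives 136 lower and 26 higher between the stages of WT cells, and 38 lower in KO meiotic against WT meiotic cells. Over the 101 clusters with at least 1 RPKM in WT meiotic cells it gives 87 lower and 3 higher, and 35 lower. Reads mapped per library, worked out from the RPKM values of the table, run from 76095000 to 139693000. Cluster transcripts were 4.52% and 4.10% of the gene counts in the WT meiotic libraries, 3.22% and 3.72% in the KO meiotic ones, and between 0.438% and 0.540% in the 4 post-meiotic ones.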

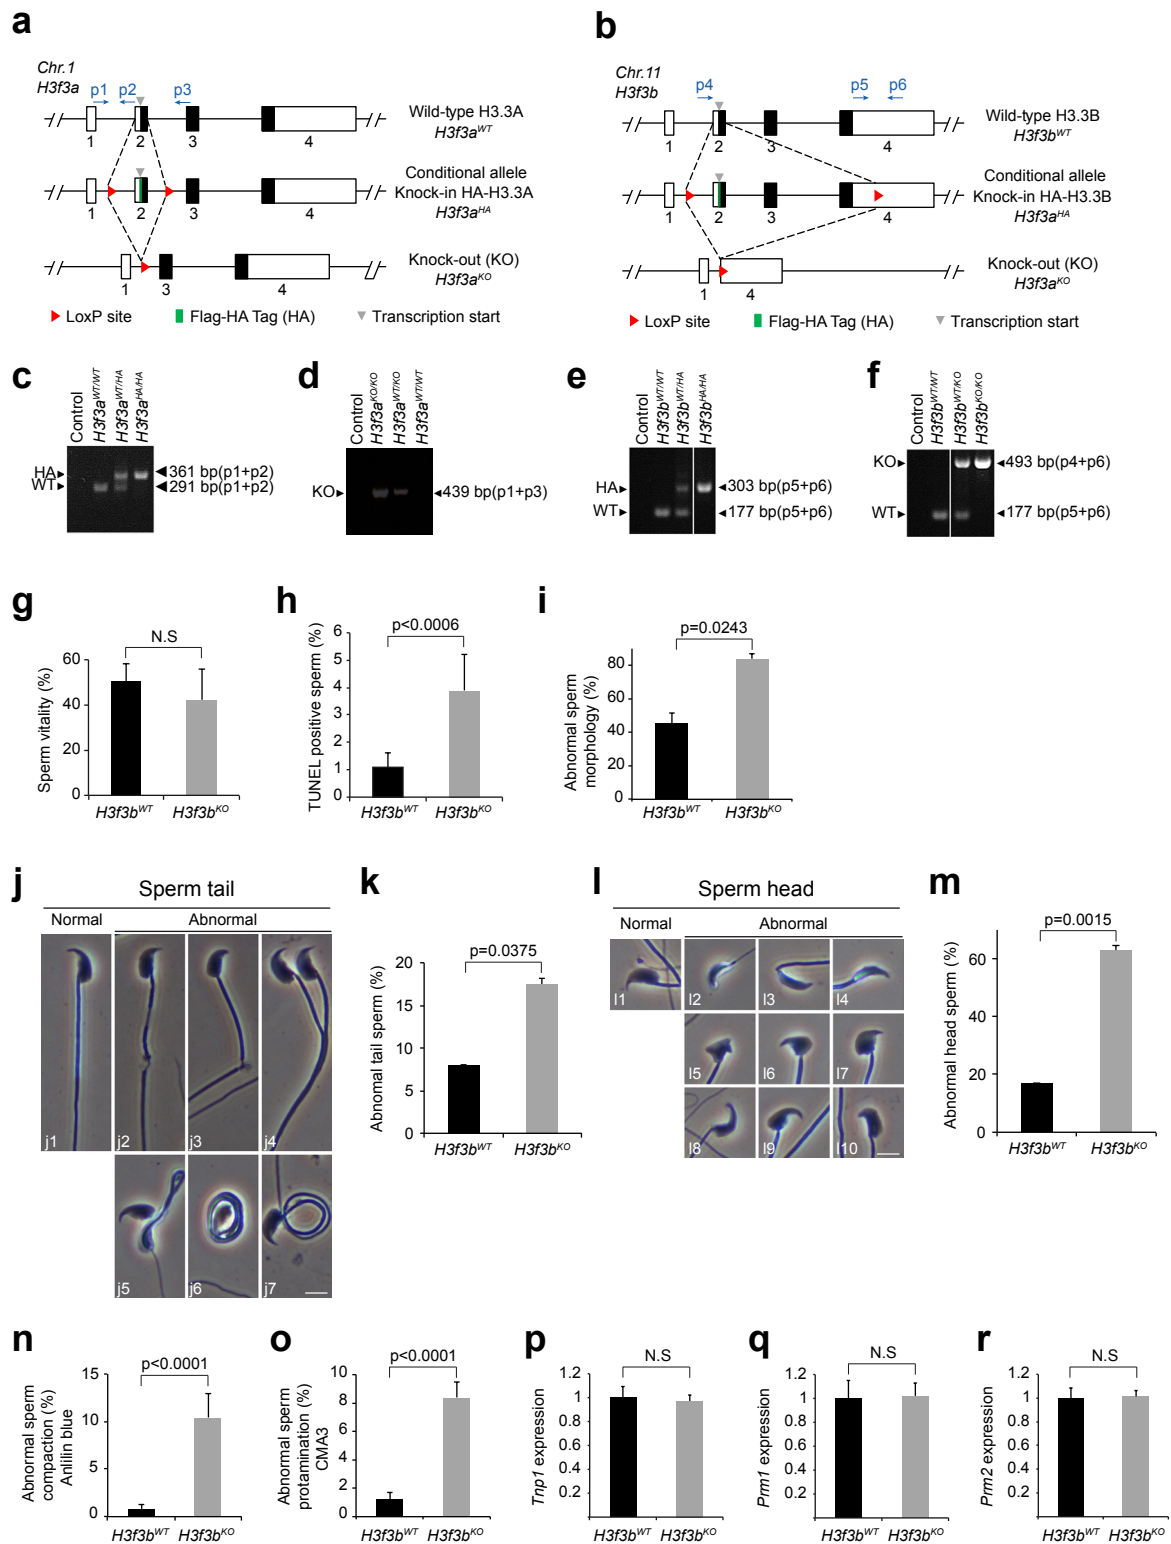

Supplementary Figure 1

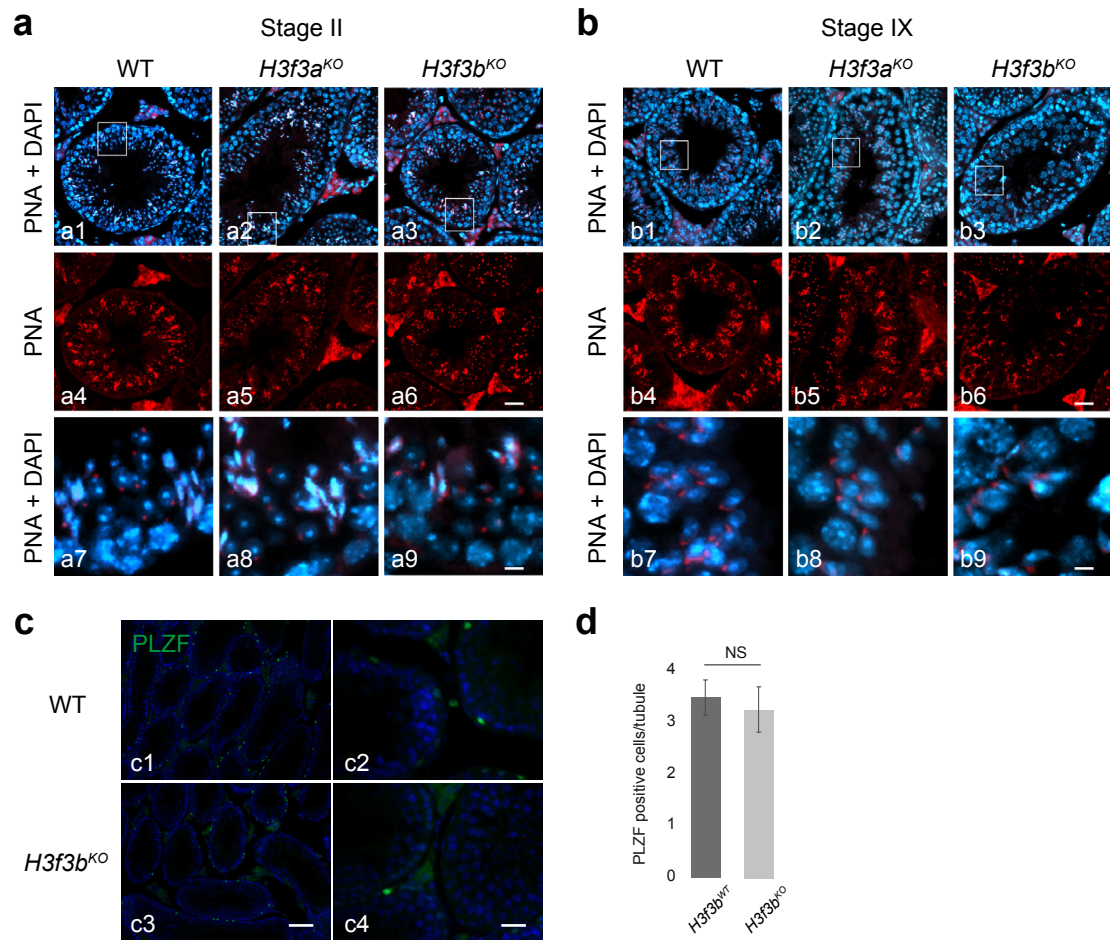

Supplementary Figure 2

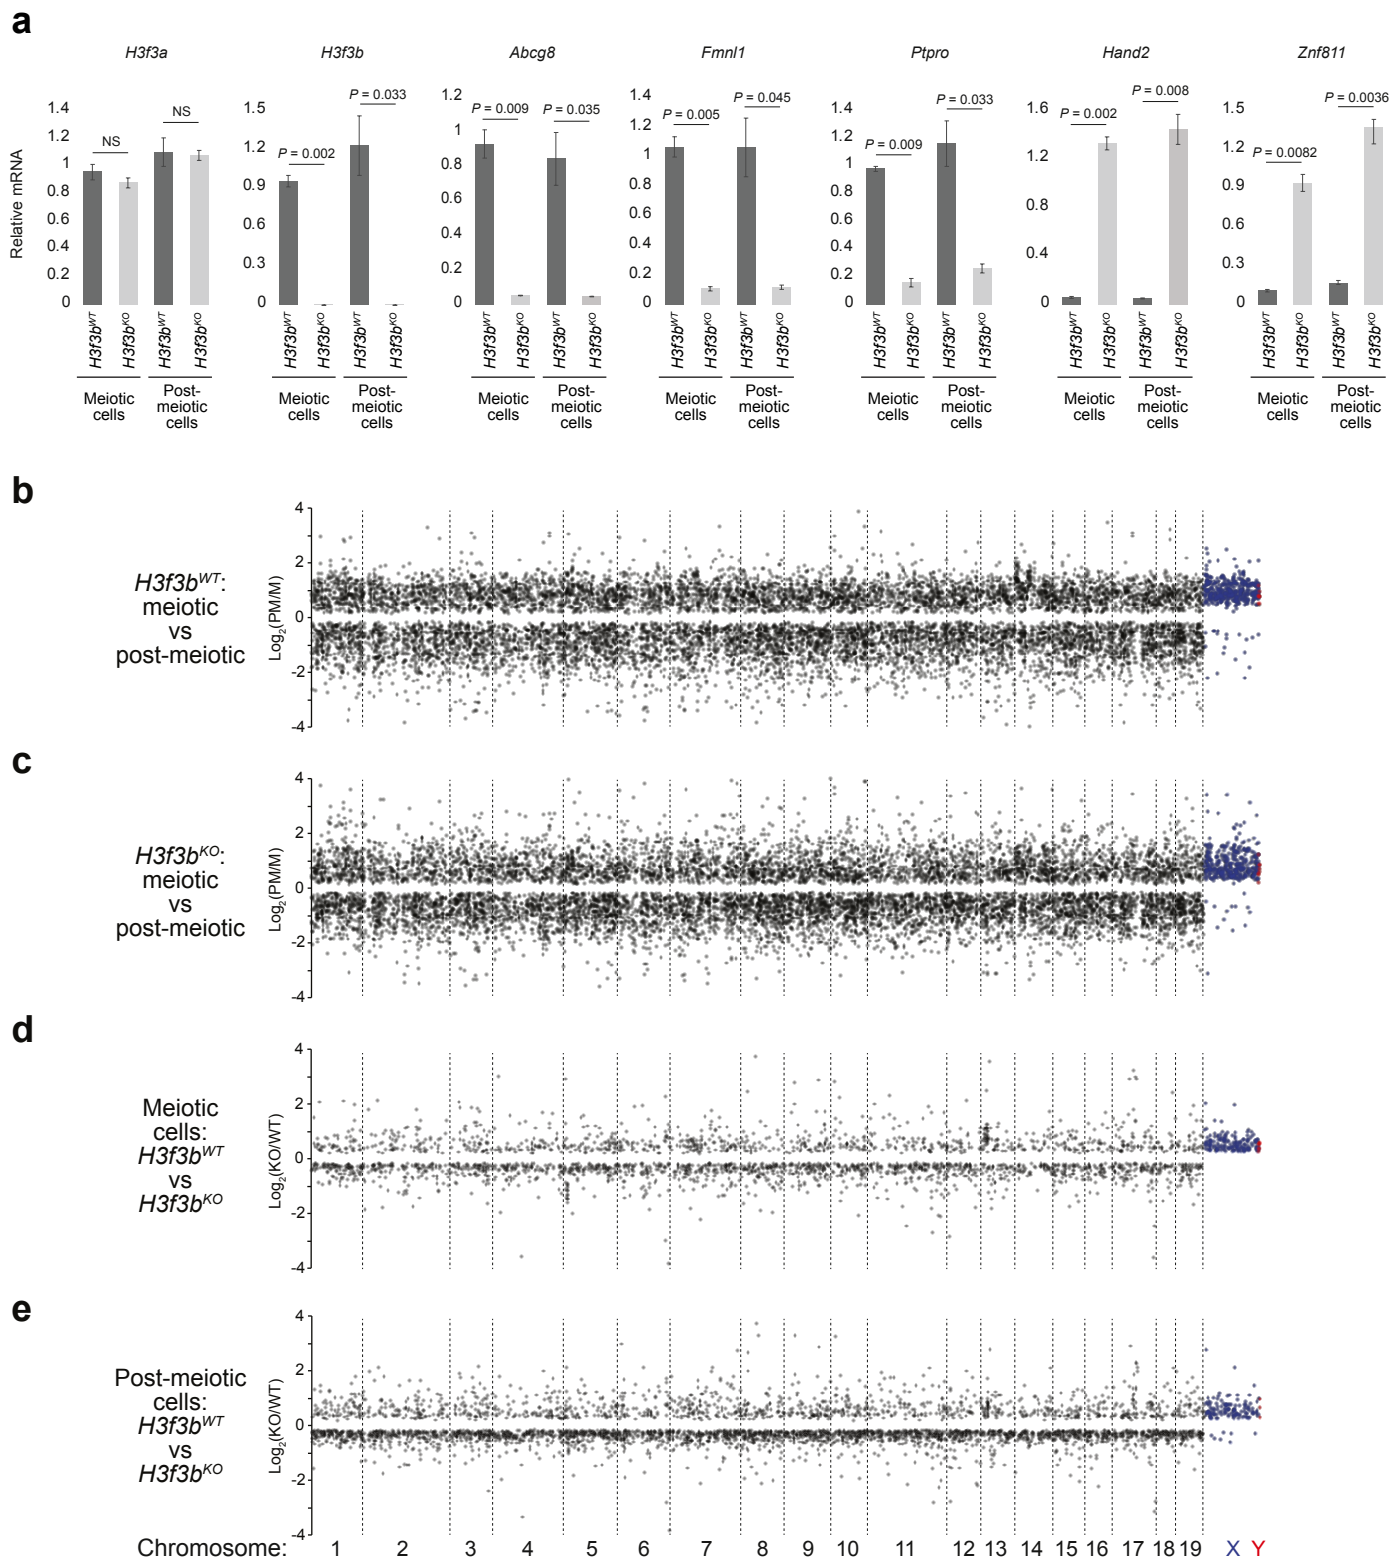

Supplementary Figure 3

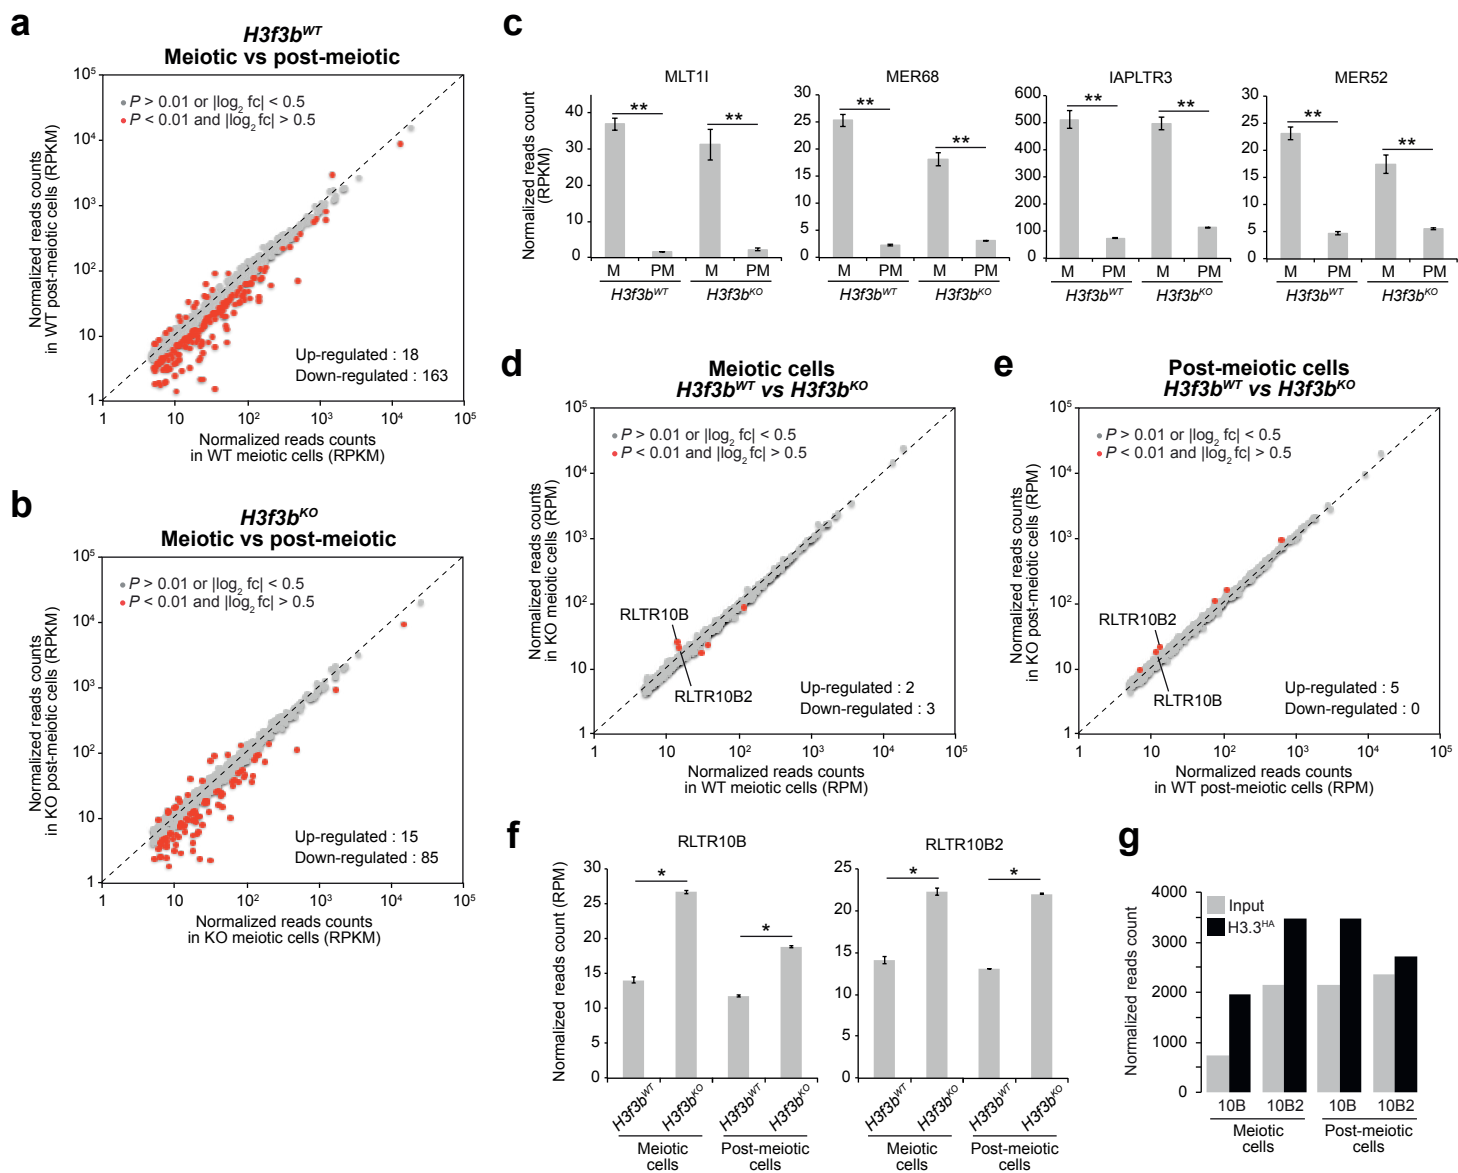

Supplementary Figure 4

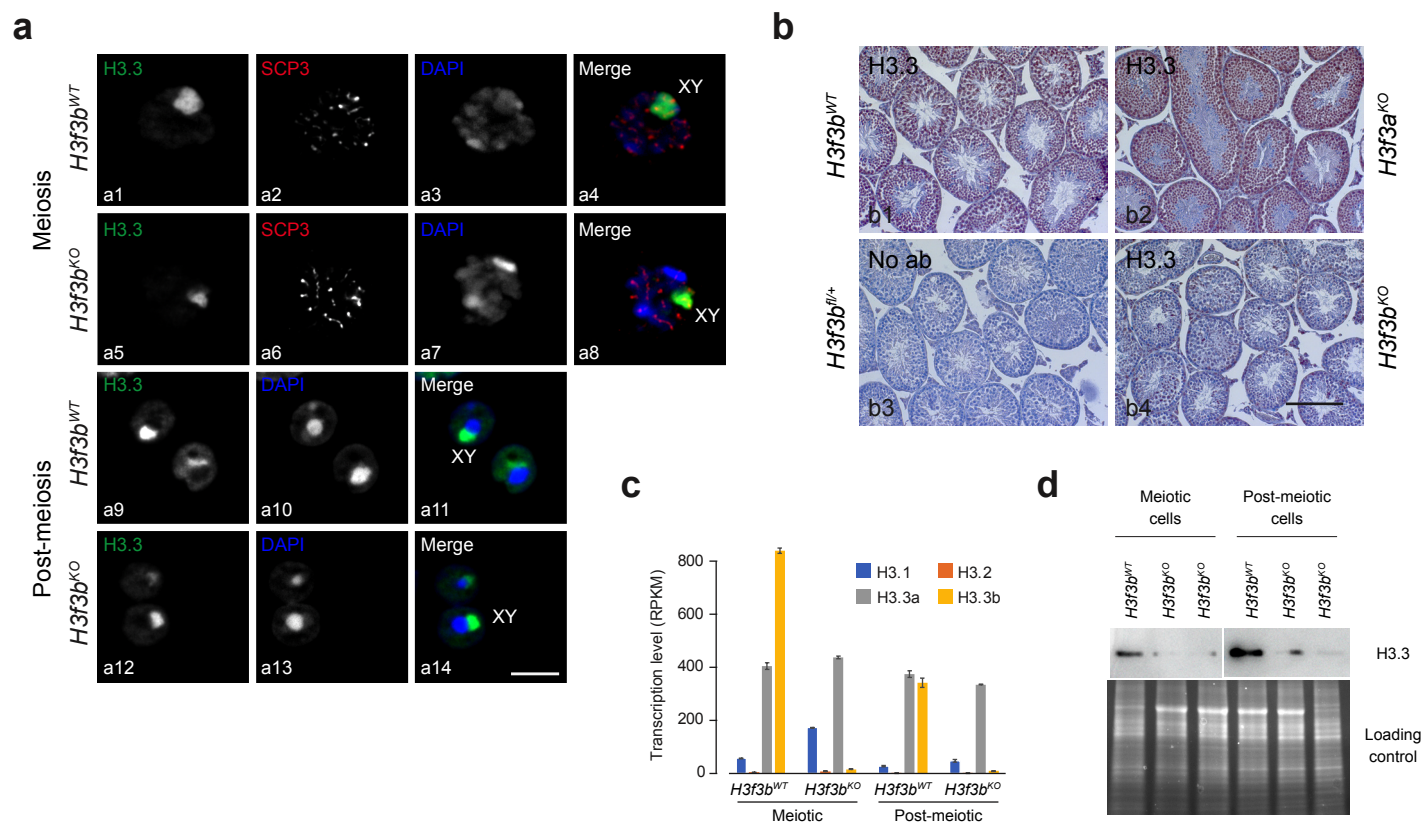

Supplementary Figure 5

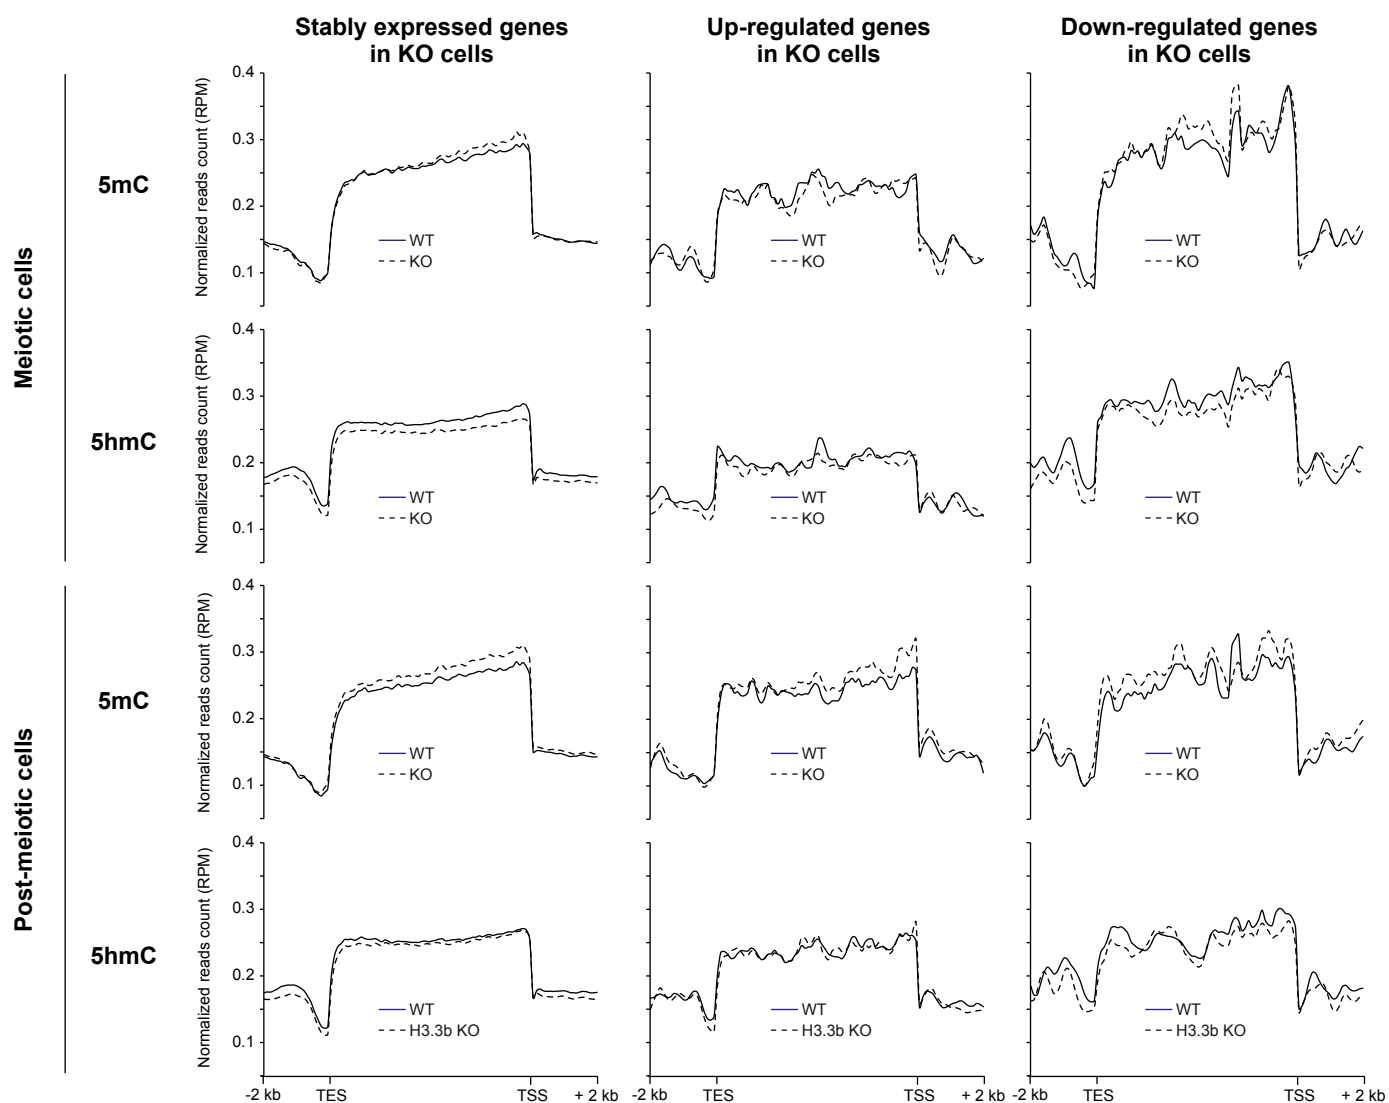

Supplementary Figure 6

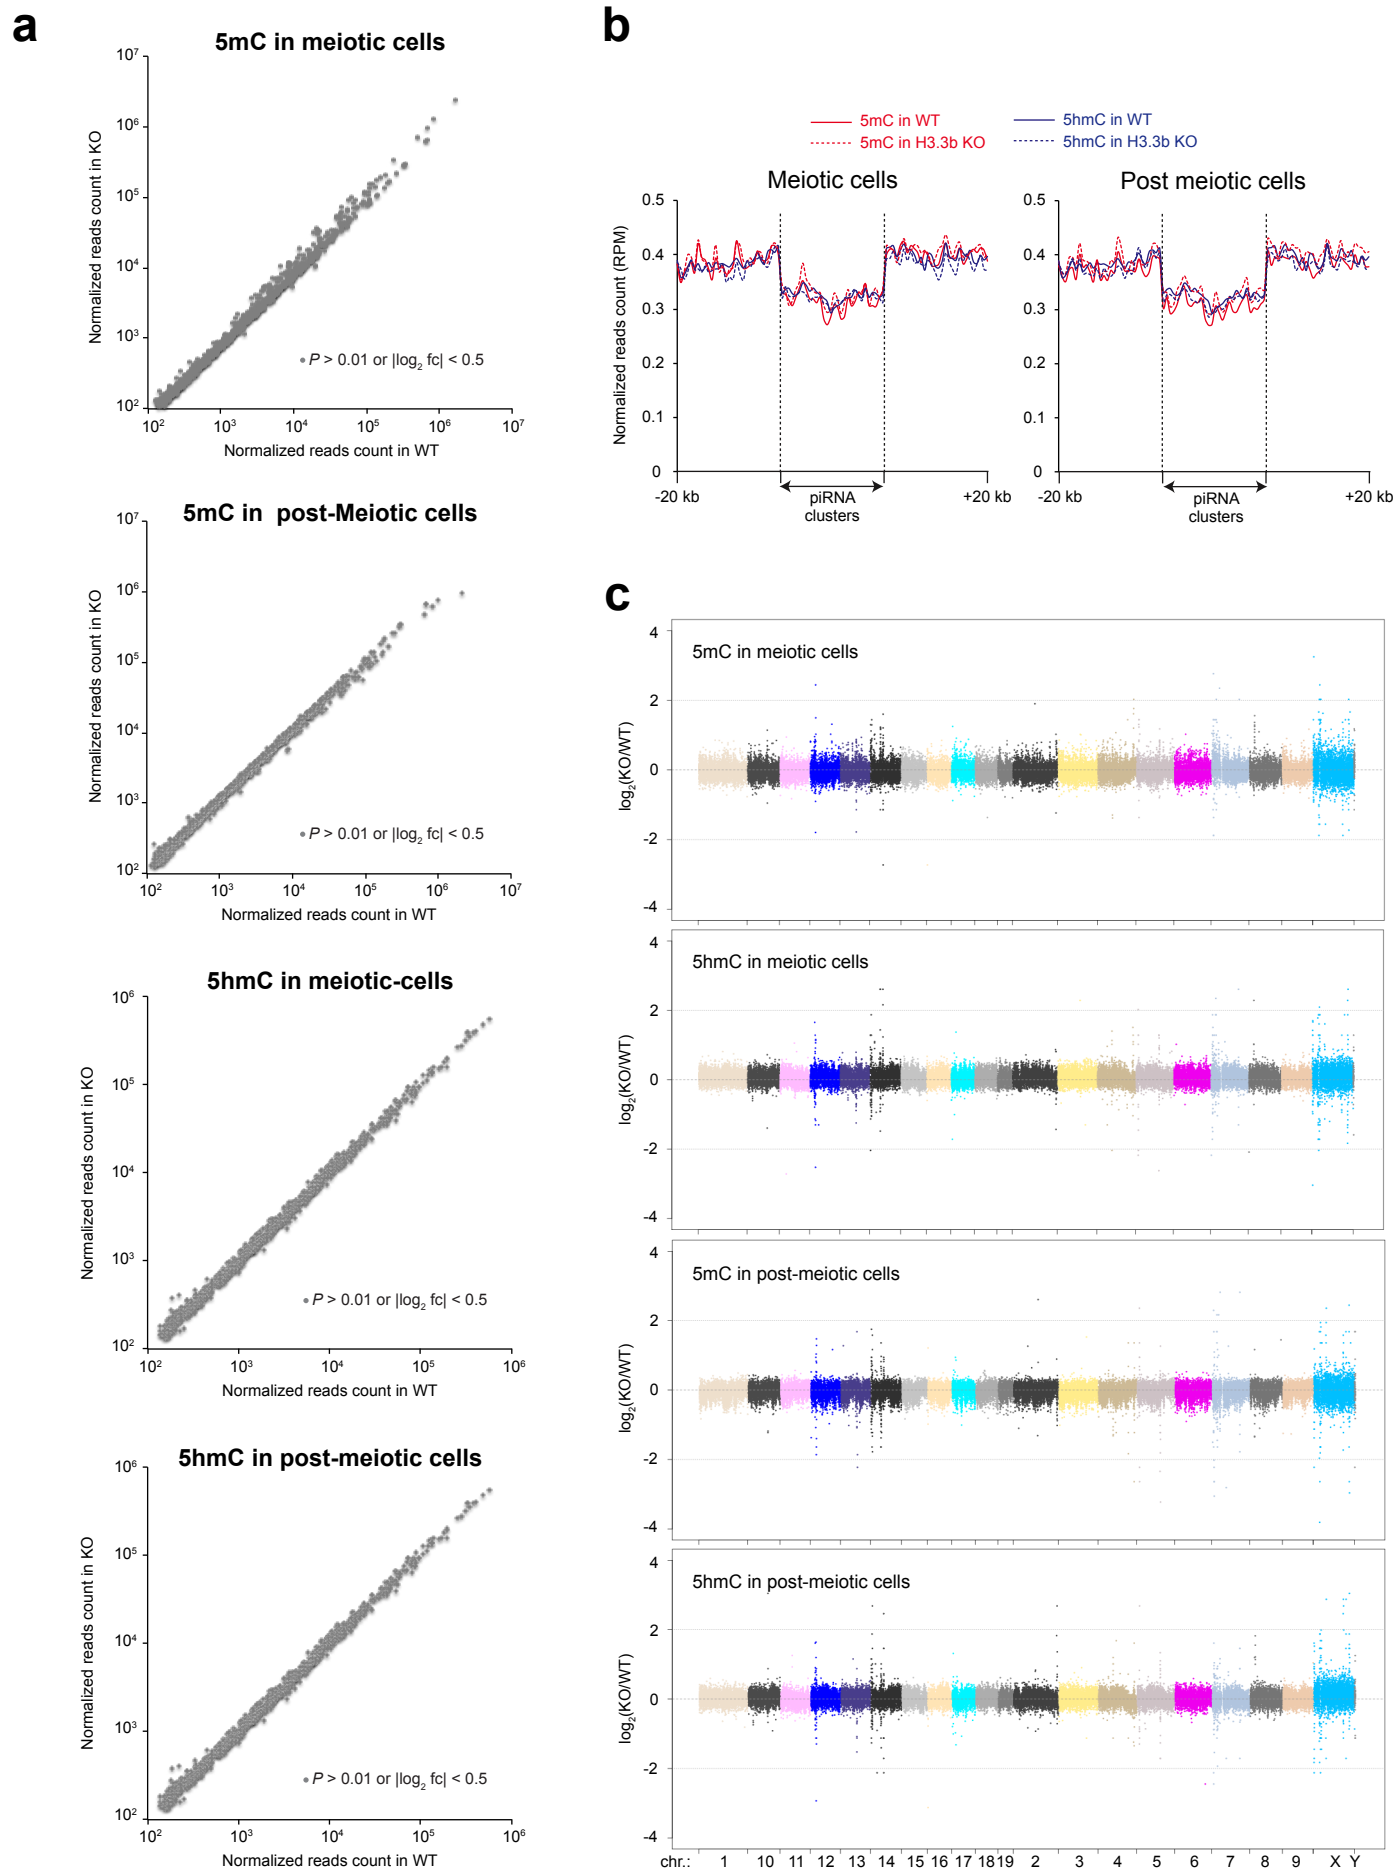

Supplementary Figure 7

How the deposited data were processed for this re-analysis (not part of the article)

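The authors prepared stranded total RNA libraries, sequenced them as single-end 50 base reads, and made read files with bcl2fastq 2.17.1.14. They aligned the reads to mm9 with TopHat2 2.0.14 on Bowtie2 2.1.0, keeping unique alignments. The deposited gene counts are raw counts that the authors made with HTSeq 0.6.1 on Ensembl gene models. The deposited log2 values and adjusted p-values of genes are the authors' output of DESeq2 1.14.1. For piRNA clusters the authors took positions from a cluster database, removed split reads and reads over annotated genes, and deposited raw counts, with log2 values and p-values from DESeq2 1.14.1 run on clusters and genes together. For repeats the authors deposited counts per RepeatMasker family, with log2 values and p-values from a comparison normalized by library size. The aligner settings for repeats are not stated. In the deposited repeat table the log2 columns headed WT over KO hold KO over WT, as its counts show, and the sign was read that way.

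The deposited counts were used as they are. No read was aligned or counted again, and no library was left out. Mouse gene positions and descriptions were taken from the reference tables supplied, which gave an entry for 29645 of 29880 genes (99.21%) and the same coordinates for 29271. Gene counts per library were 63039893 and 58535698 in WT meiotic, 66734320 and 60539439 in WT post-meiotic, 59080549 and 92836630 in KO meiotic and 63398580 and 57853283 in KO post-meiotic libraries. TMM factors ran from 0.9219 to 1.068. Repeat counts per library ran from 8995050 to 18865521. The deposited tables give no total of mapped reads. Totals were worked out from the RPKM values of Supplementary Table S3 and put gene counts at 66.46% to 79.56% of mapped reads and repeat counts at 11.82% to 13.54%.

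Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by the expression filter of edgeR, scaled by TMM, and fitted over all 8 libraries and 4 groups with the robust quasi-likelihood method. P-values were adjusted by Benjamini and Hochberg over all tested genes. The standard error of a log2 change is the change divided by the square root of its F value. Clusters were tested in a fit of genes and clusters together, and 402 of 876 had enough reads, of which 101 had at least 1 RPKM in WT meiotic cells. Repeat families were scaled by the total of repeat counts and kept at a mean of 5 RPM of repeat reads in at least 1 of the groups compared. Limits for a call are those of the paper: adjusted p under 0.01 and a log2 change beyond 1 for genes and 0.5 for clusters and repeats. Lists and chromosomes were tested with camera of limma at an inter-gene correlation of 0.01, and again with the correlation estimated from the data. The call of each of the 57 list results is lost with the estimated correlation.

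The gene lists are meiotic prophase, silencing of the sex chromosomes, round and elongating spermatids, spermatogonia, Sertoli cells, Leydig cells, peritubular myoid cells and fibroblasts, endothelial cells, macrophages and other leukocytes, red blood cells, the piRNA pathway, replication-dependent histones, H3.3 and its chaperones, immediate early and heat shock genes, p53 targets and apoptosis, mRNA splicing, DNA repair, cell division and kinetochore, oxidative phosphorylation, collagens, X-linked housekeeping genes, X-linked genes of spermatogonia, and X-linked and Y-linked genes of spermatids. They were written from general knowledge. Supplementary Tables S1 and S2, chosen by the authors on these samples, had been read by then. In meiotic KO cells the median, the mean and the test of the lists of Sertoli cells, H3.3 chaperones, the piRNA pathway and collagens differ in sign, and in post-meiotic KO cells those of the piRNA pathway. None of these is called.

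Genes were named by a fixed rule: genes named in the paper, then in each comparison the 8 largest increases and decreases among called genes with a mean of at least 50 reads in the higher group and no overlap between the groups. Clones, predicted genes, pseudogenes and olfactory and vomeronasal receptors, told by the pattern of their symbol, were passed over except 2 in each direction. In the KO transition this pattern also passed over A4galt, a known gene (2.75 ± 0.22). From each list the rule takes up to 4 members with the smallest adjusted p in each direction, and from X and Y the 5 largest changes in each direction. For clusters it takes the 3 with the highest level, the 3 that fall most, the 3 that change least or rise, and the one of Fig. 6A. For repeats it takes the families of the paper, all called between KO and WT and the 3 largest changes of each transition. Some values of these genes are left out of the text for length. Genes and clusters outside the rule are said to be chosen after the values were seen.

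Alternatives were RLE factors, library totals only, DESeq2, no filter, only the 4 libraries compared, the replicate number as a block, each library left out in turn, no fold minimum, TMM over repeats, no filter of 5 RPM, another cluster choice and other distances from H3f3b. Added after the tables were seen were the recovered read totals and a crossed block. For a gene with no read in a group, the fold is a bound that takes 3 reads per library as the floor. On simulated counts with 20232 tested genes, 83.58% of genes changed by 1.5-fold and 94.03% of those changed by 2-fold were called in the comparison of meiotic cells, and 2 unchanged genes were called. In that of post-meiotic cells the shares were 80.6% and 92.54%. DESeq2 called 65.67% and 67.16% of the 1.5-fold changes. A set of X-linked genes shifted by 0.3 came out at 0.31, all 5 shifted lists were called and 83.33% of clusters lowered by 1.5-fold. Genes were drawn independently of each other, so these runs do not test camera where genes are correlated. Singly changed genes and list members were autosomal with a mean of at least 50 reads. Of repeat families changed by 1.6-fold 92.5% were called. Intervals are from 2000 bootstrap resamples of genes or clusters, not of libraries, and correlation p-values from 100000 permutations.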

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

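All tests behind the weighed patterns were set before their result was seen. The comparison of leukocyte genes with X-linked genes of spermatogonia, the recovered read totals and the crossed block were chosen afterwards. Intervals come from resampling genes or clusters and not libraries, so they hold no spread between libraries. What they argue against is limited to these libraries.

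X-linked genes were higher in KO cells of both stages. Autosomal genes matched on level and on change between stages in WT rose less, by 0.2597 in meiotic cells (95% interval 0.230 to 0.296) and 0.277 (0.248 to 0.305) in post-meiotic cells, which argues against a different share of post-meiotic cells. Matched on level alone the difference was 0.2086 (0.175 to 0.239) in post-meiotic and 0.299 in meiotic cells, which argues against low level. Pooled markers of somatic cells had a median of −0.04803 (−0.151 to 0.0606) in KO meiotic cells, which argues against a rise of all somatic cells there, but 0.458 (0.383 to 0.549) in post-meiotic cells. Leukocyte genes had a median of 0.717 in meiotic and 0.828 in post-meiotic cells. The X-linked genes of spermatogonia, listed as genes of germ cells, were at 0.447 (16 of 17 above 0) and 0.278 (14 of 17). For these genes this argues against more leukocytes, though their level in leukocytes was not measured. For other X-linked genes more leukocytes stay open. In post-meiotic cells more somatic cells of all kinds also stay open, since the pooled markers rose more than X-linked genes, whose median was 0.315. A larger share of spermatogonia or early prophase cells was not tested and stays open too, beside an effect of the KO. In KO meiotic cells prophase genes had a median of 0.258 and spermatogonial genes, not called as a list, one of 0.1475.

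piRNA clusters were lower in KO meiotic cells. The fall did not follow the amount of H3.3 that the paper measured on them (Spearman rho −0.01769, permutation p = 0.861), and in 3 groups by level rho was −0.1724, 0.358 and −0.04049, none passing after adjustment. Over all 379 clusters with at least 10 counts, most of them of low level, rho was −0.2667 (permutation p = 1e-05), so the amount of H3.3 is argued against only for the 101 clusters. Fewer cells of the stage that transcribes the clusters could also lower them: genes with the same fall between stages in WT had a median of −0.193 in KO meiotic cells, and the clusters one of −0.355 (difference −0.1614, −0.237 to −0.0922). The limit set for excluding this was an interval wholly below −0.1, which this matching misses and matching on level as well meets (−0.166, −0.229 to −0.128), so a lower share of these cells and an effect of the KO cannot be told apart.

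Genes near H3f3b were called more often in KO cells. Within 10 Mb 12 of 302 genes (3.97%) were called in meiotic cells against 2.15% elsewhere (odds ratio 1.88, Fisher exact p = 0.04315), and 15 (4.97%) against 3.01% in post-meiotic cells (odds ratio 1.68, Fisher exact p = 0.0608). Among them Myo15b fell by 2.13 and 2.02. Of 2029 other windows 9.41% and 11.43% had as high a share. A haplotype of the embryonic stem cells around the targeted gene could give this. Whether the KO libraries carry it was not measured. If they do, it cannot be told apart from an effect of the KO, since all of them share the targeted gene.

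The KO effect was higher in post-meiotic than in meiotic cells at 102 genes and lower at 1. It was higher there at 57 piRNA clusters. By camera the effect differed between stages for 8 lists. For meiotic prophase the adjusted p was 0.0232 (lower in post-meiotic cells; adjusted p = 0.840 with an estimated correlation). For Sertoli cells it was 9.73e-05 (higher; adjusted p = 0.650 with an estimated correlation). For Leydig cells it was 6.2e-07 (higher; adjusted p = 0.650 with an estimated correlation). For peritubular cells it was 1.44e-05 (higher; adjusted p = 0.800 with an estimated correlation). For red blood cells it was 0.00108 (higher; adjusted p = 0.650 with an estimated correlation). For replication-dependent histones it was 0.000171 (lower; adjusted p = 0.650 with an estimated correlation). For oxidative phosphorylation it was 0.00288 (lower; adjusted p = 0.840 with an estimated correlation). For spermatid genes of X and Y it was 0.00718 (lower; adjusted p = 0.840 with an estimated correlation).

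Leukocyte markers were higher at 8 of 25 genes in KO meiotic and at 15 of 25 in KO post-meiotic cells. On chromosome 5, 10 genes between Gm10482 and Speer7-ps1 (10236829 to 15220414) were lower in KO meiotic cells, by log2 −1.67 to −1.02, and 1 of them passed in post-meiotic cells with no fold minimum. These 10 are the genes of the interval that fell by more than 1, while Speer3 (−0.06), Speer4e (−0.25), Speer4d (−0.05) and Speer4c (−0.05) in the same interval did not pass there. In post-meiotic cells Speer4e (−0.91) and Speer4d (−0.45) passed with no fold minimum.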

How the results depend on the processing

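The crossed replicate block and the recovered read totals were chosen after the tables were seen. With 2 libraries a group, the counts move when any library is left out, and the cause of a move was not tested. A group that loses 1 library keeps a lone one, whose spread is then taken from the other groups. Among the checks of named genes and lists 9372 values kept their call and sign, 528 were weaker, 29 stronger and 20 reversed. The checks of counts, correlations, shares and the main tests, with clusters and repeats among them, are apart from these. There 647 values stayed the same, 117 moved beyond the limit set for them, 12 were weaker and 4 stronger.

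With no fold minimum 1832 genes were higher and 1745 lower in meiotic KO, 2529 and 2376 in post-meiotic KO, 6047 and 6615 in the WT transition and 6028 and 6431 in the KO transition. Clusters were 1 and 71 in meiotic KO, 32 and 4 in post-meiotic KO, and 5 rose in the KO transition. Repeats were 13 and 125, 10 and 61, 297 and 230, and 404 and 164. With a fold minimum of 1 for X and Y, X had 23 higher and Y 0 in meiotic KO, X 30 and 0 and Y 2 in post-meiotic KO, X 194 and 12 and Y 2 in the WT transition, and X 163 and 5 and Y 2 in the KO transition.

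With DESeq2 174 genes were higher in meiotic KO and 267 in post-meiotic KO. X had 0 lower in meiotic KO, and 147 higher and 9 lower in post-meiotic KO, with Y at 3. Repeats were 2 lower in meiotic KO, 3 lower in post-meiotic KO and 33 higher in the KO transition. The odds ratio near H3f3b was 1.75. With RLE factors X had 2 lower in meiotic KO and 14 in post-meiotic KO, with Y at 3. With no filter these were 4 and 9, the stages differed at 227 genes, and the correlations were 0.4111 for the transitions and 0.1392 for the KO effects. Rer1 was at 0.0152 in meiotic KO.

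With library totals only X had 2 lower and Y 9 higher in post-meiotic KO, and 19 clusters rose there. Values with a change of sign, none of them passing, were Abcg8, KO transition (−0.03468), Brca1, KO transition (−0.005018), Atr, post-meiotic KO (0.02101), Brca1, post-meiotic KO (0.07773), Ubn1, post-meiotic KO (0.04872), Rer1, WT transition (−0.02808), Rer1, meiotic KO (0.05901) and Ubn1, meiotic KO (0.00783). The median of all genes moved from 0.0368 to 0.14 in post-meiotic KO and from 0.0117 to −0.125 in the WT transition, as the construction without a composition factor gives. With only the 4 libraries compared X had 11 lower in post-meiotic KO and 3 repeats were lower. With an estimated correlation 0 list calls were left in meiotic KO, 0 in post-meiotic KO, 0 in the WT transition and 0 in the KO transition.

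With TMM over repeats 4 were lower in meiotic KO and 3 in post-meiotic KO, and 44 higher in the KO transition. With recovered totals 2 were higher and 8 lower in meiotic KO, 0 lower in post-meiotic KO, and 38 and 30 higher in the WT and KO transitions. The median of repeat families in the KO transition was 0.157, 0.0106 with TMM and 0.0497 with recovered totals, in the WT transition 0.0763, 0.0186 and −0.119, and in meiotic KO −0.104, 0.00317 and −0.128. In counts in place of RPKM, H3f3b was 80.44%, 64.41%, 6.574% and 5.728% of the reads on H3f3a and H3f3b in WT meiotic, WT post-meiotic, KO meiotic and KO post-meiotic cells. The odds ratio near H3f3b in post-meiotic KO was 1.96 at 5 Mb and 1.55 at 20 Mb. Over all 379 clusters with at least 10 counts rho of H3.3 and change was −0.2667.

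With the replicate number as a block, 290 genes were higher and 181 lower in meiotic KO, 474 and 180 in post-meiotic KO, 2263 and 2962 in the WT and 2134 and 2409 in the KO transition. X had 4 lower in meiotic and 8 in post-meiotic KO, the stages differed at 180 genes and the odds ratio near H3f3b was 1.78. Deviations of libraries of the same number over 7572 genes correlated at 0.429 (WT meiotic and WT post-meiotic), −0.473 (WT meiotic and KO meiotic), −0.139 (WT meiotic and KO post-meiotic), −0.120 (WT post-meiotic and KO meiotic), 0.0745 (WT and KO post-meiotic) and 0.0777 (KO meiotic and KO post-meiotic). A crossed block gave 281 and 184 in meiotic KO.

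Without 1 library, post-meiotic KO had 260 to 446 genes higher, meiotic KO 128 to 234 X-linked genes higher and 0 to 4 lower, and post-meiotic KO 98 to 234 X-linked genes higher and 1 to 6 lower and 3 to 6 Y-linked higher. The WT transition had 20 to 32 X-linked genes lower, meiotic KO 6 to 14 lists called and 25 to 42 clusters lower, and the stages differed at 14 to 139 genes. The correlation of the transition in WT and KO was 0.8482 to 0.8683, and the correlation of the KO effect in the 2 stages 0.4917 to 0.5492. Repeats were 2 to 4 higher and 7 to 17 lower in meiotic KO and 1 to 3 higher and 3 to 8 lower in post-meiotic KO, with RLTR10B at 0.459 to 0.550. The odds ratio near H3f3b was 1.43 to 1.90 in meiotic and 1.59 to 1.81 in post-meiotic KO. Values that took both signs were Abcg8, KO transition (−0.08627 to 0.155), Vnn1, KO transition (−1.037 to 0.6478), Brca1, post-meiotic KO (−0.08777 to 0.004064), Rer1, meiotic KO (−0.04706 to 0.03693), Ubn1, meiotic KO (−0.1473 to 0.02784), Xist, meiotic KO (−0.8048 to 0.2466) and Zbtb16, meiotic KO (−0.09309 to 0.3347).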

Differences from the paper's values

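The recovered read totals were chosen after the values were seen, and the other alternatives before the data were examined.

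Supplementary Table S2 lists 237 genes higher in KO post-meiotic cells, against 448 here. DESeq2, the tool of the paper, gave 267, and leaving out the first KO or the second WT post-meiotic library gave 260 and 321. RLE factors (390), library totals (614), no filter (501), only the 4 libraries (423) and the replicate block (474) did not close the difference. Of the 370 genes that the authors' deposited table calls, 359 are also called here.

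Repeat families in Fig. S4 were counted by eye. The paper left out families under 5 RPM of mapped reads in a sample, while here a mean of 5 RPM of repeat reads in 1 group was enough, a lower limit that kept 967 families in the WT transition against 711 with recovered totals. The WT transition has about 18 higher in Fig. S4, read by eye, against 109 here, and the KO transition about 15 in Fig. S4, read by eye, against 110. None of the alternatives gave these: DESeq2 77 and 33, TMM 87 and 44, recovered totals 38 and 30, only the 4 libraries 110 and 108, the block 109 and 107, no filter of 5 RPM 112 and 116, no fold minimum 297 and 404, and libraries left out 102 to 126 and 101 to 122. At the same adjusted p and fold limits the authors' deposited table of 1208 families gives 28 higher and 200 lower in the WT transition, and 34 and 103 in the KO transition, where DESeq2 gave 33 and 107 here. The paper describes a massive fall of repeats after meiosis. Here 112 families fell and 109 rose in WT when each library is scaled to its repeat counts, and more fell with DESeq2 (121), TMM (122) and recovered totals (133). All but the last scale by repeat counts alone, so a fall shared by all repeats would not show in them. Recovered totals can show it, and gave 38 higher and 133 lower. With these totals repeats were 13.54% and 13.49% of reads in the WT meiotic libraries, and 12.16% and 11.82% in the WT post-meiotic ones.

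In KO meiotic cells about 2 families are higher in Fig. S4, read by eye, and about 3 lower, against 4 and 13 here. The first was 2 without the first WT or the second KO meiotic library, and with recovered totals, but 6 with TMM and 13 with no fold minimum. The second came to 2 with DESeq2 and 4 with TMM, but 8 with recovered totals, 13 with only the 4 libraries, 11 with the block and 7 to 17 with a library left out. In KO post-meiotic cells about 5 families are higher and about 0 lower in Fig. S4, read by eye, against 2 and 5 here. For the first, libraries left out gave 1 to 3, no fold minimum 10 and recovered totals 3. For the second, DESeq2 and TMM gave 3, libraries left out 3 to 8, and recovered totals 0. Of the 6 families that the authors' deposited table calls in post-meiotic cells, 2 are called here and 3 with recovered totals, and of the 6 in meiotic cells all 6 and 5.

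The legend of Supplementary Fig. S3 names Fmn1 as lower in KO cells. Tables S1 and S2 list Fmnl1, which fell by 2.81 and 2.84 here, while Fmn1 did not pass (−0.61 and −0.65). The text gives 214 and 150 genes for KO meiotic cells and Supplementary Table S1 lists 165 and 129. Here the counts are 269 and 176. In WT meiotic cells the bars of Supplementary Fig. S5c, read by eye, are about 10 times the RPKM here for H3f3a and 4.5 times for H3f3b. The share of H3f3b is therefore lower in that figure, read by eye, than here, and it depends on the scale used for each gene.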

Other observations

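Between WT meiotic and post-meiotic cells the matrix genes Adamts5 (3.98 ± 0.41) and Wisp2 (3.85 ± 0.52), the antigen presentation gene Cd74 (3.73 ± 0.27), the transcription factor Tcf21 (3.70 ± 0.36) and the monooxygenase Fmo2 (3.56 ± 0.34) rose (edgeR, n = 2). Fcgr3, an antibody receptor on the leukocyte list, fell by 0.49 ± 0.059 in WT and by 0.33 ± 0.059 in KO cells.

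Among prophase genes, the recombination genes Dmc1 (0.70 ± 0.080) and Mei1 (0.62 ± 0.076) stayed higher in KO post-meiotic cells (edgeR, n = 2). The heat shock protein of spermatocytes Hspa2 and the cohesin Rec8 were lower there, by log2 −0.19 ± 0.044 and −0.31 ± 0.054. Spermatogonial factors Taf4b (0.63 ± 0.078 and 0.42 ± 0.080) and Stra8 (0.62 ± 0.12, meiotic cells) were higher, and Pou5f1 was lower in both stages (−0.65 ± 0.14 and −0.71 ± 0.13).

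Replicates of a group correlated at 0.99692 to 0.99851 in log2 CPM over 7572 abundant genes, and their chi-square per degree of freedom was 15.95, 13.52, 22.77 and 10.21 in WT meiotic, WT post-meiotic, KO meiotic and KO post-meiotic cells. The slope of the KO on the WT transition across genes was 0.8266. Of the X-linked genes 120 rose in KO cells of both stages and 642 of 966 were above 0 in both.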
